# NT-seq: a chemical-based sequencing method for genomic methylome profiling

**DOI:** 10.1186/s13059-022-02689-9

**Published:** 2022-05-30

**Authors:** Xuwen Li, Shiyuan Guo, Yan Cui, Zijian Zhang, Xinlong Luo, Margarita T. Angelova, Laura F. Landweber, Yinsheng Wang, Tao P. Wu

**Keywords:** DNA methylation, Next-generation sequencing, Whole-genome epigenetic profiling

## Abstract

DNA methylation plays vital roles in both prokaryotes and eukaryotes. There are three forms of DNA methylation in prokaryotes: *N*^6^-methyladenine (6mA), *N*^4^-methylcytosine (4mC), and 5-methylcytosine (5mC). Although many sequencing methods have been developed to sequence specific types of methylation, few technologies can be used for efficiently mapping multiple types of methylation. Here, we present NT-seq for mapping all three types of methylation simultaneously. NT-seq reliably detects all known methylation motifs in two bacterial genomes and can be used for identifying de novo methylation motifs. NT-seq provides a simple and efficient solution for detecting multiple types of DNA methylation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02689-9.

## Background

Although epigenetic regulation has been reported in all domains of life, most studies focused on eukaryotes. However, mounting evidence for the crucial function of epigenetic regulatory pathways in prokaryotes has been reported. Three forms of DNA methylation, *N*^6^-methyladenine (6mA), *N*^4^-methylcytosine (4mC), and 5-methylcytosine (5mC), are prevalent and play essential roles in viral defense [1], mismatch repair [2], gene regulation [3, 4], and pathogenesis [4, 5] in prokaryotes. DNA methylation occurs in a motif-dependent manner in bacteria, and methylation motifs vary among different bacterial strains [6]. While emerging evidence has shown the functional role of bacterial methylation in transcriptional regulation, how DNA methylation and methyltransferases orchestrate the gene expression to determine the phenotype is still elusive [7]. One of the major challenges is the lack of efficient and straightforward methods for comprehensive genomic methylome profiling.

Most of the next-generation genomic sequencing (NGS) methods for DNA methylation mapping have been developed for 5mC, such as bisulfite sequencing [8], but 6mA is the most prevalent form of methylation in prokaryotes [9]. Multiple antibody-based or enzyme-based approaches have been developed [10–12], yet these methods are either complicated [10], low resolution [11], or restricted to particular enzyme-cutting motifs [12]. While the 3rd-generation single-molecule real-time sequencing (SMRT-seq) has been utilized to detect DNA methylation motifs in bacterial genomes [13, 14], the current SMRT-seq lacks open-source bioinformatic tools or independent methods that could cross-validate the results. Moreover, although SMRT-seq has been widely used to detect 6mA and 4mC in bacterial genomes, recent results from 4mC-TAB-seq [15] and mass spectrometry [16] indicated that SMRT-seq might overestimate 4mC in bacterial genomes. The Oxford Nanopore sequencing has also shown the ability to detect multiple types of DNA methylation in bacteria [17, 18], but the signal of Nanopore sequencing in detecting bacterial DNA methylation, especially the 6mA, is still noisy, and the machine-learning analysis methods need more training datasets [17]. Furthermore, since SMRT-seq and Nanopore sequencing can only detect methylation from unamplified genomic DNA, the required amount of input DNA is the limitation for applying single-molecule methods on restricted clinical samples. Therefore, to help fully understand microbial epigenomics, we must develop an efficient chemical-based NGS strategy to detect all three types of DNA methylation (whole methylome profiling).

DNA base deamination is a well-known chemical strategy to detect DNA methylation; for example, bisulfite sequencing, in which unmethylated cytosine is efficiently deaminated and converted to thymine during PCR amplification, while the modified cytosines such as 5mC and 5hmC are not converted [8]. For adenine methylation, although it was reported more than 60 years ago [19, 20], such a condition that could be applied for sequencing was not clarified until recently. Deamination induced by nitrous acid has been shown only to deaminate unmethylated adenine but not 6mA, which was utilized to develop nitrite sequencing [21] and NOseq [22] for DNA 6mA or RNA m6A detection in oligos or targeted sequencing settings. As far as we know, nitrite treatment has not been applied for genomic methylome profiling because generating the genomic sequencing library in such conditions and following bioinformatic analysis are still challenging [23].

Based on the previous studies, we developed NT-seq (nitrite treatment followed by next-generation sequencing), a sequencing method for detecting multiple types of DNA methylation genome-wide. We demonstrate that NT-seq can detect not only 6mA but also 4mC and 5mC. NT-seq can identify methylation motifs of all three types of methylation in *Escherichia coli* and *Helicobacter pylori* genomes. We also show that NT-seq can be used for methylation motif de novo discovery in a microbial community standard sample. Thus, NT-seq provides an efficient, cost-effective, and high-resolution method for methylation motif detection in both single bacterial species and metagenomic settings. Of particular note, 6mA has also been reported in lower eukaryotes and mammals [24–27]. The 6mA methylated DNA immunoprecipitation followed by sequencing (6mA DIP-seq) is the primary approach for profiling 6mA in eukaryotic genomes, but the specificity has been debated [28, 29]. Since our method can efficiently recognize 6mA, coupled with DIP-Seq, we present that DIP-NT-seq can detect 6mA at single-base resolution with high fidelity and eliminate the false-positive 6mA sites in DIP-seq. Thus, this method can be used independently or coupled with other protocols for methylome profiling, which will pave the way for DNA modification studies in different contexts.

## Results

### Experimental design of NT-seq

Nitrite treatment has been reported to deaminate adenine (A), cytosine (C), and guanine (G) for decades [30, 31]. The deamination of A or C changes the bases and is read by polymerases as G or T, respectively, in PCR amplification (Fig. 1a) [30, 31]. As the methyl groups of 6mA and 4mC are located at the amino groups of adenine and cytosine, 6mA and 4mC can block the deamination of adenine and cytosine under nitrite conditions. Recently, liquid chromatography mass spectrometry (LC-MS) results showed that *N*^6^-methyladenosine (m^6^A) was converted to *N*^6^-nitroso-m6A (m^6^A-NO) but not deaminated inosine by nitrite treatment [21, 22]. While the nitrite treatment has been adapted to detect DNA 6mA and RNA m^6^A, it has been only tested in oligos or targeted RNA locus as a proof-of-concept for methylation sequencing [21, 22]. Moreover, it can also be used to distinguish 5mC from cytosine because the deamination rate of 5mC in nitrite treatment has been reported to be up to 4.5-fold higher than cytosine [32] (Fig. 1a). However, whether this approach could be applied for whole-genome sequencing (WGS) with genomic DNA libraries remains unknown. Here, we hypothesize that the DNA 4mC, like the 6mA, can also be detected with nitrite treatment, and we can build the NGS sequencing library for NGS sequencing to define the whole methylome profiling (Fig. 1a).

**Fig. 1:**
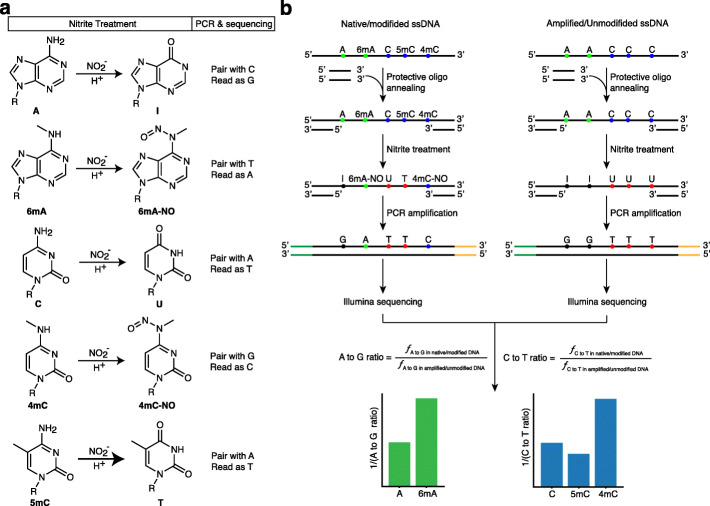
Principle and workflow of NT-seq. **a** Schematic illustration of nitrite treatment. Nitrite treatment induces deamination of adenine, cytosine, and 5mC at different frequencies, producing inosine, uracil, and thymine, respectively. Meanwhile, nitrite treatment nitrosylates 6mA and 4mC, producing nitrosylated 6mA (6mA-NO) and nitrosylated 4mC (4mC-NO). During PCR amplification and sequencing, base pairing and reading for each product are labeled on the right column. **b** The workflow of NT-seq. Single-stranded DNA is first annealed with protective oligos to protect PCR primer regions. Annealed DNA is treated with nitrite and then amplified to construct the sequencing library. Sequencing data from native DNA and PCR control are used to calculate the A to G or C to T mutation ratio and to call methylation

We first characterized the products formed from the reactions between nitrite and 2′-deoxyadenosine/2′-deoxycytidine by HPLC separation followed by mass spectrometric analyses. We found that the two nucleosides can indeed be deaminated upon subjected to nitrite treatment (Additional file 1: Fig. S1–S4). More importantly, when subjecting 6mA and 4mC to the same nitrite treatment conditions, 6mA-NO and 4mC-NO were the dominant products and there were minimal side products formed from nitrite treatment (Additional file 1: Fig. S5–S8). Additionally, we performed time-dependent nitrite treatment to investigate the reaction dynamics of these four nucleosides. Consistent with published m^6^A results [21], we found that 6mA and 4mC are converted to 6mA-NO and 4mC-NO more rapidly than the deamination of their unmethylated counterparts (Additional file 1: Fig. S9).

We then designed an experimental workflow to investigate whether nitrite treatment can be used to develop a sequencing method to simultaneously detect genome-wide all three types of methylation (Fig. 1b). In the workflow, we hybridized two protective oligos, which is reverse complementary to the primer regions of the single-stranded DNA (ssDNA) since Watson-Crick base pairing has been shown to protect DNA bases from deamination [33]. The quantitative PCR (qPCR) results showed that the protected DNA could be more efficiently amplified than unprotected DNA by decreasing the cycle threshold (*Ct*) value up to 7.5 (Additional file 2: Table S1). Since the deamination by nitrite treatment is completed through nitrite-mediated diazotization followed by hydrolysis which requires acidic conditions and relatively high temperature, the deamination efficiency is positively correlated to acid concentration, incubation temperature, and treatment duration [21]. However, increasing these conditions such as treatment duration can also result in an increased level of DNA degradation (Additional file 1: Fig. S10). Therefore, it is crucial to optimize the treatment condition to achieve a high deamination rate while preserving enough DNA for library preparation when applying it to genomic DNA. Therefore, we treated six pmol (~250 ng) protected DNA oligos with different concentrations of acetic acid, different temperatures, and different durations of treatment and performed qPCR to estimate the amount of remaining amplifiable fragments. Considering Ct around 15 as the required amount of amplifiable DNA for downstream library preparation, we determined 2.3% acetic acid, 1 M sodium nitrite (pH = 4.187), and incubation at 37 °C as our optimal condition (Additional file 3: Table S2). We also evaluated the damage level caused by nitrite treatment using 293T genomic DNA and found that nitrite-treated DNA is less fragmented compared to bisulfite-treated DNA. However, the DNA degradation from nitrite treatment is more severe than bisulfite treatment (Additional file 1: Fig. S10).

To enable methylation detection in genomic DNA, it is also essential to efficiently align NT-seq reads to the reference genome. Therefore, we developed an NT-seq analysis pipeline that can tolerate all deamination-elicited base substitutions (Additional file 1: Fig. S11). Since the base deamination will only cause transition mutations (A to G, C to T, or G to A) but not transversion mutations, we degenerate A/C/G/T bases in both reads and reference to purine/pyrimidine bases. Using whole-genome sequencing data from *E. coli* MG1655 as a mock dataset, we artificially introduced A to G, C to T, or G to A change to mimic the base changes after nitrite treatment. The unique alignment rate is very similar to the original unchanged reads, indicating the NT-seq analysis pipeline can tolerate all possible base changes introduced by nitrite treatment (Additional file 1: Fig. S11).

### Detection of 6mA, 4mC, and 5mC in oligonucleotides using NT-seq

To investigate the feasibility of NT-seq for DNA 6mA methylation detection, we performed pilot experiments with 6mA modified oligo and unmodified oligo. Consistent with previous work [21], we found that at the 6mA position, the A to G ratio (the ratio between A to G frequency in modified/native sample and A to G frequency in unmodified/amplified sample) is about 18-fold lower than that in other adenine positions (Fig. 2a). We further performed NT-seq on oligos mixed with different percentages of 6mA modified oligo and found that the normalized A to G frequency at the 6mA position is linearly correlated to the 6mA percentage (*r* = −0.968, Fig. 2b), indicating that the NT-seq can quantify the 6mA frequency precisely.

**Fig. 2:**
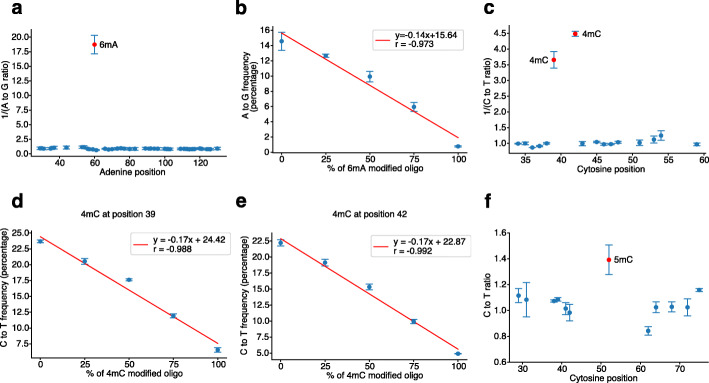
NT-seq detects both adenine and cytosine methylation in oligonucleotides. **a** The inverse of A to G ratio at adenine sites between unmodified control and 6mA modified oligo. **b** Linear regression between A to G frequency at 6mA site and the percentage of 6mA modified oligo. **c** The inverse of C to T ratio at cytosine sites between unmodified oligo and oligo modified by BamHI methyltransferase. **d** Linear regression between C to T frequency at 4mC position 39 and the percentage of 4mC modified oligo. **e** Linear regression between C to T frequency at 4mC position 42 and the percentage of 4mC modified oligo. **f** C to T ratio at cytosine sites between unmodified control and 5mC modified oligo. Modified adenine or cytosine sites are labeled in red. Adenine or cytosine sites inside the primer regions are not included. Dots represent the mean and error bars represent standard deviation. All samples were replicated three times. One replicate for 25%, 50%, and 100% of 4mC modified oligo samples was not used due to library prep and sequencing depth issues

We then used BamHI methyltransferase to methylate double-strand DNA oligo with GGATCC motif for 4mC modification, as the 4mC modified DNA oligo is not commercially available. The BamHI restriction enzyme was used to cleave unmethylated DNA oligo before nitrite treatment (Additional file 1: Fig. S12). The NT-seq result showed that C to T ratio at the BamHI methylated sites is about 4-fold lower than other cytosine positions (Fig. 2c). Additionally, we performed NT-seq on oligos mixed with different percentages of 4mC modified oligo and demonstrated the C to T ratio at both 4mC positions is linearly correlated to 4mC percentage (*r* = −0.988 for position 39 and −0.992 for position 42), indicating that NT-seq can also quantify 4mC frequency (Fig. 2d, e). These results demonstrated that NT-seq indeed could detect 4mC and 6mA in parallel. Of note, the fold change of 4mC oligo is lower than 6mA oligo, which is likely caused by a small proportion of hemimethylated/unmethylated 4mC oligo that escaped from restriction enzyme cleavage.

As for detecting 5mC using NT-seq, we performed NT-seq on 5mC modified and unmodified oligos. The C to T ratio at the 5mC position is about 40% higher than other cytosine positions (Fig. 2f), consistent with a previous study showing that 5mC is easier to deaminate than C [32]. We also performed NT-seq on oligo mixture with different percentages of 5mC oligo and found that the C to T frequency is also linearly correlated to the percentage of 5mC (*r* = 0.972, Additional file 1: Fig. S12). This result further demonstrated that NT-seq could also detect 5mC quantitatively. Notably, unlike bisulfite sequencing, the impact of 4mC and 5mC is the opposite during nitrite treatment, making NT-seq capable of distinguishing 4mC and 5mC. Taken together, we demonstrated that NT-seq could detect all three types of DNA methylation in DNA oligos.

### Detection of methylation motifs in bacteria by NT-seq

To determine the capability of NT-seq in detecting three types of methylation motif in genomic DNA, we applied NT-seq to the *E. coli* MG1655 genome. Firstly, we found that A to G frequency at known 6mA sites (Dam (G6mATC) and M.EcoKI (A6mACN_6_GTGC and GC6mACN_6_GTT) motifs) was significantly decreased compared to unmethylated adenine sites, while no difference was observed after PCR amplification (Fig. 3a). Thus, the A to G ratio at Dam and M.EcoKI motifs was significantly decreased compared to unmethylated adenine positions (Fig. 3c). The M.EcoKII motif was used as a negative control because the methyltransferase M.EcoKII is known not to be expressed under standard laboratory conditions [34]. As expected, the A to G ratio at the M.EcoKII motif is not different from other unmethylated adenine sites (Fig. 3c). To further demonstrate that NT-seq detects bona fide 6mA motifs, we applied NT-seq to *hsdM* (the gene encoding M.EcoKI protein) KO strain and *dam/dcm* mutated strain. In contrast to the WT *E. coli* strain, the M.EcoKI motif in the *hsdM* KO strain shows no difference in A to G ratio from other unmethylated adenine sites (Fig. 3d). Similarly, the A to G ratio difference between the Dam motif and unmethylated adenine is also lost in the *dam/dcm* mutated strain (Fig. 3e).

**Fig. 3:**
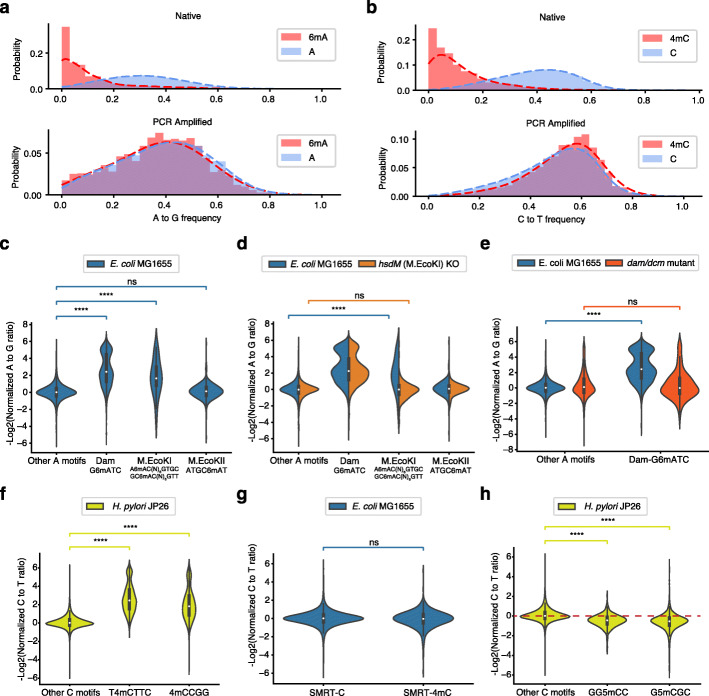
NT-seq simultaneously detects three types of methylation motifs in bacteria. **a** A to G frequency at known 6mA sites (G6mATC, A6mACN_6_GTGC, and GC6mACN_6_GTT) and unmethylated A sites in *E. coli* MG1655 genome from native and PCR amplified DNA. **b** C to T frequency at known 4mC sites (T4mCTTC and 4mCCGG) and unmethylated C sites in *H. pylori* JP26 genome from native and PCR amplified DNA. **c–e** Negative log normalized A to G ratio of different 6mA motifs in *E. coli* WT strain MG1655 (**a**), *hsdM* deleted strain (**b**), and *dam/dcm/hsdR* mutated strain (**c**). 6mA position was underlined. **f** Negative log normalized C to T ratio of different 4mC motifs in *H. pylori* JP26. **g** Negative log normalized C to T ratio of 4mC sites identified by SMRT-seq in *E. coli* strain MG1655. **h** Negative log normalized C to T ratio of different 5mC motifs in *H. pylori* JP26. Only motifs with sequencing depth larger than 25× were considered for violin plots. Statistic test were performed by two-sided Mann-Whitney-Wilcoxon (MWW) test with Bonferroni correction (ns: *P* > 1.0e-3; ****: *P* ≤ 1.0e−6)

Next, we performed NT-seq on the *H. pylori* JP26 genome, which contains two known 4mC motifs: 4mCCGG and T4mCTTC [17]. Consistent with 6mA results, the C to T frequency at these two 4mC motifs was decreased compared to unmethylated cytosine positions, while no difference was observed after PCR amplification (Fig. 3b). The C to T ratio at these two motifs decreased around 4-fold compared to unmethylated cytosine positions (Fig. 3f). As there is no known 4mC motif in *E. coli* MG1655, we analyzed C to T ratio at 4mC sites identified by SMRT-seq [35]. Consistent with the previous report, the C to T ratio at these sites showed no difference from other cytosine sites (Fig. 3g), indicating NT-seq can only detect true 4mC-induced difference. In contrast, the A to G ratio at 6mA sites identified by SMRT-seq was decreased 4-fold on average (Additional file 1: Fig. S13). These results are consistent with the previous report [15, 16] that SMRT-seq may overestimate the total level of 4mC or falsely detect some 4mC motifs in the bacterial genomes.

We compared C to T ratio at two known 5mC motifs in the *H. pylori* genome to examine whether NT-seq also detects 5mC motifs. Consistent with 5mC oligo results, the C to T ratio at these two known 5mC motifs is significantly increased compared to unmethylated cytosine sites (Fig. 3h). Similarly, the Dcm motif in *E. coli* also shows a significantly increased C to T ratio between native and PCR samples (Additional file 1: Fig. S13). The increase in C to T ratio is diminished in *dam/dcm* mutant, further indicating that the 5mC can be detected by NT-seq (Additional file 1: Fig. S13). Overall, we demonstrated NT-seq could be used to simultaneously detect multiple types of DNA methylation motif in bacteria genomes.

### De novo discovery of methylation motifs in bacteria using NT-seq

As we showed that NT-seq could detect known methylation motifs in bacteria, we further explored whether we could discover novel methylation motifs using NT-seq. We traversed all possible 4mer, 5mer, and 6mer adenine motifs in the *H. pylori* JP26 genome and found that the average A to G ratio of these motifs can be clearly divided into two groups (Additional file 1: Fig. S14). Most of the upper group are known 6mA motifs, and the lower group includes mainly unmethylated motifs with few exceptions. We further investigated these exceptions and found one sub-motif (GAGG6mA) of a previously reported motif (GMRG6mA) showed no difference in A to G ratio from other adenine motifs. In contrast, the other three sub motifs are significantly different from other adenine motifs (Fig. 4c). The same pattern was observed in SMRT-seq results (Additional file 1: Fig. S14), demonstrating that previous SMRT-seq workflow imprecisely combined GAAG6mA and GCRG6mA into GMRG6mA.

**Fig. 4:**
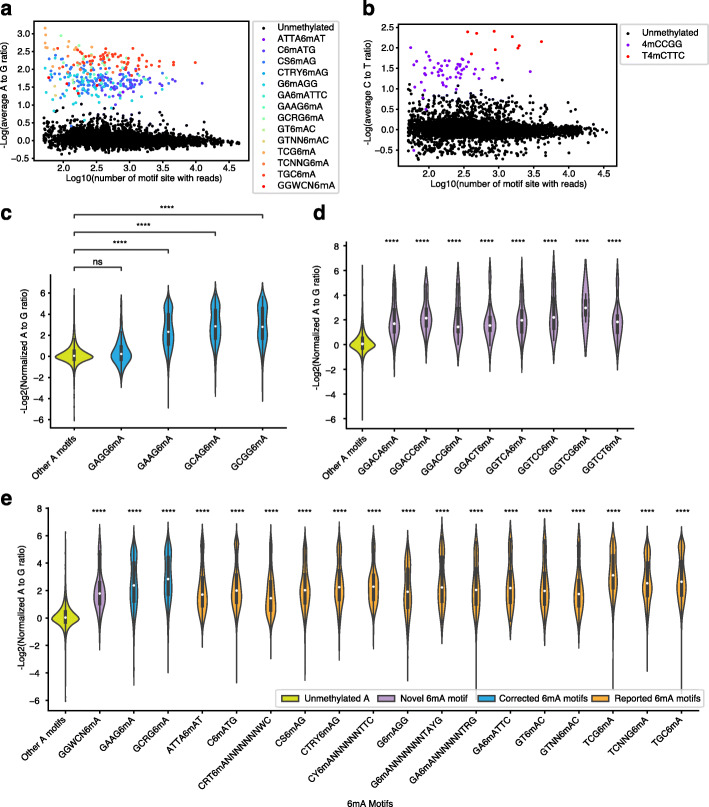
De novo discovery of methylation motifs in *H. pylori* genome using NT-seq. **a-b** Scatter plot of the median difference of −Log2FC between any 4mer-6mer A motif and the remaining A sites (**a**) and the median difference of -LogFC between any 4mer-6mer C motif and the remaining C sites (**b**). (Previously reported, corrected, and novel 6mA motifs are labeled in color). **c** Violin plot of −Log2(Normalized A to G ratio) for four sub motifs of previous reported GMRG6mA motif. **d** Violin plot of −Log2(Normalized A to G ratio) for eight sub motifs of GGWCN6mA motif. **e** Violin plot of −Log2(Normalized A to G ratio) for all previous reported and newly discovered 6mA motifs. Statistic test were performed by two-sided Mann-Whitney-Wilcoxon (MWW) test with Bonferroni correction (ns: *P* > 1.0e-3; ****: *P* ≤ 1.0e−6)

Moreover, we identified a novel 6mA motif–GGWCN6mA using NT-seq (Fig. 4d), which has not been identified by SMRT-seq in the previous study. We investigated the sub motifs of GGWCN6mA and found all sub motifs showed a significant decrease in A to G ratio compared to unmethylated motifs (Fig. 4d). A similar trend was also observed in the SMRT-seq IPD ratio quantification, demonstrating GGWCN6mA is an actual 6mA motif (Additional file 1: Fig. S14). Complete annotation of the 4-6mer 6mA motif scatter plot and the detailed distribution of the A to G ratio of all 6mA motifs in the *H. pylori* genome are shown in Fig. 4a and e. By contrast, we did the same analysis for cytosine motifs and failed to find novel 4mC or 5mC motifs in the *H. Pylori* JP26 genome, indicating there is likely no additional cytosine methylation motif other than previously reported 4mCCGG, T4mCTTC, G5mCGC, and GG5mCC (Fig. 4b, Additional file 1: Fig. S14).

These results demonstrated that NT-seq could not only validate reported methylation motifs but also identify novel methylation motifs in bacterial genomes. Therefore, NT-seq provides a simple “all-in-one” solution to accurately profile methylome in bacterial genomes, which will facilitate the discovery of unknown methylation motifs and epigenetic regulators in bacteria.

### Methylation motif identification in microbial community reference using NT-seq

Meta-epigenomic analysis based on SMRT-seq has recently revealed diverse DNA methylation in an environmental microbial community [36]. To determine whether NT-seq can be used to detect DNA methylation patterns in microbial community samples, we applied NT-seq on a commercial microbial community standard, including eight bacteria species and two fungi species. Since the composition of two fungi genomes is about six times lower than other bacterial genomes, and there is no reported methylation motif in both fungi species, we focused our 6mA analysis on eight bacteria species. We traversed all possible 4mer, 5mer, 6mer, and common type I RM bipartite methylated adenine motifs. We confirmed that all 6mA motifs with a high IPD ratio from the previous SMRT-seq [18] in seven bacteria strains are significantly different from unmethylated motifs in NT-seq (Fig. 5a, Additional file 1: Fig. S15, S16).

**Fig 5:**
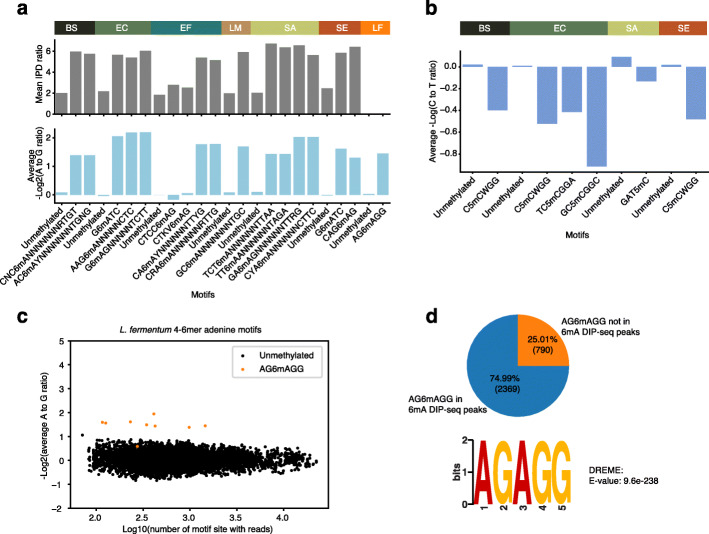
Methylation motifs detection in microbial community reference. **a** Mean IPD ratio from SMRT-seq and average −log2(A to G ratio) from NT-seq on unmethylated motifs and 6mA methylated motifs in microbial community reference. **b** Average −log2(C to T ratio) from NT-seq on unmethylated motifs and 4-6mer 5mC methylated motifs in microbial community reference. **c** Scatter plot of average −log2(A to G ratio) and log10(number of motif site with reads) for all 4-6mer adenine motifs in *L. fermentum* genome. **d** 6mA DIP-seq peaks overlap with the majority of AGAGG motif sites in the *L. fermentum* genome and AGAGG is the top enriched motif in 6mA DIP-seq peaks. (BS: *B. subtilis*, EC: *E. coli*, EF: *E. faecalis*, LM: *Listeria monocytogenes*, SA: *S. aureus*, SE: *S. enterica*, LF: *L. fermentum*)

Interestingly, putative 6mA motifs (CTKV6mAG and CTCC6mAG in *E. faecalis*) with a small difference in IPD ratio from SMRT-seq showed no difference in NT-seq, indicating that these two motifs might not be 6mA methylated (Fig. 5a). Consistently, the current signals from Nanopore sequencing showed minor changes at any position of CTKVAG or CTCCAG [18]. For *Lactobacillus fermentum*, which has no available SMRT-seq data, a putative 6mA motif: AG6mAGG showed a similar extent of decrease in A to G ratio compared to known 6mA motifs in other species (Fig. 5a). A to G ratio distribution of most sub motifs of AG6mAGG displayed clear separation from unmethylated motifs, suggesting it is a true 6mA motif (Fig. 5c, Additional file 1: Fig. S15). A previous study using 6mA DIP-seq failed to detect any 6mA peaks in the *L. fermentum* genome [18]. Therefore, we reanalyzed their 6mA DIP-seq data and found we were able to identify 1557 6mA peaks by keeping all “duplication” reads at the exact location but failed to detect any peaks after default deduplication. The reads “duplication” here can be caused by excessive sequencing depth (15.7 million reads on average for a 1.9 million genome) rather than true PCR duplicates. Further investigation of identified 1557 6mA peaks revealed 75% of total AG6mAGG motifs intersected with 6mA peaks (Fig. 5d). Motif discovery analysis also identified AGAGG as the top significantly enriched motif inside these 6mA peaks (Fig. 5d). These results clearly demonstrated the AG6mAGG detected by NT-seq is indeed a true 6mA motif in the *L. fermentum* genome.

For cytosine methylation, we were not able to identify any 4mC methylation motif, indicating there is likely no 4mC motif in these bacteria genomes. We also analyzed available bisulfite sequencing for all eight bacterial species and identified six 4 to 6mer cytosine methylation motifs in *Bacillus subtilis*, *E. coli*, *Staphylococcus aureus*, and *Salmonella enterica* (Additional file 4: Table S3). The C to T ratios of NT-seq at these motifs were all higher than unmethylation motif controls (Fig. 5b), indicating that these cytosine methylation motifs are 5mC methylated but not 4mC methylated.

### Profiling 6mA at single-base resolution in E. coli and Oxytricha genome by DIP-NT-seq

DNA 6mA is the most common methylation in prokaryotes. Recently, 6mA has been identified in eukaryotes, including mammals, in which DNA 6mA methylation is motif independent. To evaluate the performance of NT-seq in detecting different types of DNA methylation at the single-base resolution, we generated a Receiver operating characteristic (ROC) curve for each methylation type in the *H. pylori* genome (Additional file 1: Fig. S17). Consistent with oligo results, the performance of NT-seq in detecting 6mA and 4mC at single-base resolution is similar (AUC = 0.934 for 6mA and 0.948 for 4mC at positions with more than 25× coverage). The performance is significantly decreased for 5mC detection (AUC = 0.832 at positions more than 25× coverage). 

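For 6mA DIP-NT-seq of *E. coli* MG1655, denatured adaptor-ligated genomic DNA was captured with a 6mA antibody and then treated with nitrite. Nitrite deaminates unmethylated adenine, which is then read as G, and cytosine, which is then read as T, whereas 6mA resists the change. The data hold 1 native library and 1 PCR control library, in which amplification has removed the methylation, and no replicates. The authors trimmed the reads, removed PCR duplicates, aligned purines and pyrimidines in a reduced alphabet, discarded reads with fewer than 2 mismatches or with less than 0.8 of their mismatches at A or C positions, and deposited the count of each base at each position and strand. In Table S4, the paper reports 59180560 reads for the enriched native library, of which 34.5% were PCR duplicates, and 53100229 reads for the enriched PCR control, of which 49.7% were duplicates. The deposited counts sum to 1424433816 bases in the native library and 669899894 in the PCR control, with a median depth of 103 and 32 reads per position and strand over the 4641652 bases of the chromosome. Of the bases read at adenine positions, 27.4% were G in the native library and 37.6% in the PCR control. The A to G frequency of each adenine was taken as the G count plus 0.5 over the sum of the A and G counts plus 1. The ratio of native to PCR frequency was divided by the ratio of their means over the adenines compared, and its negative log2 is called the normalized A to G ratio on the −log2 scale. The main analysis required 25 reads in both libraries. The 38248 adenines of GATC (Dam) and the 595 adenines of each orientation of M.EcoKI served as known 6mA. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, and other measures with bootstrap intervals from 500 draws of 10 kb genome segments. These intervals cover variation within the libraries alone, and for shares counting error alone. With 1 library per condition, no test across conditions was possible and no p-value is given.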

To explore whether the performance of NT-seq in detecting methylation at single-base resolution can be further improved, we coupled 6mA DNA immunoprecipitation (6mA-DIP) with NT-seq and tested it in the *E. coli* genome (Fig. 6a). We sequenced both the unenriched whole-genome sample and 6mA-DIP-enriched sample to a near saturation depth as indicated by PCR duplication level (Additional file 5: Table S4). We found that without enrichment, NT-seq is unable to cover the whole set of the 6mA sites with high sequencing depth (25×, Fig. 6b). However, with 6mA-DIP enrichment, NT-seq can cover roughly 3-fold more 6mA sites at the same sequencing depth threshold (25×, Fig. 6b). This might be due to the DNA damage effect induced by nitrite treatment under acidic conditions. 

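In the 6mA-DIP enriched libraries, 34338 of the 39438 Dam/M.EcoKI adenines had at least 25 reads in both the native library and the PCR control, which is 87.1% (95% interval 86.7% to 87.4%). At a threshold of 10 reads the share was 95.9%, at 50 reads 71.2% and at 100 reads 46.4%. Adenines outside these motifs were covered less often, with 63.9% of 2244686 reaching 25 reads in both libraries and 21.1% reaching 100 reads. The PCR control set the limit. In the native library alone, 96% of the known 6mA sites had 25 reads or more, and in the PCR control alone 87.2%. The unenriched libraries were not analysed here, so the gain over them was not computed. From the comparison of the enriched with the unenriched sample in Fig. 6b, the paper concludes that enrichment lets NT-seq cover more 6mA sites at the same depth threshold.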

Previous studies showed that depurination in xanthine (generated from guanine deamination) is more rapid than other bases under acidic conditions [37, 38]. Additionally, xanthine was reported to induce polymerase arrest [37], which may lead to a PCR amplification bias for xanthine-free DNA fragments. Consistently, compared to untreated samples, nitrite treatment causes the final sequencing result to be more biased for G-poor regions (Additional file 1: Fig. S18). Therefore, 6mA-DIP can eliminate reads from unmethylated G-poor regions and concentrate sequencing reads to methylation loci. Additionally, 6mA-DIP also enriched 6mA, as shown by a significant decrease of A to G ratio at Dam/M.EcoKI motif in unenriched sample when compared to enriched sample (Fig. 6c). 

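In the enriched *E. coli* libraries, the median depth at Dam/M.EcoKI adenines was 147 reads in the native library and 94 in the PCR control. At adenines 51 to 100 bases from the nearest known 6mA on the same strand, the medians were 107 and 30 reads. By the paper's Methods, NT-seq was performed on the enriched DNA, and its control is made by amplifying adaptor-ligated DNA. Whether the DNA of this control was captured before or after amplification is not stated there. Depth also followed base content. Over 46416 strand-specific windows of 200 bases, Spearman's rho between G content and mean depth was −0.79 in the native library and −0.69 in the PCR control. These values are across windows of 1 library each, and windows are not independent replicates. Windows with a G content of 15% or under and no known 6mA had a median depth of 610.6 reads in the native library, against 721.1 in windows of that G content with a known 6mA. In windows with a G content over 35%, the medians were 21.6 reads without and 28.9 reads with a known 6mA. In the PCR control, windows of 25 to 30% G had a median depth of 40.6 reads with a known 6mA and 21.8 without. Known 6mA was thus read more deeply at every level of G content compared. The G-poor windows without known 6mA stayed among the most deeply read of the enriched libraries. Fragments can reach past a window, so reads there may come from fragments that hold a known 6mA outside it. The paper proposes nitrite damage at guanine as the reason for the bias to G-poor regions, and concludes that 6mA-DIP concentrates reads on methylated loci.

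**Figure D1:**
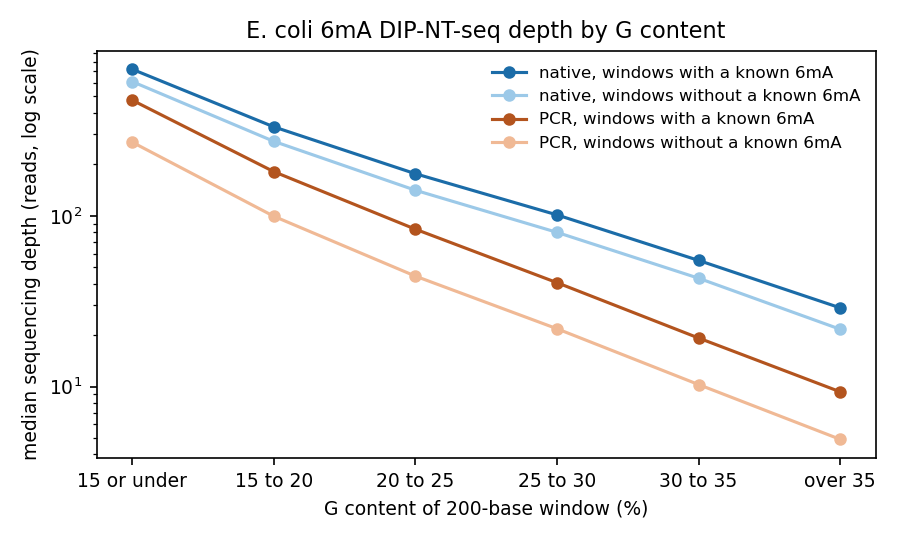
Median sequencing depth (reads, log scale) of 200-base windows of the *E. coli* genome in the enriched native library and PCR control, by G content (%) and by whether the window holds a Dam/M.EcoKI adenine. Depth falls from 721.1 to 28.9 reads in native windows with a known 6mA, and the lines for windows with a known 6mA lie above those without.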

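Among *E. coli* adenines with at least 25 reads in both enriched libraries, the median normalized A to G ratio on the −log2 scale was 2.69 at Dam/M.EcoKI adenines and −0.03 at the 1434351 others, a difference of 2.72 (95% bootstrap interval 2.71 to 2.74). The median A to G frequency at GATC was 3.95% in the native library and 36.0% in the PCR control. At adenines outside the motifs of Dam, M.EcoKI and M.EcoKII it was 27.4% and 36.5%. By motif, the median was 2.69 at the 33338 covered GATC adenines (interquartile range 2.08 to 3.29), 2.59 at the 488 covered adenines of AACN6GTGC and 2.95 at the 512 covered adenines of GCACN6GTT. M.EcoKII, whose motif is ATGCAT, gave −0.01 at the first adenine and −0.03 at the second, the level of unmethylated adenines. The alternative at 25× that moved the difference most, frequencies over total depth with nothing added, was chosen after seeing the data and gave 3.01. At a minimum depth of 50 the same frequencies gave 3.03. The unenriched sample shown in Fig. 6c was not analysed here.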

To comprehensively evaluate the performance of NT-seq in detecting 6mA sites, we generated the ROC curve of unenriched and DIP-enriched samples using Dam/M.EcoKI motif as the gold standard for 6mA positions. 

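With Dam/M.EcoKI adenines as the gold standard, the enriched *E. coli* libraries gave an AUC of 0.994 at 25× (95% bootstrap interval 0.993 to 0.995) over 1468689 adenines, of which 34338 lie in the motifs. Without a minimum depth the AUC was 0.983, over 2225097 adenines that had reads of A or G in both libraries. It was 0.988 at 10× and 0.997 at 50×. When only the native library had to reach 25 reads, which adds adenines that are shallow in the PCR control, the AUC fell to 0.987.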

Consistently, DIP enrichment greatly improves the AUC scores at different sequencing depth thresholds (Fig. 6d). Similar results were also observed in the PR curve and AP scores (Additional file 1: Fig. S18).

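Average precision moved more with depth than the AUC did. The share of known 6mA among the adenines scored, which average precision depends on, changed as well, from 39000 of 2225097 without a minimum depth to 28087 of 947912 at 50×. In the enriched *E. coli* libraries it was 0.762 without a minimum depth, 0.872 at 10×, 0.945 at 25× (95% bootstrap interval 0.943 to 0.947) and 0.979 at 50×. With 25 reads required in the native library alone, the average precision was 0.819. From the comparison with the unenriched sample in Fig. 6d and Fig. S18, the paper concludes that DIP enrichment improves the detection of 6mA at single-base resolution.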

**Fig 6:**
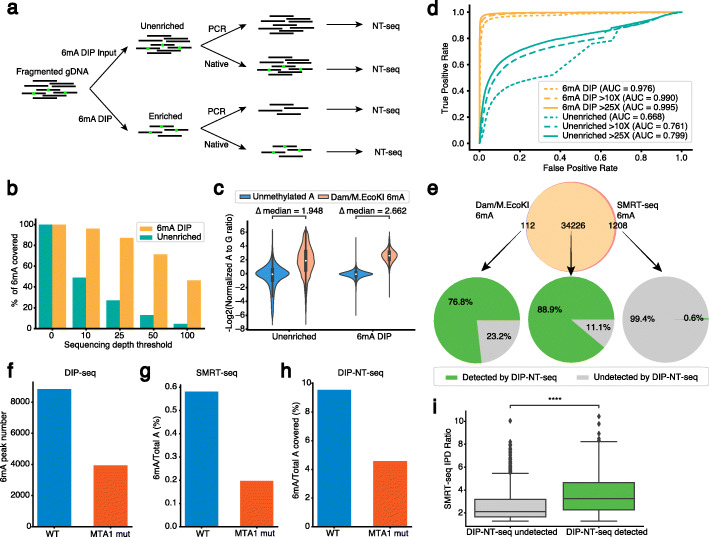
6mA profiling at single-base resolution in the bacterial and eukaryotic genomes. **a** Workflow of DNA 6mA immunoprecipitation followed by NT-seq (6mA DIP-NT-seq). 6mA modified DNA fragment is labeled in green. **b** Bar plot of percentage of 6mA sites passing filter by different sequencing depth threshold. 100% at threshold 0 means there is no filtering. **c** Violin plot shows 6mA DIP increases the A to G ratio difference between 6mA and A. **d** Receiver operating characteristic (ROC) curve shows that 6mA DIP significantly improves the performance of 6mA detection at single-base resolution. **e** Pie charts of DIP-NT-seq in 6mA sites correctly and incorrectly classified by SMRT-seq. Normalized A to G ratio threshold was determined by maximizing the F1 score. **f** 6mA DIP-seq peak number in WT and MTA1 mutant *Oxytricha* strain. **g** SMRT-seq 6mA percentage in WT and MTA1 mutant *Oxytricha* strain. **h** DIP-NT-seq 6mA percentage in WT and MTA1 mutant *Oxytricha* strain. **i** IPD ratio of DIP-NT-seq undetected and detected 6mA. Statistic tests were performed by two-sided Mann-Whitney-Wilcoxon (MWW) test with Bonferroni correction (****: *P* ≤ 1.0e−6)

By comparing DIP-NT-seq with the well-established SMRT-seq method on 6mA single-base detection, we found DIP-NT-seq and SMRT-seq results are consistent (Additional file 1: Fig. S18). Furthermore, using Dam/M.EcoKI-mediated 6mA as the ground truth, DIP-NT-seq can detect up to 76.8% of the false-negative sites from SMRT-seq and only 0.3% of false-positive sites from SMRT-seq, indicating that DIP-NT-seq was able to efficiently filter false-positive 6mA identified from SMRT-seq. In addition to SMRT-seq, we also compared DIP-NT-seq to a few other next-generation sequencing-based methods for *E. coli* 6mA detection, such as 6mA DIP-seq [18] and 6mACE-seq [10]. 

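DIP-NT-seq calls at the Dam motif were made with the cut-off on the normalized A to G ratio that maximized the F1 score over Dam/M.EcoKI adenines of any depth, which was 1.99 on the −log2 scale. It detected 28457 of the 38248 GATC adenines of the *E. coli* genome, or 74.4% (95% exact binomial interval 74.0% to 74.8%). Of the 19124 GATC palindromes, 56.2% were detected on both strands and a further 36.3% on 1 strand. At 25× the cut-off was 1.60, and 88.2% of the 33338 GATC adenines at that depth were detected, which is 76.8% of all GATC adenines. Of the 1000 covered M.EcoKI adenines outside GATC, 86.3% passed the same cut-off. The published DIP-seq data behind the comparison in Fig. S19 were not analysed here.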

We showed that DIP-NT-seq can detect 11.7% more 6mA sites within the Dam (G6mATC) motif, indicating DIP-NT-seq can not only increase traditional DIP-seq to single-base resolution but also increase the sensitivity for 6mA detection (Additional file 1: Fig. S19). When comparing to 6mACE-seq, we found that DIP-NT-seq can detect 7% more 6mA sites but DIP-NT-seq generates more false-positive sites (Additional file 1: Fig. S19). Overall, F1 score indicates DIP-NT-seq is slightly improved compared to 6mACE-seq (0.843 for DIP-NT-seq and 0.833 for 6mACE-seq). It is also worth noting that the performance of NT-seq in identifying true 6mA can be improved using a higher sequencing depth threshold (25X, F1 score: 0.911; 50X, F1 score: 0.953) (Additional file 1: Fig. S18), indicating these incorrectly classified 6mA sites by NT-seq were likely caused by the low sequencing coverage at these sites, which can be solved by increasing the sequencing depth.

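Over *E. coli* adenines of any depth in the enriched libraries, the highest F1 score was 0.737, with 29323 true positives, 11269 false positives and 9677 false negatives. The median depth of the false positives was 34 reads in the native library and 7 in the PCR control, against 170 and 107 reads for the true positives. For the true negatives, which like the false positives lie outside the motifs, it was 123 and 40 reads. When calls were made at 25× and scored against all 39438 known sites, covered or not, the F1 score was 0.834, a setting chosen after seeing the data. With the frequency taken over total depth and 0.01 added to it, also chosen after seeing the data, the score was 0.844, with 30700 true and 2616 false positives. The published 6mACE-seq calls were not analysed here.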

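At 25× the highest F1 score in the enriched *E. coli* libraries was 0.896 (95% bootstrap interval 0.894 to 0.899), with 30252 true positives, 2910 false positives and 4086 false negatives. At 50× it was 0.944, with 26024, 1039 and 2063. A cut-off chosen on alternate 100 kb segments and scored on the remaining ones gave 0.896. Misclassified adenines were shallower. At 25×, false negatives had a median of 108.5 native and 76 PCR reads, against 180 and 117 for true positives. False positives had a median of 102 native and 34 PCR reads, against 178 and 66 for true negatives. The share of known 6mA past the cut-off was 77.5% where the smaller of both depths was 25 to 29 reads and 95.3% at 200 reads or more. Among other adenines, the share past the cut-off was 0.699% at 25 to 29 reads and 0.0036% (7 of 193799) at 200 reads or more.

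**Figure D2:**
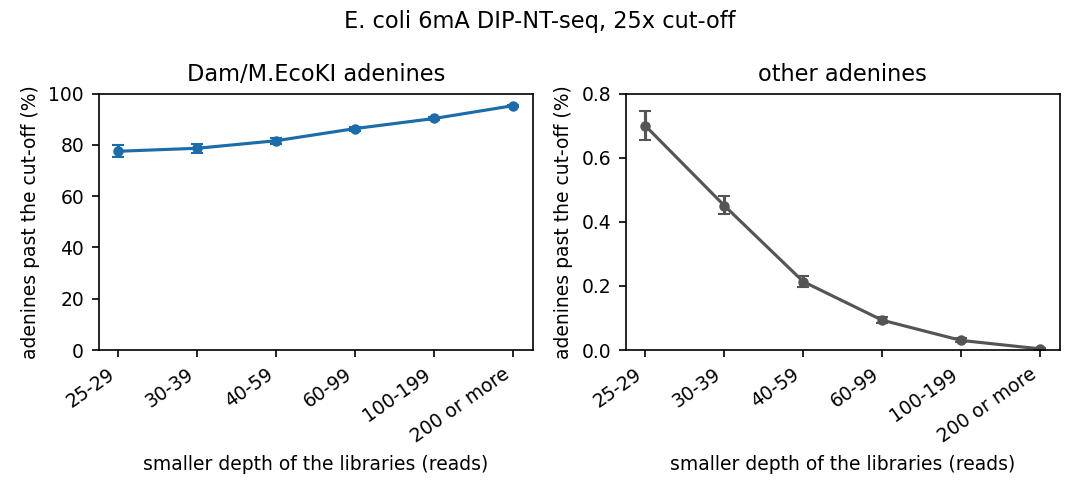
Share (%) of *E. coli* adenines past the 25× cut-off by the smaller depth of the enriched native library and PCR control, for Dam/M.EcoKI adenines and for other adenines, with exact 95% binomial intervals. The share rises from 77.5% to 95.3% in the motifs and falls from 0.699% towards 0 outside them, on separate scales.

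Some GATC sites stayed undetected at high depth. Of 2998 palindromes with at least 100 reads in both libraries on both strands, 57 (1.90%, exact 95% interval 1.44% to 2.46%) had neither adenine past the cut-off, and 494 had 1. Ranked by the smallest of their depths over libraries and strands, the first of them, at 4101540 to 4101543 on the chromosome, had a normalized A to G ratio of 0.55 on the forward and 0.18 on the reverse strand, with at least 579 reads throughout. A pair of neighbouring palindromes, at 874088 and 874098, had 1.39 and 1.15, and 0.95 and 1.5. The other 7 of the first 10 start at 3064286, 3382503, 3317398, 1313911, 1199726, 3492433 and 4465692, each with at least 208 reads. Many of these values lie not far under the cut-off of 1.60. The PCR control frequency at the 57 palindromes was lower, with a median of 29.2% against 36.7% at the palindromes detected on both strands. Their native frequency was higher, with a median of 9.43% against 3.33%. Both differences are partly set by the choice of palindromes, since the ratio is made of these frequencies. The 3 adenines with the highest smaller depth past the cut-off outside the motifs lie on the forward strand at 2918582, 2918578 and 2482926, with 1.67, 1.77 and 1.61. From the higher F1 scores at higher thresholds, the paper reasons that incorrectly classified sites were likely caused by low coverage.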

6mA has recently been described in various eukaryotic organisms, including unicellular eukaryotes [24, 39], metazoans [25–27], and plants [40, 41]. 6mA is generally more abundant in unicellular eukaryotes than metazoans. In *Oxytricha trifallax*, the abundance of 6mA is around 7000 ppm (parts per million dA), and MTA1c has been identified as a methyltransferase complex of 6mA [39]. Although the 6mA DIP-seq is the primary approach for profiling 6mA in eukaryotic genomes, the specificity of this antibody-based method has been debated [28, 29]. To determine whether NT-seq can improve the specificity and resolution of DIP-seq, we performed DIP-NT-seq in WT and MTA1 mutated *Oxytricha*. 

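For *Oxytricha*, DIP-NT-seq was made from the WT and the MTA1 mutant, in which a subunit of the 6mA methyltransferase complex is mutated, with 1 native library and 1 PCR control per strain. A small part of the DNA went into DIP-seq without nitrite, with 1 DIP and 1 input library per strain. No condition has a replicate. The authors processed the DIP-NT-seq reads as for *E. coli* and deposited the count of each base per contig position and strand. These sum to 183307244 bases in the WT native library, 357593439 in the WT PCR control, 70487600 in the mutant native library and 195069411 in the mutant PCR control. The deposited table lists 14575053 positions of a strand for WT and 9578146 for the mutant, with a median native depth of 6 and 4 reads. It gives no reference base, and the genome assembly is not given in the sources used here. A position was therefore taken as adenine where A and G made up at least 90% of the pooled reads on its own strand and A at least 10%. The same rule recovered 99.6% of the *E. coli* adenines at 25×. With 25 reads required in both libraries, 344865 adenines on 6220 contigs were left in WT and 91895 on 2831 contigs in the mutant. The paper's text does not name the cut-off used in *Oxytricha*, so the 25× cut-off of *E. coli* was taken. Intervals for ratios come from 500 bootstrap draws of contigs and cover variation within the libraries alone. The DIP-seq peaks are the authors' MACS3 calls, 1 list per strain, with the fold enrichment and −log10 q-value that the caller gave. The input libraries were not analysed here.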

In agreement with 6mA DIP-seq and SMRT-seq results [39], 6mA level in MTA1 mutant is about 50% less than WT *Oxytricha* (Fig. 6f–h), suggesting that DIP-NT-seq can robustly detect 6mA changes at single-base resolution in eukaryotic genomes. 

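The authors' DIP-seq peak lists hold 8836 peaks on 6349 contigs in WT *Oxytricha* and 3947 peaks on 2439 contigs in the MTA1 mutant, a mutant to WT ratio of 0.447 (95% interval 0.430 to 0.464 from the exact binomial of the counts). The mutant peaks were narrower, with a median width of 199 bases against 373, and together covered 935526 bases against 3620298, a ratio of 0.258. The ratio fell further when stronger peaks alone were counted, to 0.190 at a q-value of at most 1e-10 and to 0.106 at a fold enrichment of at least 3. Of the mutant peaks, 2571 (65.1%, exact 95% interval 63.6% to 66.6%) overlapped a WT peak by at least 1 base. Mutant peaks placed at random on their own contigs overlapped a WT peak in 29.0% on average over 20 placements. The WT peak with the highest fold enrichment by the authors' caller, 7.95, lies on Contig6860.0 from 236 to 884 and overlaps no mutant peak. The next, at 7.90, lies on Contig678.1 from 1839 to 2489 and overlaps one. In the mutant, the highest values were 5.38 on Contig702.1 from 295 to 524 and 5.24 on Contig14993.0 from 173 to 533, and both peaks overlap a WT peak. At most 4 adenines of any of these 4 peaks were covered at 25× by DIP-NT-seq in either strain.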

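In DIP-NT-seq, 39177 of the 344865 covered adenines were past the cut-off in WT *Oxytricha*, or 11.4% (95% exact binomial interval 11.3% to 11.5%). In the MTA1 mutant, 5277 of 91895 were past it, or 5.74% (5.59% to 5.89%). The ratio of mutant to WT was 0.505 (95% bootstrap interval 0.488 to 0.525), which is 49.5% less. The alternative that moved this value most was a Fisher test per site, with a ratio of 0.995. By construction this test does not correct for the lower mean A to G frequency of native DNA. It put 43.9% of WT and 43.7% of mutant adenines past its threshold. At the 70811 adenines that had 25 reads in all 4 libraries, 5.79% were past the cut-off in WT and 4.88% in the mutant, a ratio of 0.843. WT had the greater depth at these adenines, with a median of 67 native reads against 37, and with every library thinned to 25 reads the ratio was 0.824. WT adenines covered in WT alone were past the cut-off in 12.9%. The ratio was 0.691 at a minimum depth of 10 reads and 0.363 at 50 reads.

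**Figure D3:**
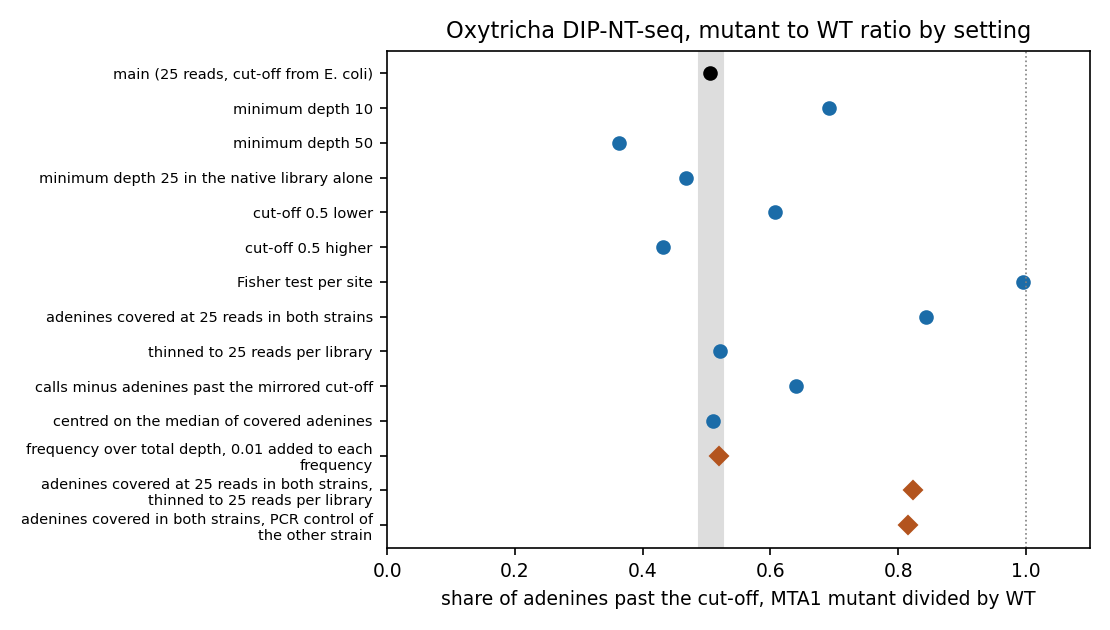
Ratio of the share of *Oxytricha* adenines past the cut-off, MTA1 mutant over WT, under each setting. The black point is the main value of 0.505 with its 95% bootstrap interval as a grey band. Blue points are alternatives chosen before and orange diamonds those chosen after the data were seen. Values run from 0.363 to 0.995, the last from the Fisher test, which does not correct for the lower mean frequency of native DNA.

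The share past the cut-off depended on depth. In WT it was 17.0% where the smaller depth of both libraries was 25 to 29 reads and 2.25% at 100 to 199 reads, and in the mutant 8.39% and 0.523%. Some adenines were past the mirrored cut-off, where native DNA is more converted than the PCR control, with 4.64% in WT and 1.44% in the mutant. Cytosines were past the same cut-off in 8.24% of 265719 sites in WT and 4.66% of 88105 in the mutant, a ratio of 0.566.

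**Figure D4:**
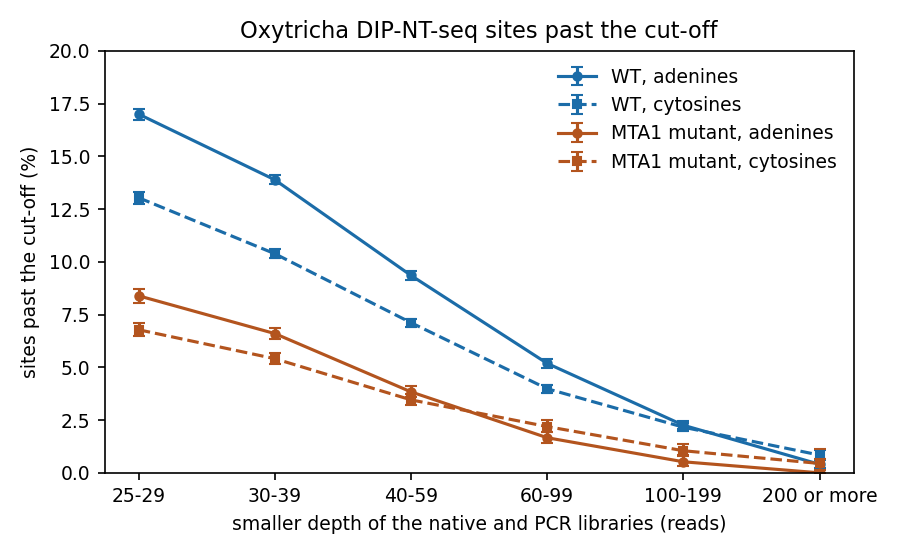
Share (%) of *Oxytricha* adenines and cytosines past the cut-off by the smaller depth of the native library and PCR control, in WT and the MTA1 mutant, with exact 95% binomial intervals. The share of WT adenines falls from 17.0% to 0.402% as depth rises, and that of WT cytosines from 13.0% to 0.841%.

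The contig with the most adenines past the cut-off in WT was Contig53.1, with 117 of 832 (14.1%, exact 95% interval 11.8% to 16.6%), and 26 past the mirrored cut-off. In the mutant, 18 of its 245 covered adenines were past the cut-off. From the lower 6mA level in the mutant (Fig. 6f–h), the paper proposes that DIP-NT-seq can detect 6mA changes at single-base resolution in eukaryotic genomes.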

The SMRT-seq IPD ratio of 6mA detected by DIP-NT-seq is significantly higher than 6mA undetected by DIP-NT-seq (Fig. 6i), indicating that 6mA sites detected by DIP-NT-seq can be cross-validated in SMRT-seq.

## Discussion

In this study, we developed NT-seq to map multiple types of DNA methylation genome-wide. We demonstrated that NT-seq could be used to detect all three major types of methylation motifs in bacterial genomes simultaneously. Notably, NT-seq can not only detect known methylation motifs but also be used to discover novel methylation motifs. We demonstrated that NT-seq could be used for de novo methylation motif discovery in single bacteria species and microbial communities. Furthermore, our results also indicate that coupling methyl DNA immunoprecipitation (DIP) and NT-seq can profile 6mA at single-base resolution in both prokaryotes and eukaryotes. We demonstrated that the performance of DIP-NT-seq in the *E. coli* genome is comparable to SMRT-seq. Moreover, we demonstrated that DIP-NT-seq could filter out the false-positive 6mA sites from DIP-seq or SMRT sequencing, which raised the concerns for 6mA detection in the field. Therefore, NT-seq improves the accuracy of 6mA detection and supply an independent method that can be used for cross-validation with SMRT-seq.

While 6mA has been identified in eukaryotes, including mammals [24–27], current 6mA genomic profiling in eukaryotes are mainly dependent on 6mA antibody-based DIP-seq. However, 6mA antibodies have recently been shown might generate non-specific signals when the abundance of 6mA is low [28, 29]. In fact, Wu TP. et al. have reported the 6mA DIP-seq sensitivity limitation in 2016. By coupling 6mA DIP and NT-seq, the non-6mA fragments (false-positive source) will not generate different A to G ratios than PCR control in nitrite treatment. Thus, NT-seq can improve the specificity and resolution of 6mA DIP-seq by filtering out false-positive signals.

Here, we would also like to discuss a few limitations of NT-seq. Firstly, the current nitrite treatment in NT-seq causes DNA damage, which causes trouble for library generation and makes us unable to completely deaminate A and C to reach a better performance (Fig. 3a, b; Additional file 1: Fig. S13). Secondly, we found that NT-seq reads are biased on G-poor regions (Additional file 1: Fig. S18), which may limit the application of NT-seq in GC-rich bacterial genomes, although we took advantage of annealing two protective oligos on the PCR primer regions before nitrite treatment to preserve amplifiable DNA fragments and can generate the NGS library of most of the genomic DNA. In the bacterial genomes we tested, *Pseudomonas aeruginosa* has the highest GC content (66.2%), and we did find a slightly noisier distribution of A to G ratio in different motifs, compared to other genomes with low GC content (Additional file 1: Fig. S15). Therefore, high GC content bacterial genome may require more input DNA to achieve identical performance than low GC content genomes. Lastly, the 5mC detection by NT-seq is less efficient than bisulfite sequencing. Thus, we recommend performing a shallow bisulfite sequencing to cross-validate the NT-seq-detected 5mC motifs for unknown genomes or microbial community samples. These limitations might be overcome by searching for a mild nitrite treatment condition to achieve near complete deamination rate while decrease the DNA degradation.

Collectively, NT-seq provides an efficient chemical-based method to reliably detect multiple types of DNA methylation in single bacteria, microbial communities, and eukaryotic genomes. Importantly, since NGS is much more affordable and easier to access than current third-generation sequencing platforms, NT-seq makes bacterial methylation analysis more accessible and cost-efficient for epigenetic researchers. Recently, Nanopore sequencing was shown to be able to detect multiple types of DNA methylation motifs in bacteria and microbiome. However, accurate methylation detection from Nanopore sequencing requires computational training with known methylation motifs sequencing in the different contexts, which are currently generated from the high-cost SMRT-seq. To aim for mammalian methylome profiling with Nanopore sequencing, more training datasets will be necessary for the success analysis model development. Recent developed computational tools like nanodisco [17] are still insufficient to reliably detect 6mA motifs in mouse gut microbiome samples (Additional file 1: Fig. S20), largely limited by the small training dataset (only 28 known 6mA motifs trained *versus* hundreds of thousands of possible 6mA motifs in microbial genomes). Since we have shown that NT-seq can reliably detect multiple types of DNA methylation motifs, NT-seq can be used to generate more accurate and large-scale training datasets with minimal cost and help to develop machine-learning-based computational tools for methylation detection from Nanopore and other single-molecule sequencing.

## Conclusions

We developed a method (NT-seq) to simultaneously map all three major types of DNA methylation in prokaryotic genomes. NT-seq allows accurate detection of methylation motifs in both single species and microbial community samples. Compared to SMRT-seq, NT-seq provides a cost-efficient solution for bacterial methylation mapping, which will boost the study of bacterial epigenetics. By coupling methyl DNA immunoprecipitation (DIP), we showed that NT-seq could accurately profile 6mA at single-base resolution in bacterial genomes, which could also be applied to eukaryotic genomes to help eliminating the non-specific signals in 6mA DIP-seq in eukaryotes. NT-Seq can cross-validate SMRT-Seq results and generate more training datasets for developing machine-learning tools for methylation analysis. This method paves the way for further epigenetic study on genomic DNA 6mA in eukaryotes.

## Methods

### Bacterial strains, cell lines, and culture conditions

WT *E. coli* strain MG1655 and *hsdM* deletion K12 strain were kindly provided by Dr. Susan M Rosenberg’s lab (Baylor College of Medicine). *dam/dcm* mutant *E. coli* strain JM110 was purchased from Addgene (Bacterial strain #49763). All *E. coli* strains are cultured in typical LB broth, liquid medium at 37 °C.

### Characterization of reaction products formed from the reactions between nitrite and nucleosides in vitro

Briefly, we incubated a 90-μL reaction mixture containing 66.7 μM of individual nucleoside (dA, dC, 6mA, or 4mC), 1.0 M sodium nitrite, and 2.3% (v/v) glacier acetic acid at 37 °C. Aliquots (10 μL each) were taken out from the reaction mixtures at the indicated time points. To the aliquots were added 10 μL of 2.0 M TEAA, and the mixture was subjected immediately to HPLC analysis on a Beckman Gold HPLC system. A reversed-phase C18 column (4.6 × 250 mm, 5 μm in particle size) was used for the separation. Mobile phases A and B were 50 mM triethylammonium acetate (pH6.8) and 30% acetonitrile in mobile phase A, respectively, and the flow rate was 0.8 mL/min. The following gradients were used for the separation: 33–55.5% B in 25 min for the 2′-deoxyadenosine reaction mixture, 45–80% B in 30 min for the 6mA reaction mixture, 30–45% B in 22.5 min for the 2′-deoxycytidine reaction mixture, and 35–80% in 30 min for the 4mC reaction mixture. The LC fractions were identified using ESI-MS and MS/MS on a LCQ Deca XP mass spectrometer (Thermo) operated in positive-ion mode (Fig. S2, S4, S6, and S8).

### NT-seq for oligonucleotides

Sequences of all oligonucleotides used in this study are available at Additional file 6: Table S5. 6mA modified (156nt with one 6mA at position 60) and unmodified control oligos were synthesized at GeneLink, Inc. All other oligos, including 5mC modified oligo (100 nt with one 5mC at position 52), were synthesized at Sigma. 4mC modified oligo (91bp) was generated by treating dsDNA oligo with BamHI methyltransferase (methylates GGATCC motif at the first cytosine base) according to the manufacturer’s instructions (NEB, M0223S). BamHI methyltransferase-treated dsDNA was further treated by BamHI-HF restriction enzyme according to the manufacturer instructions to eliminate DNA with incomplete 4mC methylation. DNA oligo was first annealed to the equal number of protective oligos at both ends in 0.2 M NaCl (95 °C for 2 min, 25 °C for 5 min, and held at 4 °C with ramp rate for temperature decreasing at 0.1 °C/s). In total, 20 pmol of annealed DNA was treated with 1 M sodium nitrite (NaNO_2_) and 2.3% (v/v) acetic acid (AcOH) at 37 °C for 4–5 h. Nitrite-treated DNA was purified using Oligo Clean & Concentrator Kits (Zymo Research, D4060). Illumina TruSeq adaptor was added to oligo by PCR amplification using Taq DNA polymerase (NEB, M0490S) (cycle number was determined by qPCR with iTaq polymerase (BioRad, 1725121)). The indexed library was constructed by NEBNext Ultra™ II DNA Library Prep Kit for Illumina (NEB, E7645S). Samples were sequenced using NextSeq 500.

### NT-seq for genomic DNA

*Helicobacter pylori* JP26 genomic DNA was kindly provided by Dr. Gang Fang’s lab (Icahn School of Medicine at Mount Sinai). *E. coli* genomic DNA was isolated using DNeasy Blood and Tissue Kit according to the manufacturer’s instructions (Qiagen, 69506). Microbial community standard DNA was purchased from Zymo Research (D6306). One microgram of genomic DNA was first fragmentized to 100–300 bp using Covaris S220 Focused-ultrasonicator. Fragmented gDNA was ligated to TruSeq adaptor using NEBNext Ultra™ II DNA Library Prep Kit for Illumina (NEB, E7645S). Unmodified control DNA was made by amplifying adaptor-ligated DNA using Q5 DNA polymerase (NEB, M0492S). Both native and amplified DNA was first annealed to excessive protective adaptor sequences in 5 mM adaptor oligos (F-RC: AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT, R: CTGGAGTTCAGACGTGTGCTCTTCCGATCT) and 0.2 M NaCl (95 °C for 2 min and hold at 37 °C with ramp rate for temperature decreasing at 1 °C/s) and then treated by 1 M NaNO_2_ and 2.3% (v/v) AcOH at 37 °C for 4 h. Nitrite-treated DNA was purified using Oligo Clean & Concentrator Kits (Zymo Research, D4060). The indexed library was constructed using Taq DNA polymerase (NEB, M0490S) (cycle number was determined by qPCR with (BioRad, 1725121)). Samples were sequenced using NextSeq 500.

### 6mA DIP-NT-seq

One microgram adaptor-ligated *E. coli* genomic DNA was denatured at 95 °C for 10 min and ice bath immediately for 10 min. Single-stranded DNA fragments were immunoprecipitated with 6mA antibodies (CST, D9D9W) overnight at 4 °C. Methylated DNA capture, wash, and elution were performed using the hMeDIP kit according to the manufacturer’s instructions (Active motif, 55010). Eluted DNA was treated by 2 μl 1 mg/ml proteinase K at 50 °C for 30 min and purified by Oligo Clean & Concentrator Kits (Zymo Research, D4060) to remove the remaining antibodies. A small proportion of input and enriched DNA was used to construct traditional 6mA DIP-seq libraries. The remaining enriched DNA was used to perform NT-seq as described above.

### NT-seq data analysis

#### Preprocess

Analysis workflow is shown in Additional file 1: Fig. S11. The scripts used for analysis are available at GitHub (https://github.com/TaoLabBCM/NT-seq) [42] and Zenodo (https://zenodo.org/record/6540299#.Ynwdt5PML_s) [43]. Briefly, sequencing reads were trimmed using Cutadapt (v1.18) [44] to remove adaptors. Duplicated reads were removed using BBMAP (v38.84) [45], Clumpify package (This step is omitted for oligo data analysis). To align all nitrite treatment converted reads (A to G and C to T mutations) to reference genome, FASTQ reads and FASTA reference were converted to AT-only format (convert all purine (A/G) to A and all pyrimidine (C/T) to T). Converted FASTQ reads were aligned to converted reference using Bowtie2 (v2.3.5.1) [46]. AT-only SAM files were converted back to SAM files with original reads using custom python scripts. NM (number of mismatches between the sequence and reference) and MD (string encoding mismatched reference bases) tags in SAM files were recalculated using Samtools (1.9) [47] calmd command to obtain mutation pattern of original reads. The alignments in SAM files were further filtered by recalculated NM and MD tags to remove unconverted reads and reads with unwanted base mutation (number of mismatch ≥ 2, number of mismatches at A or C position/total number of mismatches ≥ 0.8). Base count at each genomic location was generated by Igvtools (v2.5.3) [48] count command using filtered SAM files, and the base count files were used to calculate A to G ratio and C to T ratio of native and amplified samples at each position using custom python scripts.

#### Methylation motif identification

For all possible methylation motif combinations (4mer, 5mer, and 6mer motifs for 6mA, 5mC, and 4mC; bipartite type I RM system motifs for 6mA), an average A to G or C to T ratio were calculated. A to G ratio and C to T ratio data were first normalized by dividing average A to G and C to T ratio between native and amplified samples and then log-transformed. Motifs were filtered by requiring at least 50 motif loci to be covered with at least 200 reads. Motifs passing filters were then used to generate the scatter plots for motif identification.

### 6mA DIP-seq analysis

6mA DIP-seq datasets for *L. fermentum* and *E. coli* were downloaded from NCBI SRA with Bioproject number PRJNA477598. Raw reads were first trimmed using Cutadapt (1.18) [44] to remove adaptors. Trimmed reads were aligned to the reference genome (Additional file 7: Table S6) using bowtie2 (v2.3.5.1) [46]. 6mA peaks were identified using MACS3 (3.0.0a6) with default parameters for Oxytricha DIP-seq and parameters: *--extsize 50 --keep-dup all* for *L. fermentum* DIP-seq. Motif enrichment analysis of 6mA peaks in *L. fermentum* was performed using DREME in MEME suite (v5.0.5, shuffled 6mA peaks as negative control) [49].

### Bisulfite sequencing analysis

Bisulfite sequencing data for bacterial species in Zymomics microbial community reference were downloaded from NCBI SRA with Bioproject number PRJNA477598. Raw reads were first trimmed using Cutadapt (v1.18) [44] to remove adaptors. Downstream alignment, deduplication, and methylation extraction for each cytosine position were performed using Bismark (v0.23.1) [50]. Cytosine methylation motifs were identified using custom python scripts.

### Comparing DIP-NT-seq to SMRT-seq

SMRT-seq 6mA and 4mC results for *E. coli* strain MG1655 were obtained from the published dataset MethSMRT (http://sysbio.gzzoc.com/methsmrt) [35]. SMRT-seq 6mA results were obtained from GEO: GSE94421. SMRT-seq data for *H. pylori* JP26 were obtained from SRA: SRP109061 (SRR5678374) and analyzed using SMRT Link (v10.1) with default parameters. Comparison between SMRT-seq and DIP-NT-seq in *E. coli* MG1655 was performed by overlapping 6mA sites detected by SMRT-seq or DIP-NT-seq with Dam and M. EcoKI 6mA motif sites. Only genomic locations passing sequencing depth filter (25X) in DIP-NT-seq were considered.

## Supplementary Information

**Additional file 1: Fig. S1-S9.** Characterization of reaction products formed from the reactions between nitrite and nucleosides in vitro. **Fig. S10.** DNA degradation comparison between nitrite treatment and bisulfite treatment. **Fig. S11.** Analysis workflow for NT-seq. **Fig. S12-16.** Additional information for methylation detection in oligonucleotides, *E. coli* MG1655 genome, *H. pylori* JP26 genome, and microbial community reference by NT-seq. **Fig. S17.** NT-seq performance in detecting 6mA, 4mC, and 5mC at single-base resolution in *H. pylori* JP26 genome. **Fig. S18.** Additional information for single-base detection of 6mA by DIP-NT-seq in *E. coli*. **Fig. S19.** Performance comparison between DIP-NT-seq and DIP-seq/6mACE-seq for 6mA detection in *E. coli* genome. **Fig. S20.** Comparison between SMRT-seq detected 6mA motifs and Nanopore sequencing detected 6mA motifs by nanodisco in a mouse gut microbiome sample.

**Additional file 2: Table S1.** Comparison between protected and unprotected oligo under the same nitrite treatment.

**Additional file 3: Table S2.** Nitrite treatment condition optimization by qPCR.

**Additional file 4: Table S3.** 5mC motif detected from bisulfite sequencing in eight bacterial species in microbial community standard.

**Additional file 5: Table S4.** PCR duplication rate of unenriched and 6mA DIP enriched library.

**Additional file 6: Table S5.** Oligos and primers used in this study.

**Additional file 7: Table S6.** Reference genome used in this study.

**Additional file 8.** Review history.

## Data Availability

All the NT-seq data that were generated in this study are stored in Gene Expression Omnibus database under NCBI with the accession number GSE184374 [51]. DIP-seq data and bisulfite sequencing datasets are downloaded from NCBI SRA with Bioproject number PRJNA477598 [52]. SMRT-seq for *Oxytricha* and *H. pylori* JP26 datasets are obtained from GEO: GSE94421 [53] and SRA: SRP109061 (SRR5678374) [54]. The scripts used for NT-seq analysis are available under MIT license at GitHub (https://github.com/TaoLabBCM/NT-seq) [42] and Zenodo (https://zenodo.org/record/6540299#.Ynwdt5PML_s) [43].

# Supplementary material for: NT-seq: a chemical-based sequencing method for genomic methylome profiling
**Source:** Genome Biol. 2022 May 30;23:122. doi: 10.1186/s13059-022-02689-9
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1-S9. Characterization of reaction products formed from the reactions between nitrite and nucleosides in vitro. Fig. S10. DNA degradation comparison between nitrite treatment and bisulfite treatment. Fig. S11. Analysis workflow for NT-seq. Fig. S12-16. Additional information for methylation detection in oligonucleotides, E. coli MG1655 genome, H. pylori JP26 genome, and microbial community reference by NT-seq. Fig. S17. NT-seq performance in detecting 6mA, 4mC, and 5mC at single-base resolution in H. pylori JP26 genome. Fig. S18. Additional information for single-base detection of 6mA by DIP-NT-seq in E. coli. Fig. S19. Performance comparison between DIP-NT-seq and DIP-seq/6mACE-seq for 6mA detection in E. coli genome. Fig. S20. Comparison between SMRT-seq detected 6mA motifs and Nanopore sequencing detected 6mA motifs by nanodisco in a mouse gut microbiome sample.

# Supplementary Figures

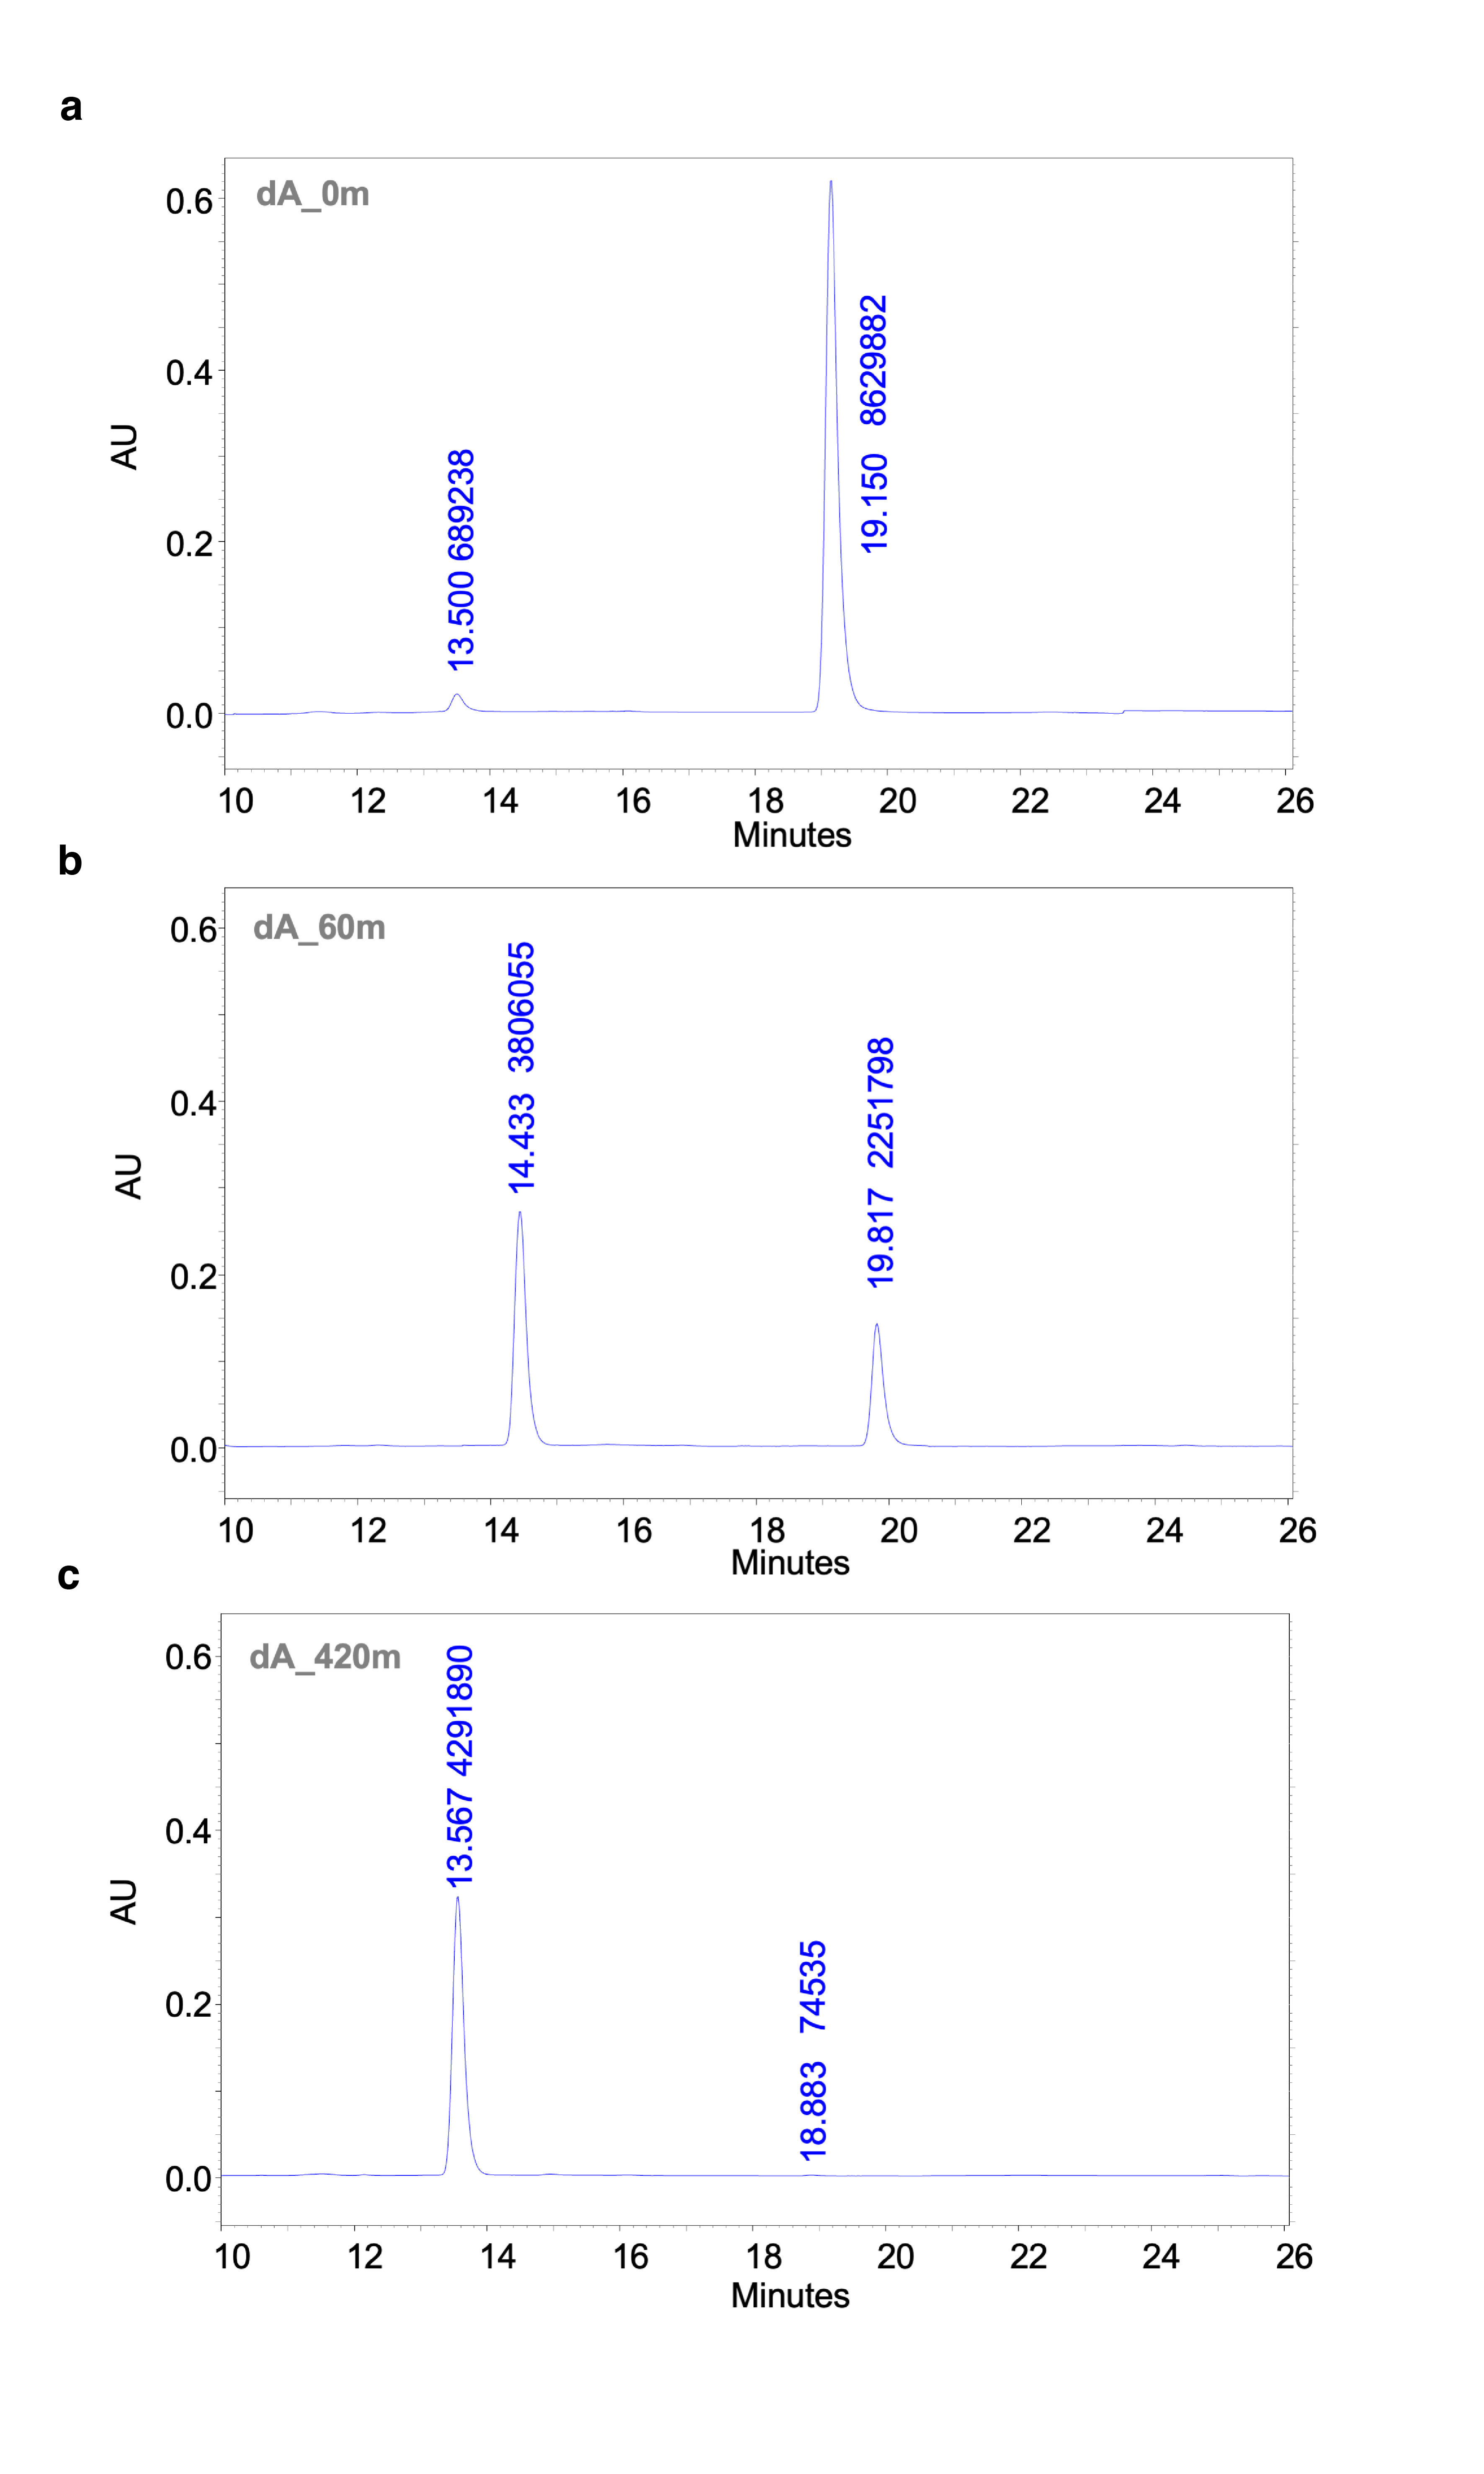

Fig. S1**. HPLC traces for the separations of the reaction mixture of 2′-deoxyadenosine (dA) with nitrite at different time points.** **a**, immediately after nitrite addition (0 min). **b**, 60 min after nitrite addition **c**, 7 hrs after nitrite addition. Labeled above the peaks are the retention times and peak areas.

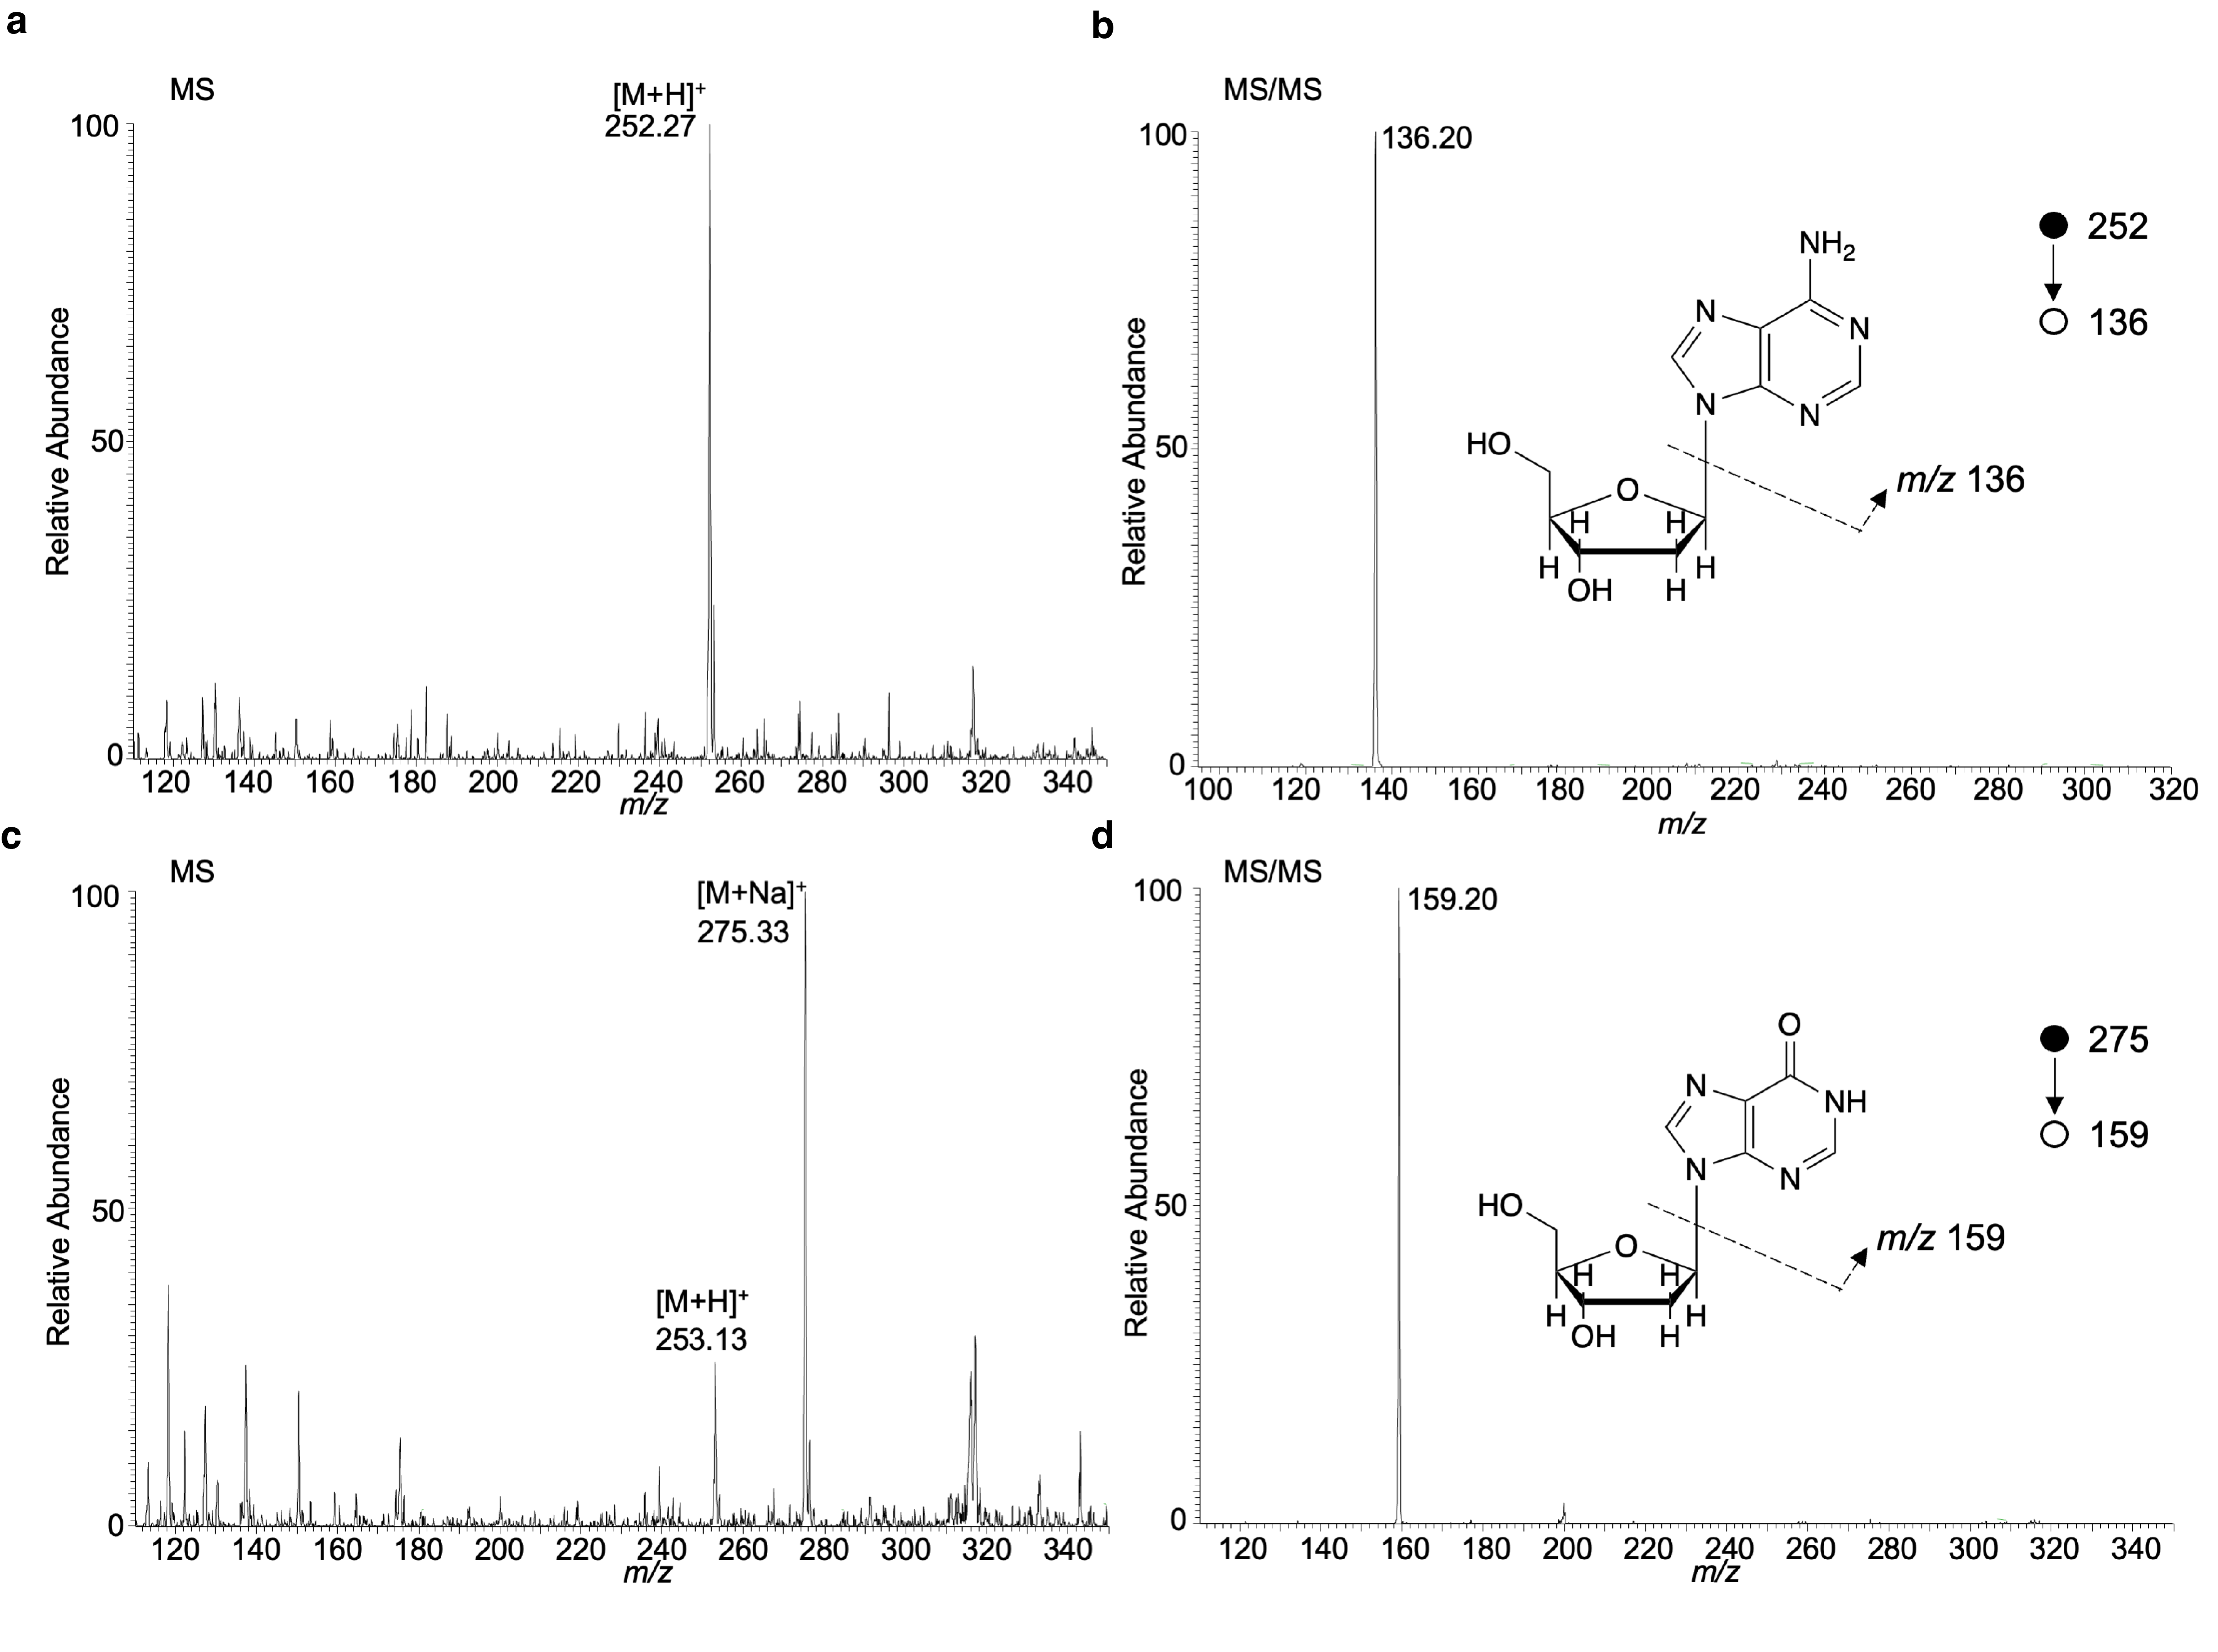

Fig. S2**. Mass spectrometric characterizations of dA and its deamination product.** **a**, Positive-ion ESI-MS of the 19.8-min fraction (unreacted dA) in Fig. S1a. **b**, Product-ion spectrum (MS/MS) for the [M+H]^+^ ion (*m/z* 252) of dA (the 19.8-min fraction in Fig. S1a). **c**, Positive-ion ESI-MS of the 13.6-min fraction (the deamination product of dA, i.e., 2′-deoxyinosine) in Fig. S1c. **d**, MS/MS for the [M+Na]^+^ ion (*m/z* 275) of 2′-deoxyinosine (the 13.6-min fraction in Fig. S1c).

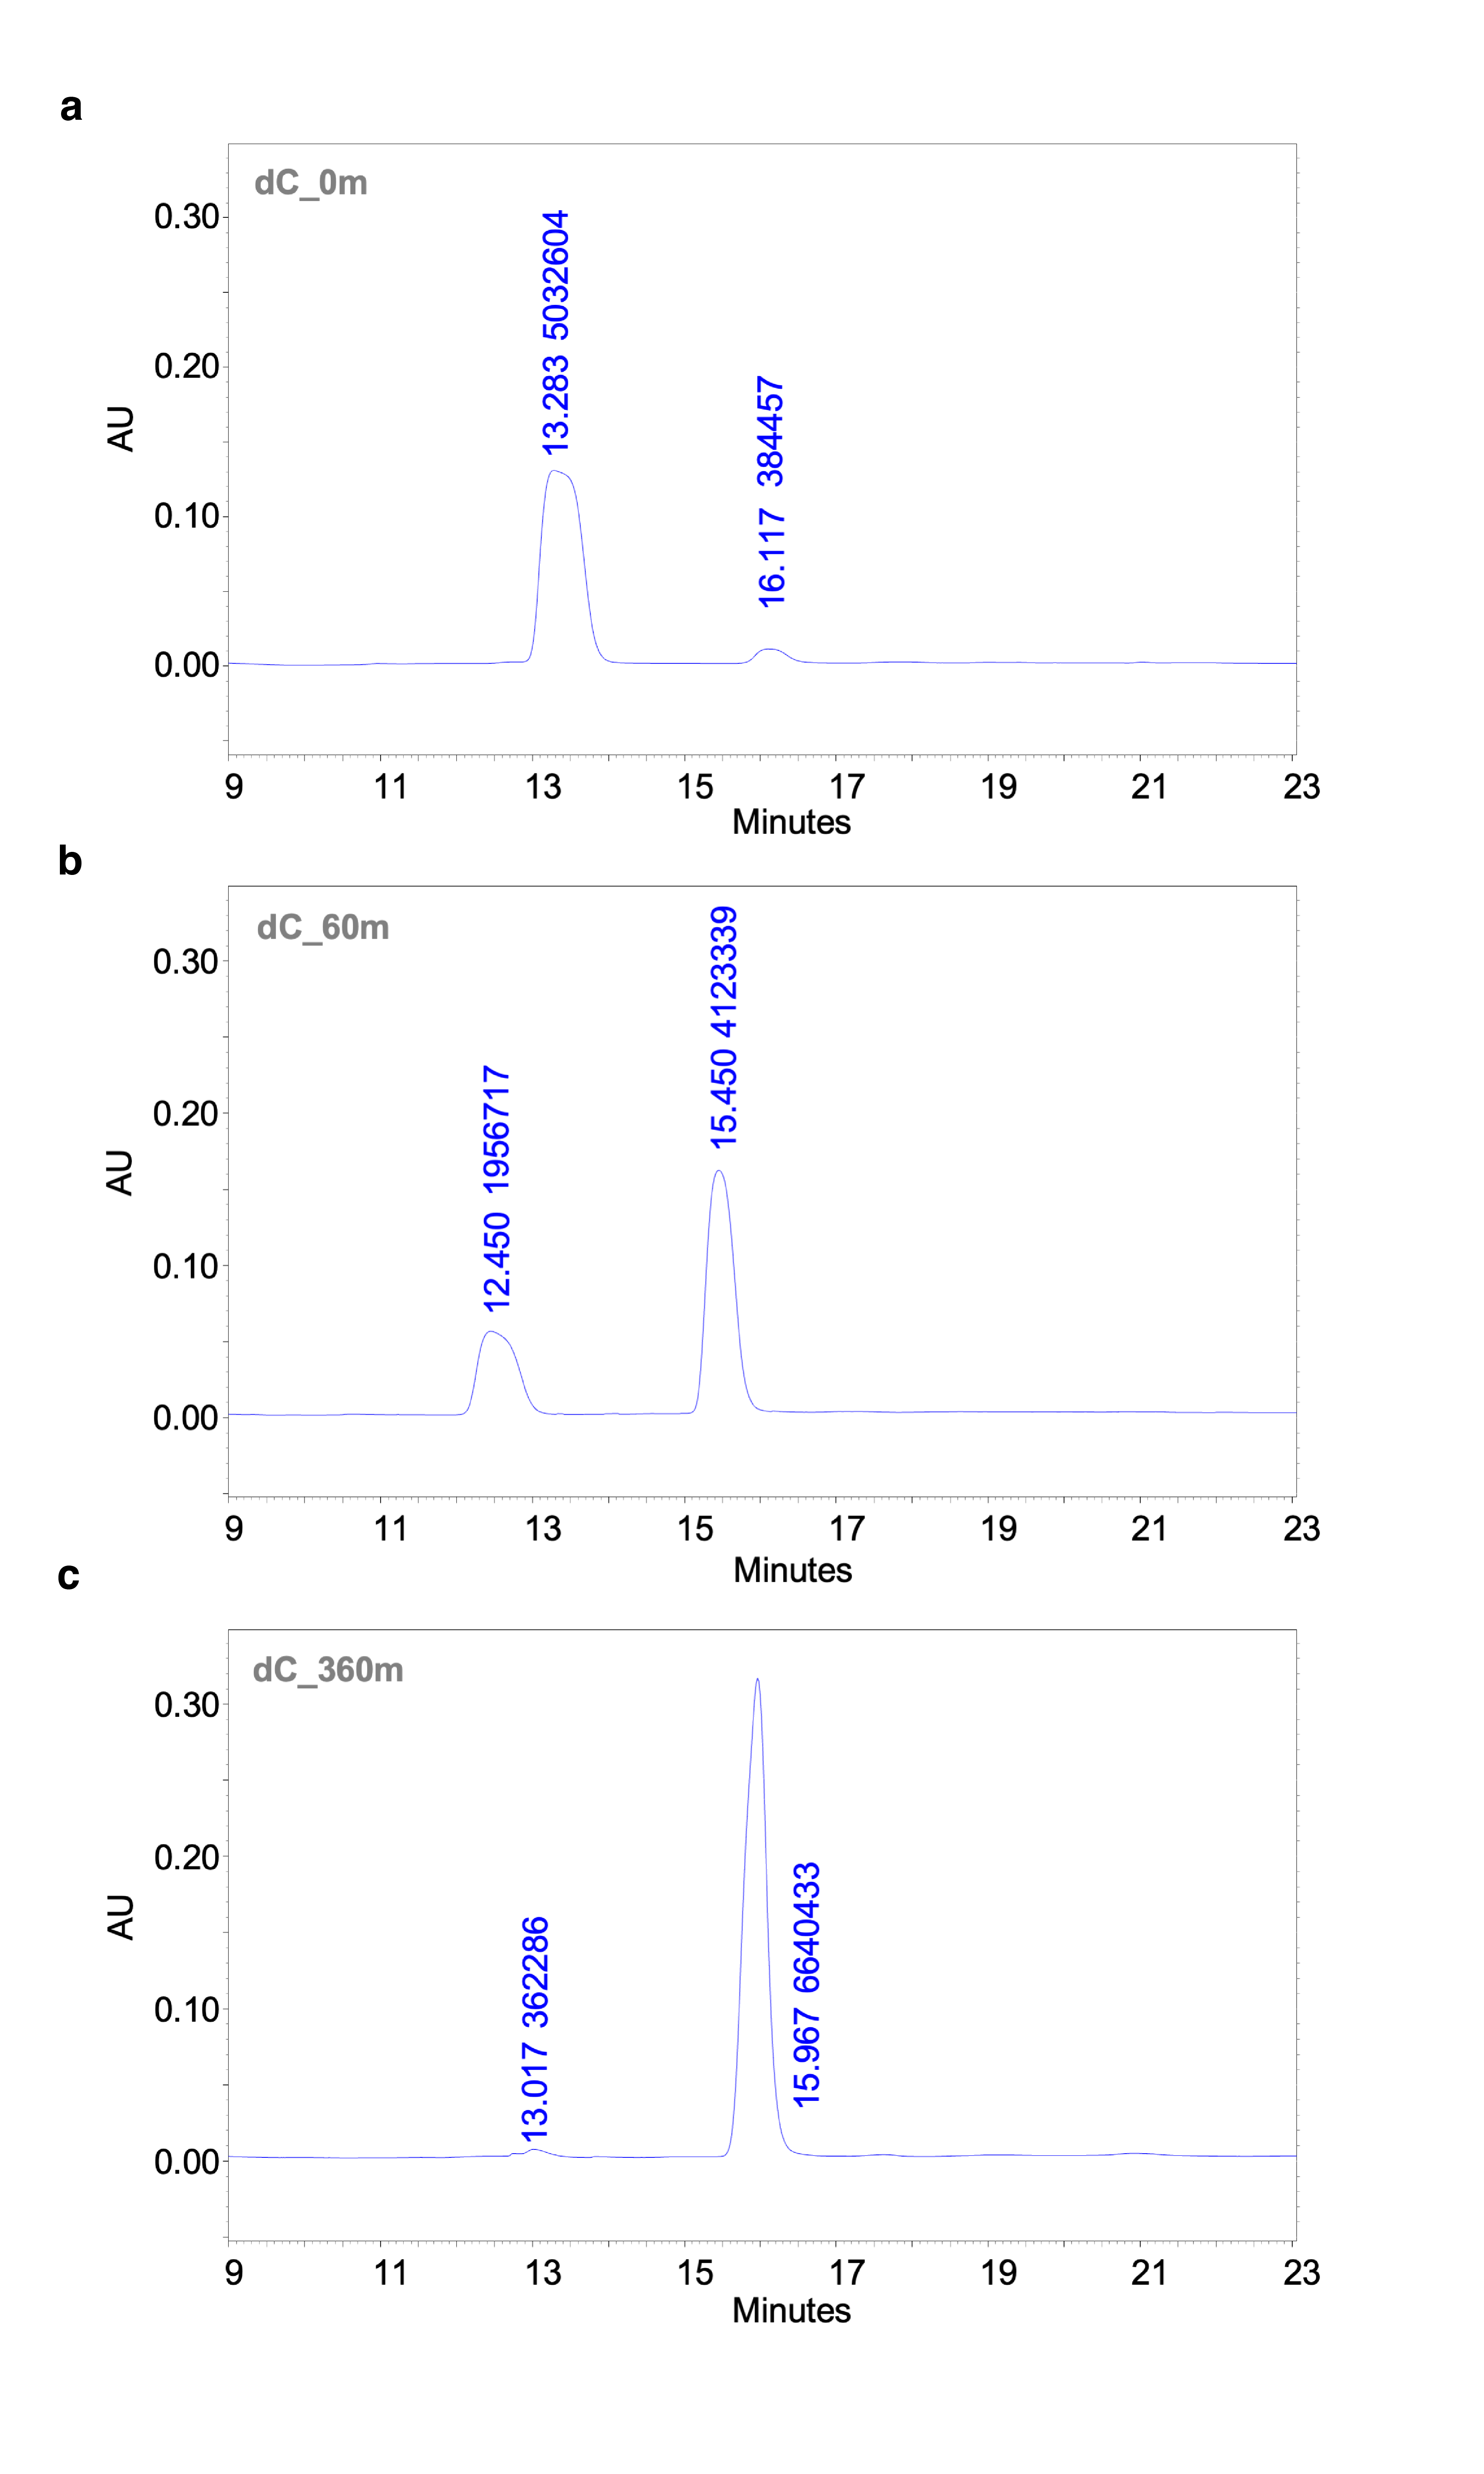

Fig. S3**. HPLC traces for the separations of reaction mixture of 2′-deoxycytidine (dC) with nitrite at different time points.** **a**, immediately after nitrite addition (0 min). **b**, 60 min after nitrite addition **c**, 6 hrs after nitrite addition. Labeled above the peaks are the retention times and peak areas.

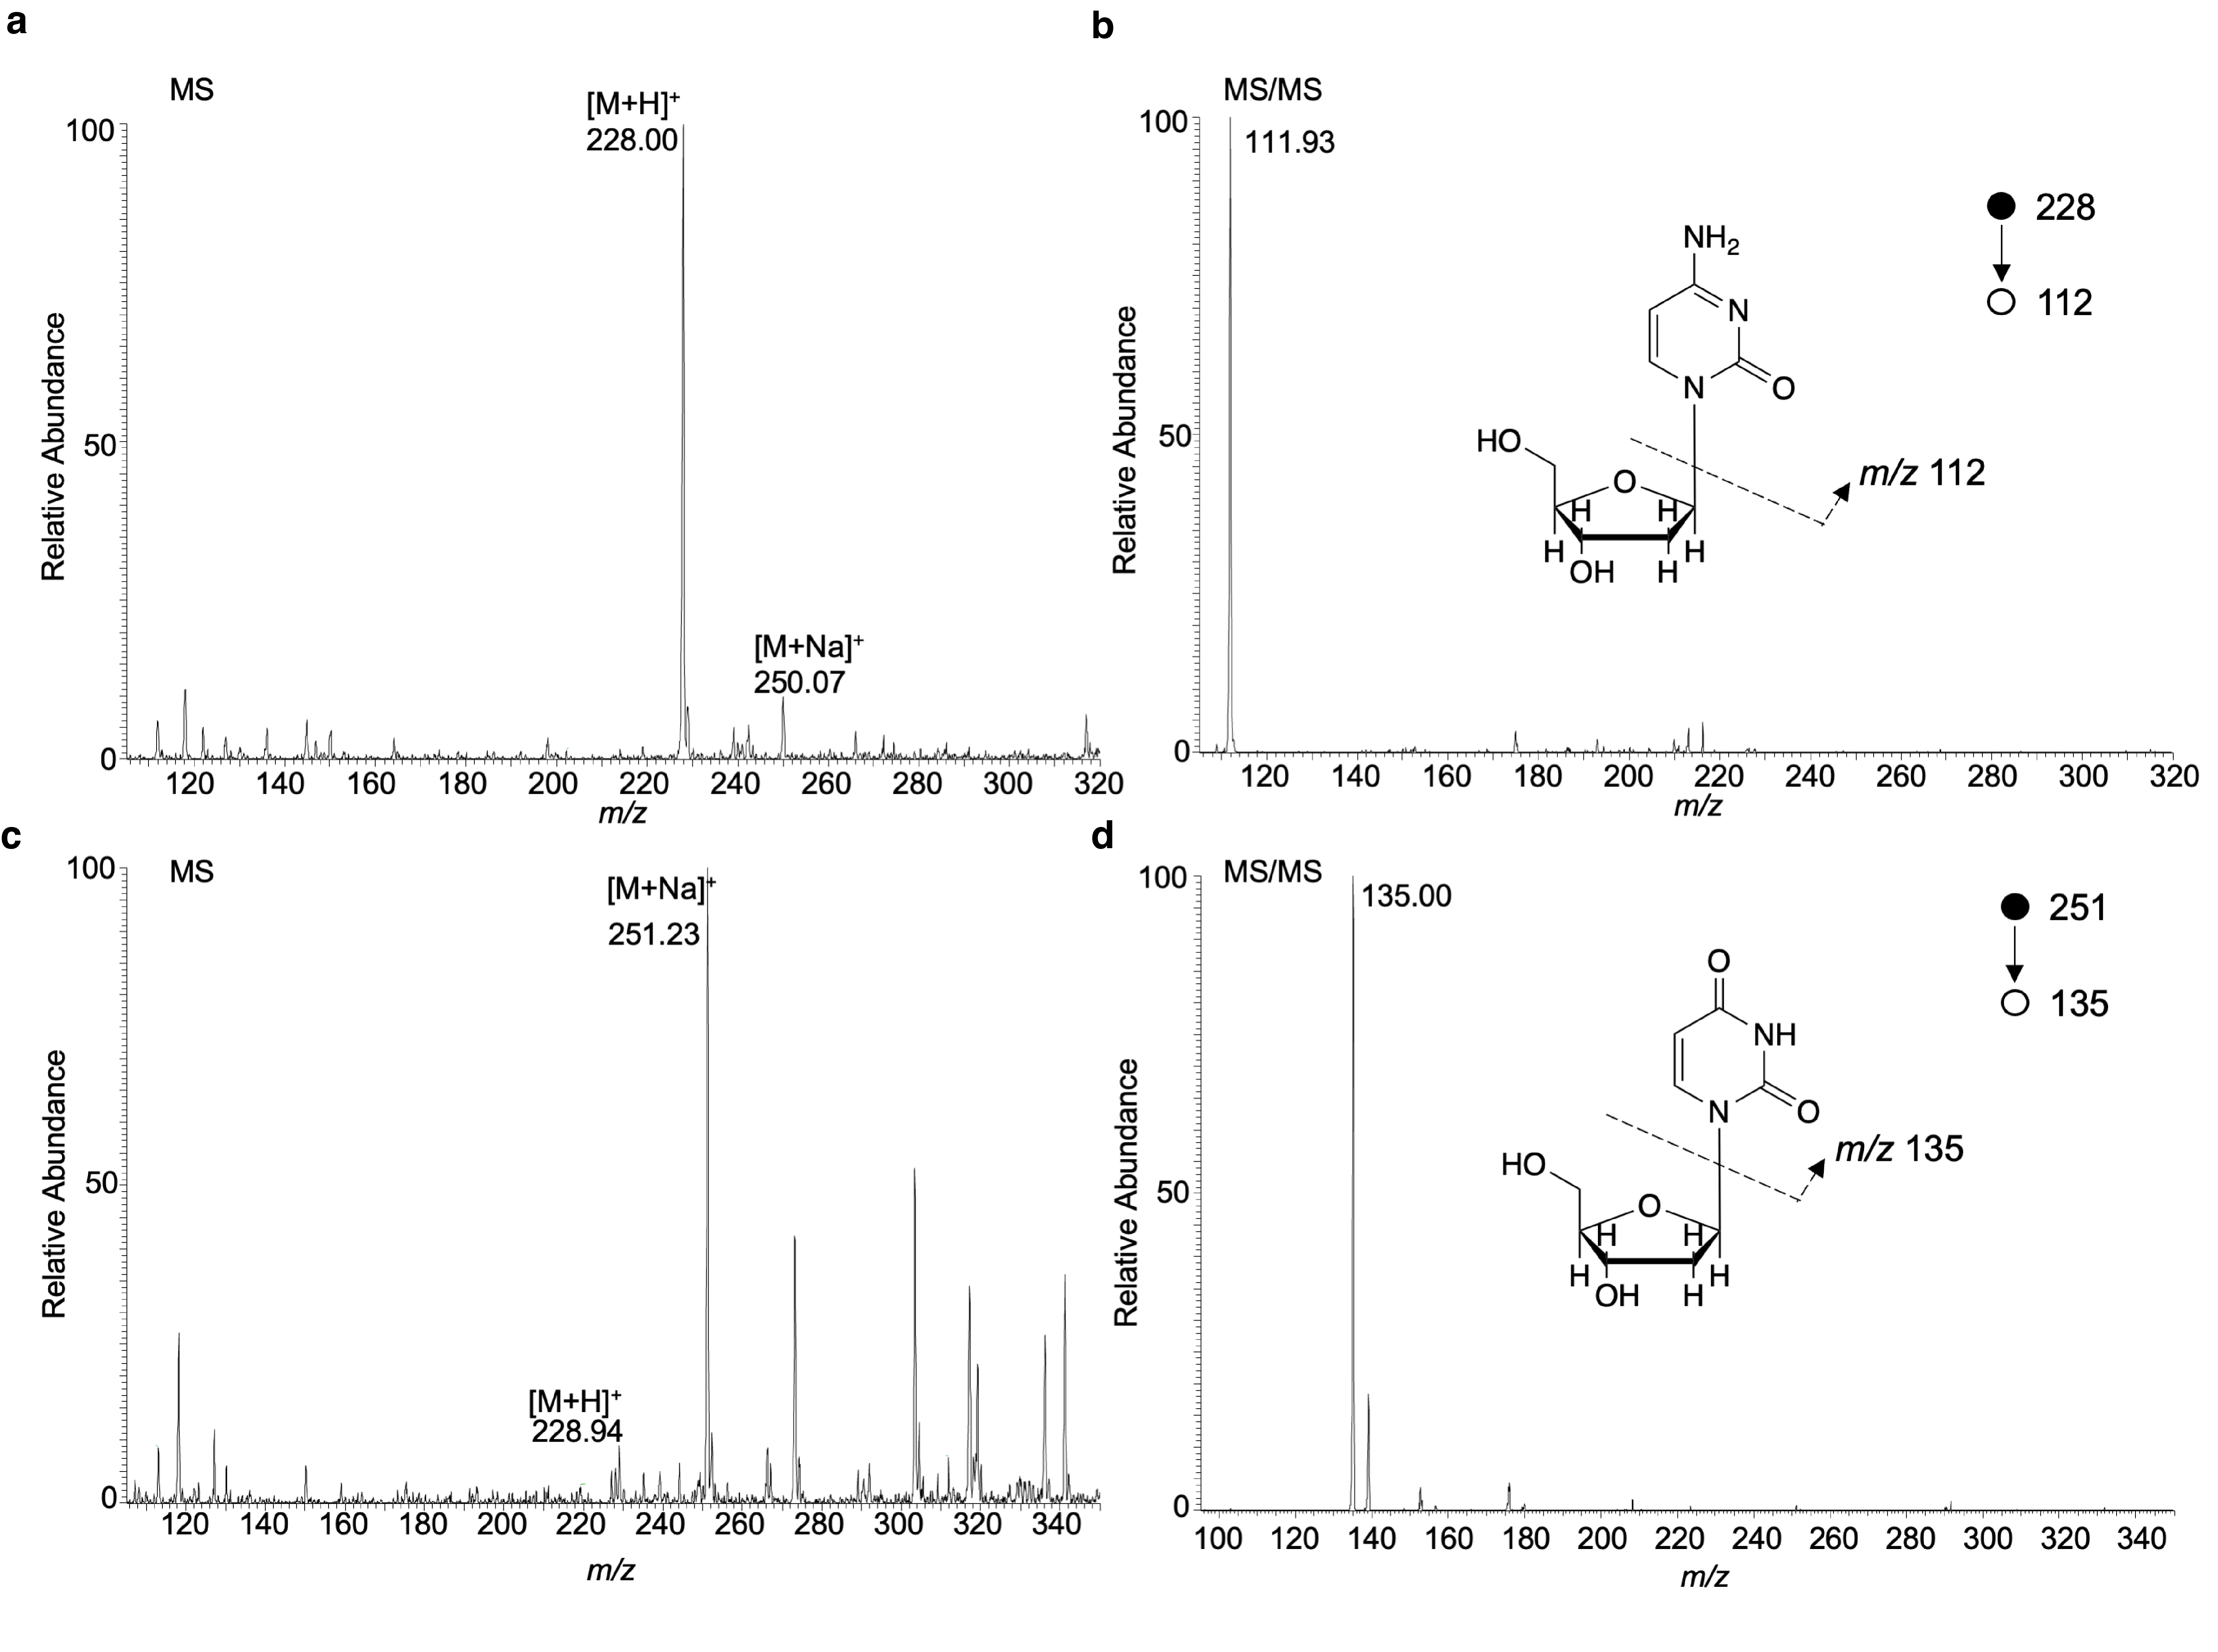

Fig. S4**. Mass spectrometric characterizations of dC and its deamination product.** **a**, Positive-ion ESI-MS of the 13.3-min fraction (unreacted dC) in Fig. S5a. **b**, MS/MS for the [M+H]^+^ ion (*m/z* 228) of dC (the 13.3-min fraction in Fig. S5a). **c**, Positive-ion ESI-MS of the 16-min fraction (the deamination product of dC, i.e., 2′-deoxyuridine) in Fig. S5c. **d**, MS/MS for the [M+Na]^+^ ion (*m/z* 251) of 2′-deoxyuridine (the 16-min fraction in Fig. S5c).

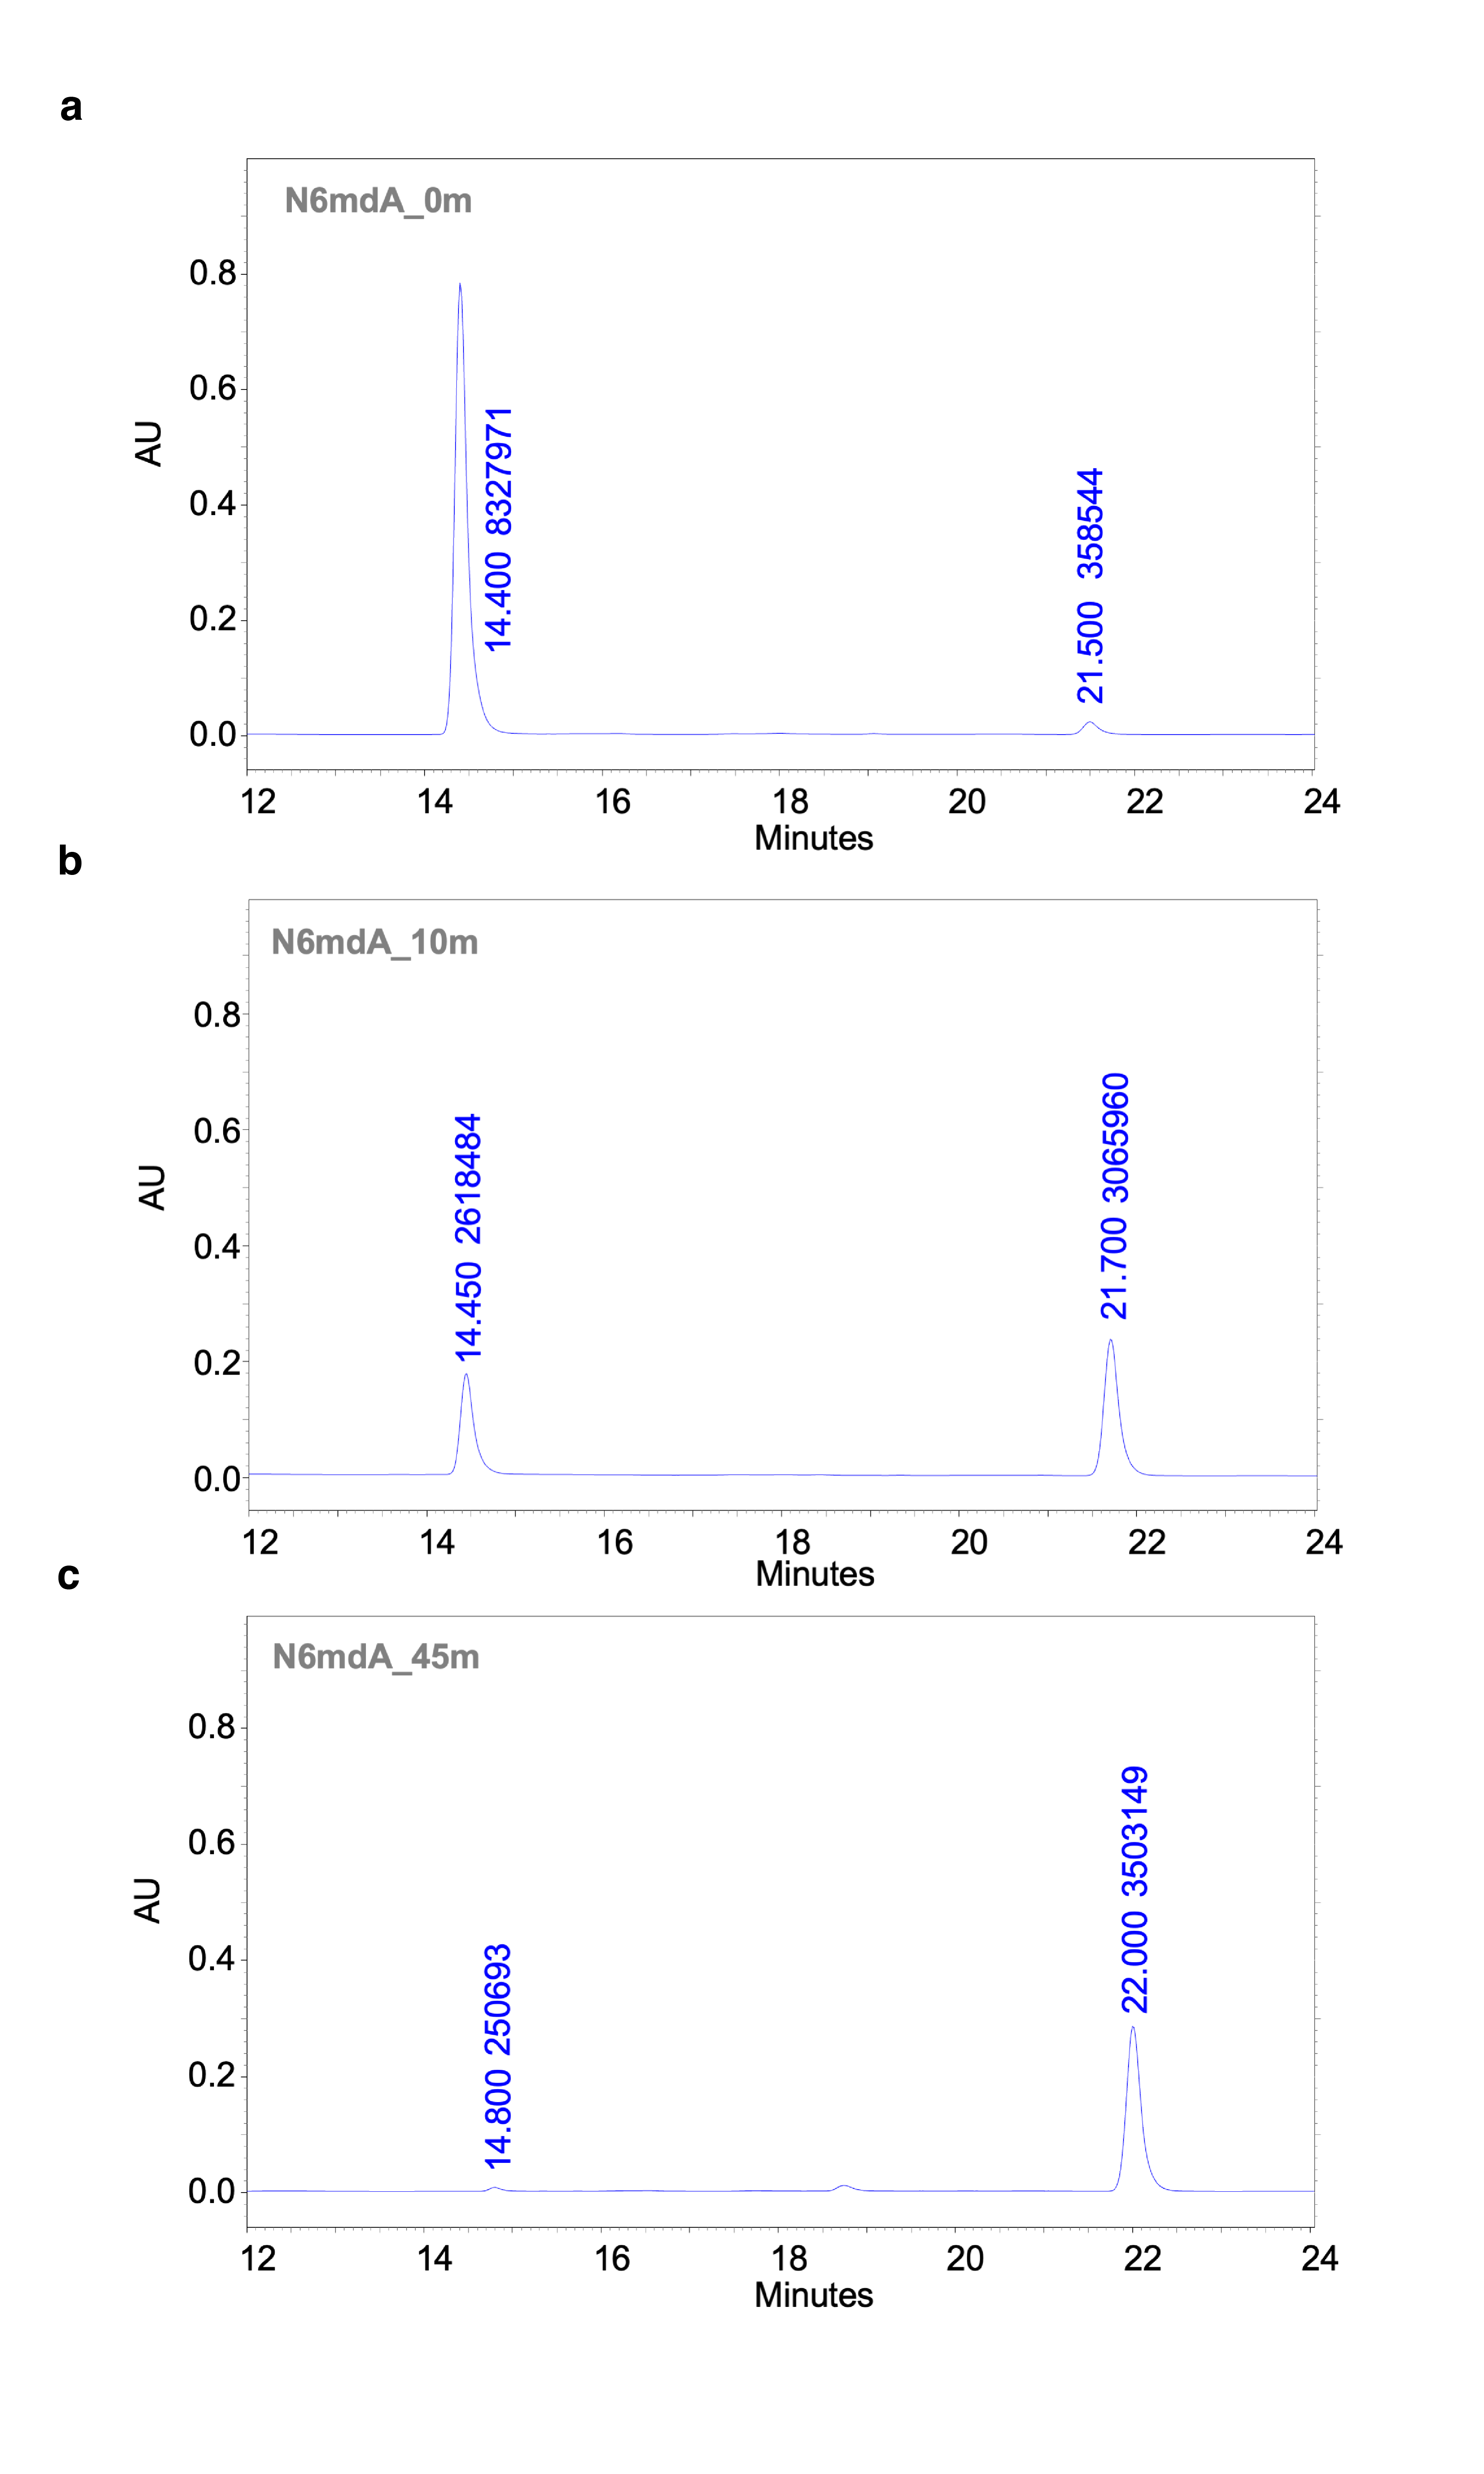

Fig. S5**. HPLC traces for the separations of reaction mixture of 6mdA with nitrite at different time points.** **a**, immediately after nitrite addition (0 min). **b**, 10 min after nitrite addition **c**, 45 min after nitrite addition. Labeled above the peaks are the retention times and peak areas.

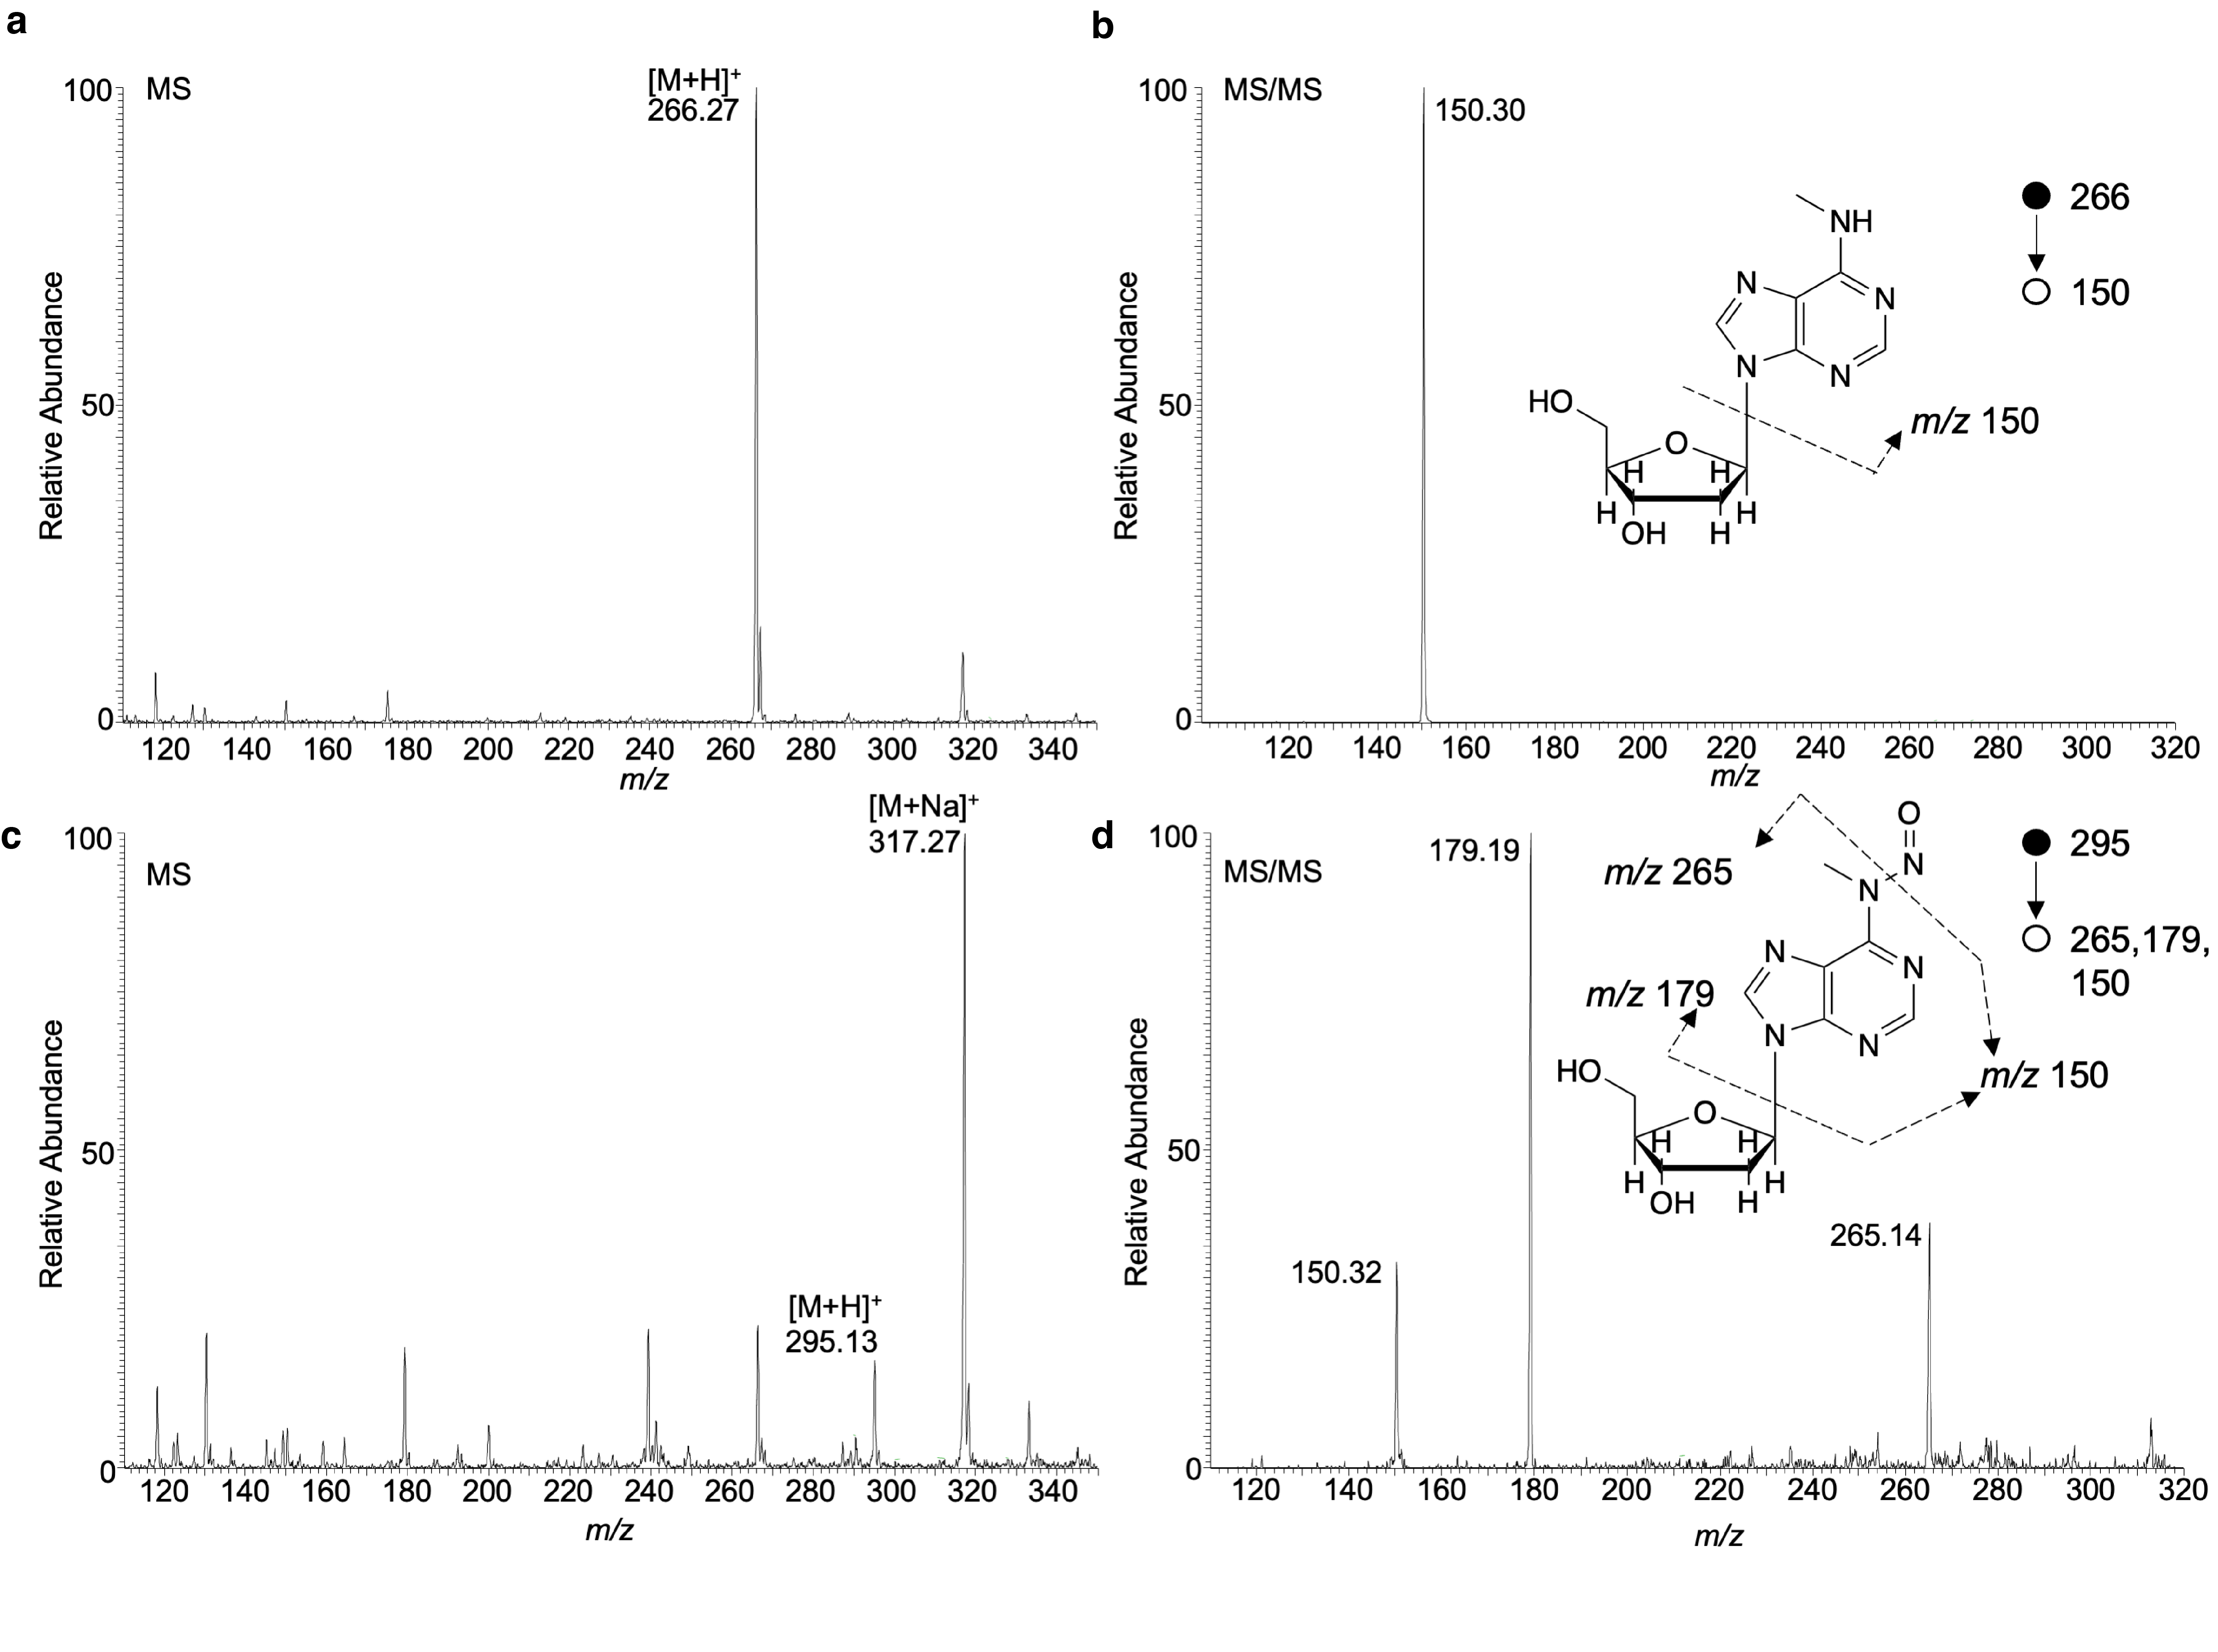

Fig. S6**. Mass spectrometric characterizations of 6mdA and its N-nitrosylated 6mdA.** **a**, Positive-ion ESI-MS of the 14.4-min fraction (unreacted 6mdA) in Fig. S3a. **b**, MS/MS for the [M+H]^+^ ion (*m/z* 266) of 6mdA (the 14.4-min fraction in Fig. S3a). **c**, Positive-ion ESI-MS of the 22-min fraction (6mdA-NO) in Fig. S3c. **d**, MS/MS for the [M+H]^+^ ion (*m/z* 295) of 6mdA-NO (the 22-min fraction in Fig. S3c).

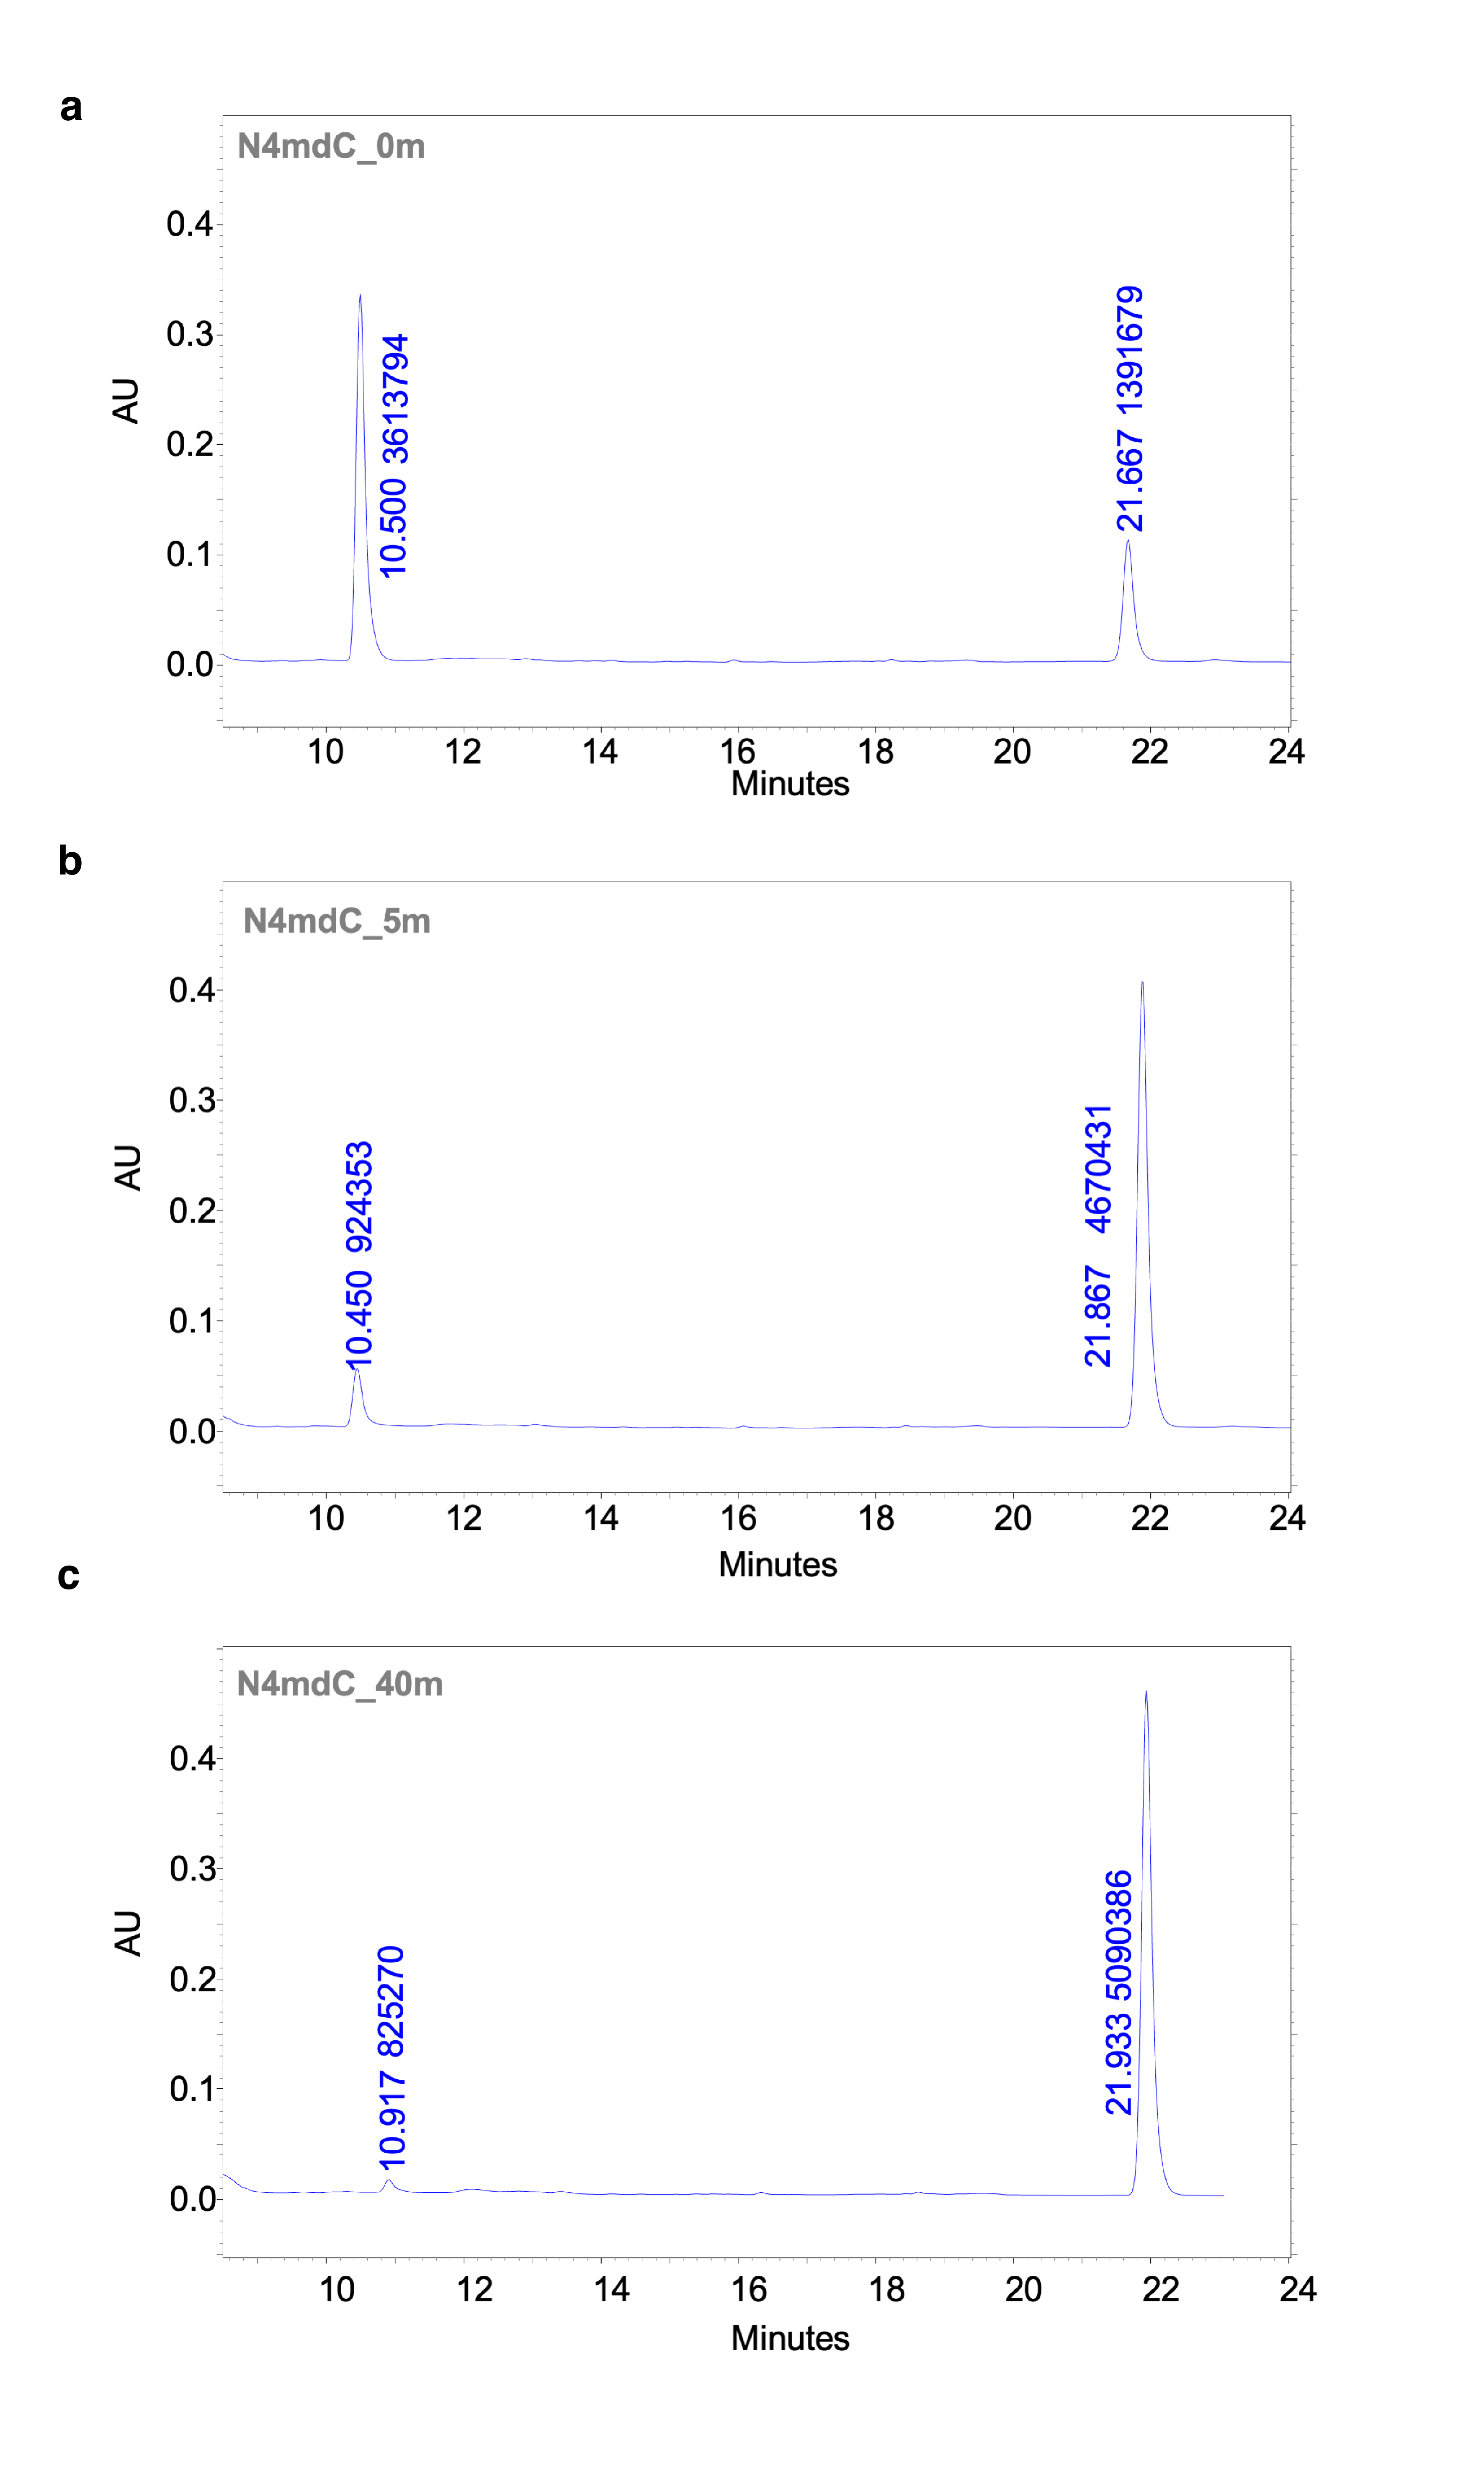

Fig. S7**. HPLC traces for the separations of reaction mixture of 4mdC with nitrite at different time points.** **a**, immediately after nitrite addition (0 min). **b**, 5 min after nitrite addition **c**, 40 min after nitrite addition. Labeled above the peaks are the retention times and peak areas.

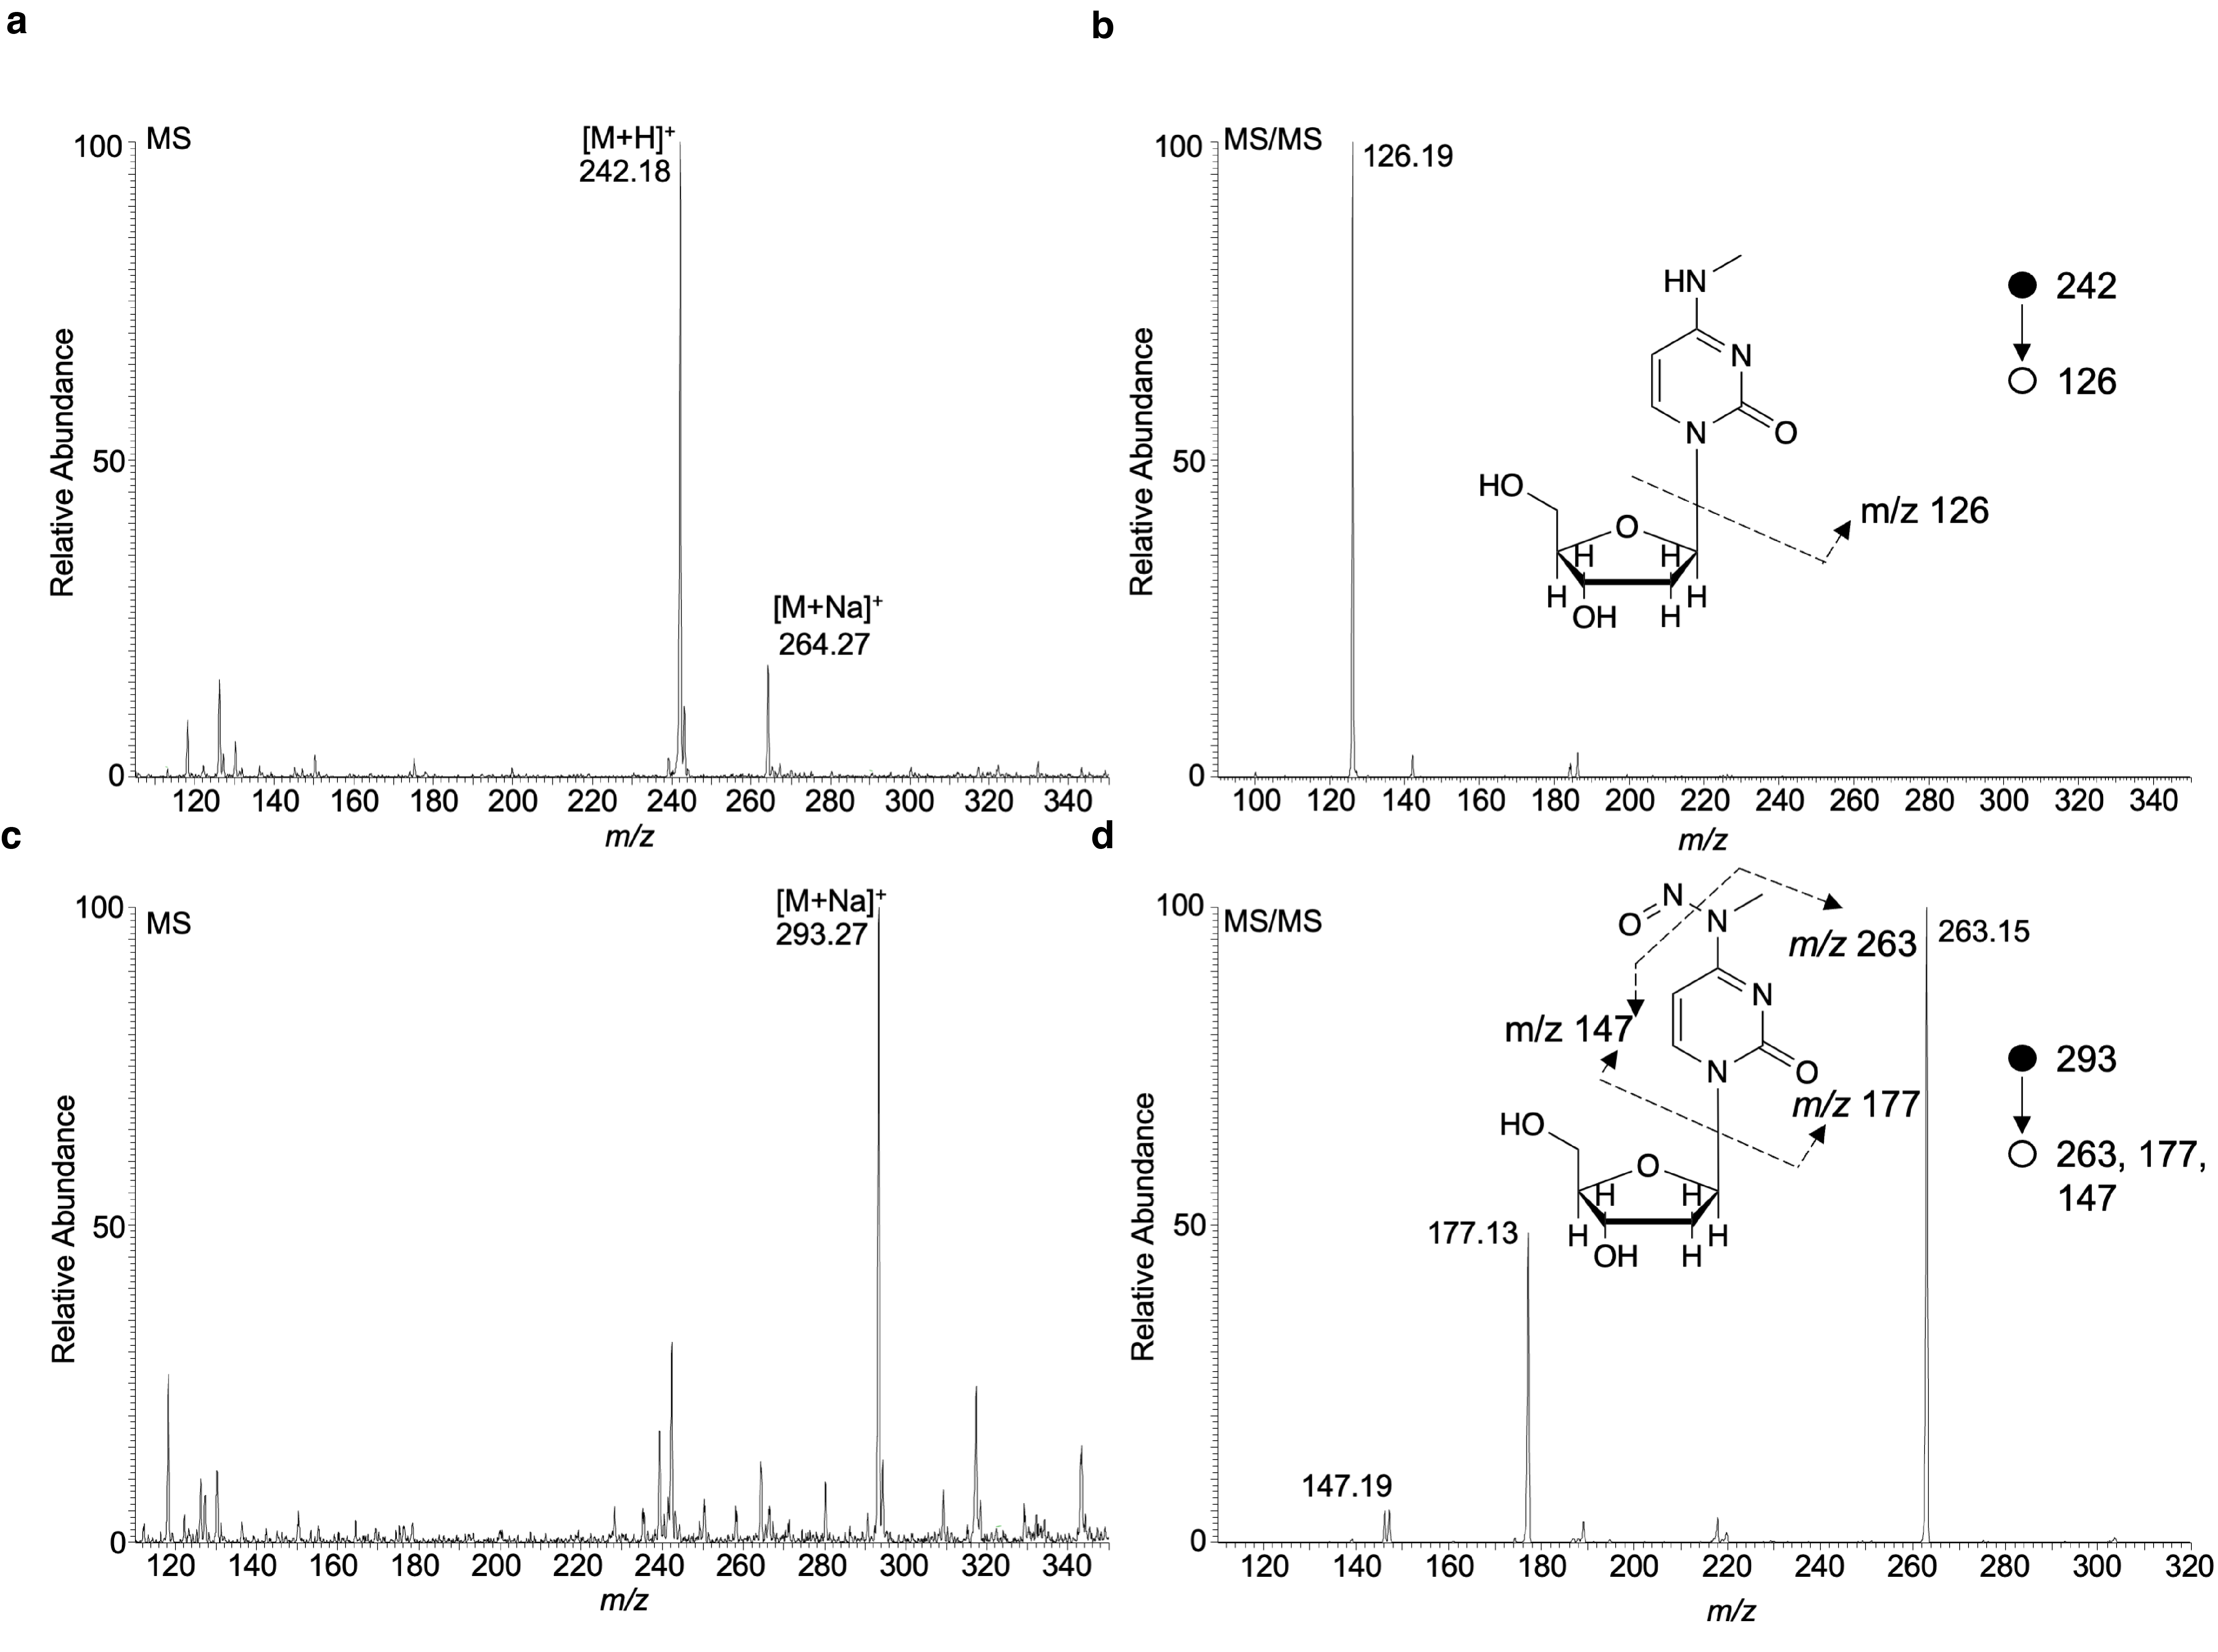

Fig. S8**. Mass spectrometric characterizations of 4mdC and N-nitrosylated 4mdC.** **a**, Positive-ion ESI-MS of the 10.5-min fraction (unreacted 4mdC) in Fig. S7a. **b**, MS/MS for the [M+H]^+^ ion (*m/z* 242) of 4mdC (the 10.5-min fraction in Fig. S7a). **c**, Positive-ion ESI-MS of the 21.9-min fraction (4mdC-NO) in Fig. S7c. **d**, MS/MS for the [M+Na]^+^ ion (*m/z* 293) of 4mdC-NO (the 21.9-min fraction in Fig. S7c).

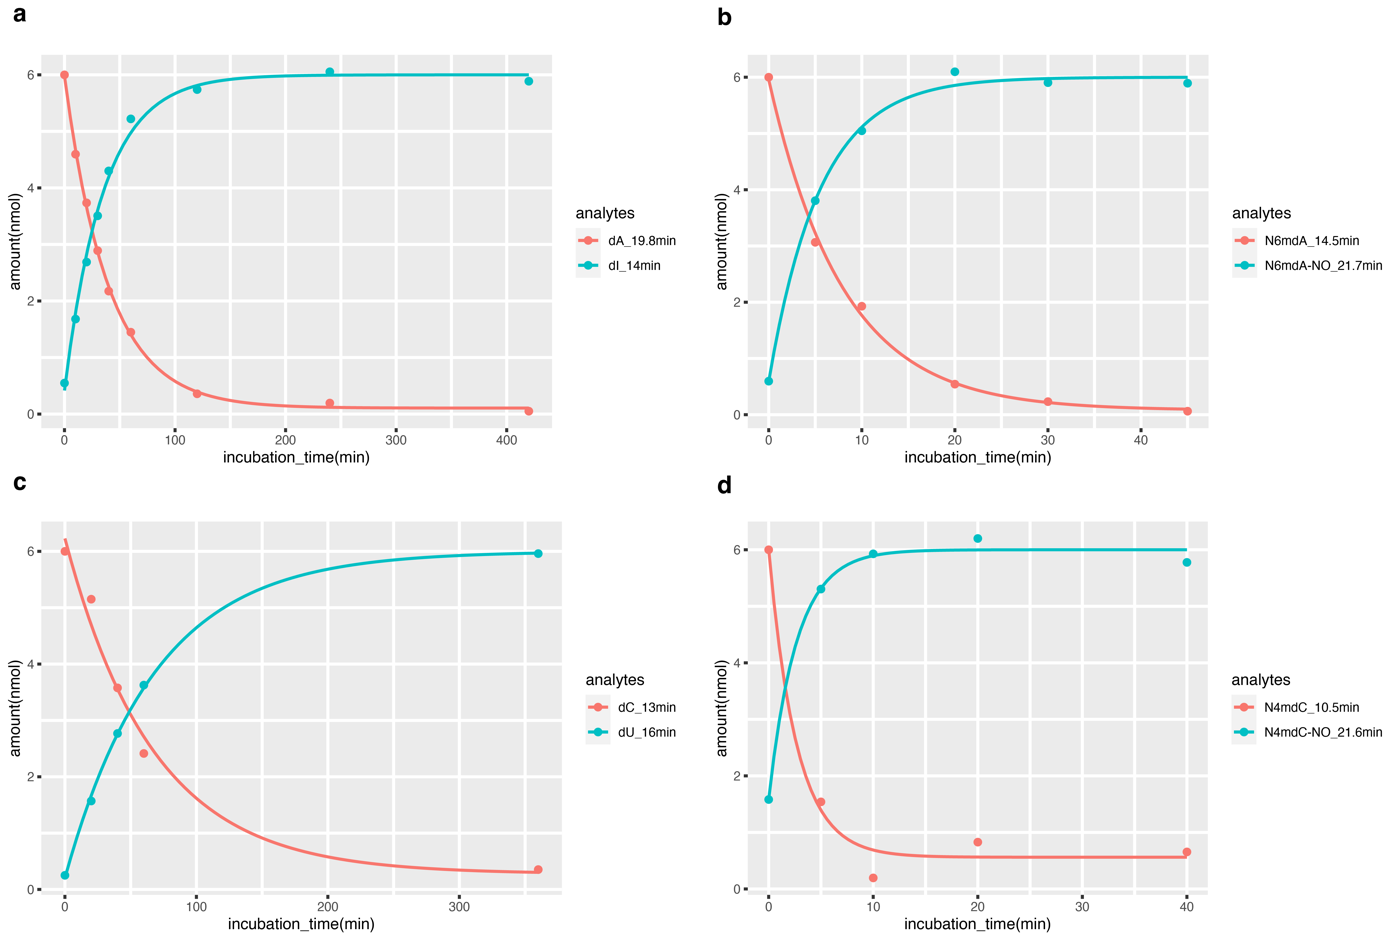

Fig. S9**. Dynamics of dA, 6mdA, dC, 4mdC and the dominant reaction products formed from nitrite treatment.** **a-d**, plots showing the dynamic changes in the amounts of: **a**, 2′-deoxyadenosine (dA) and 2′-deoxyinosine (dI); **b**, 6mdA and 6mdA-NO; **c**, 2′-deoxycytidine (dC) and 2′-deoxyuridine (dU); **d**, 4mdC and 4mdC-NO, at different time points following nitrite addition.

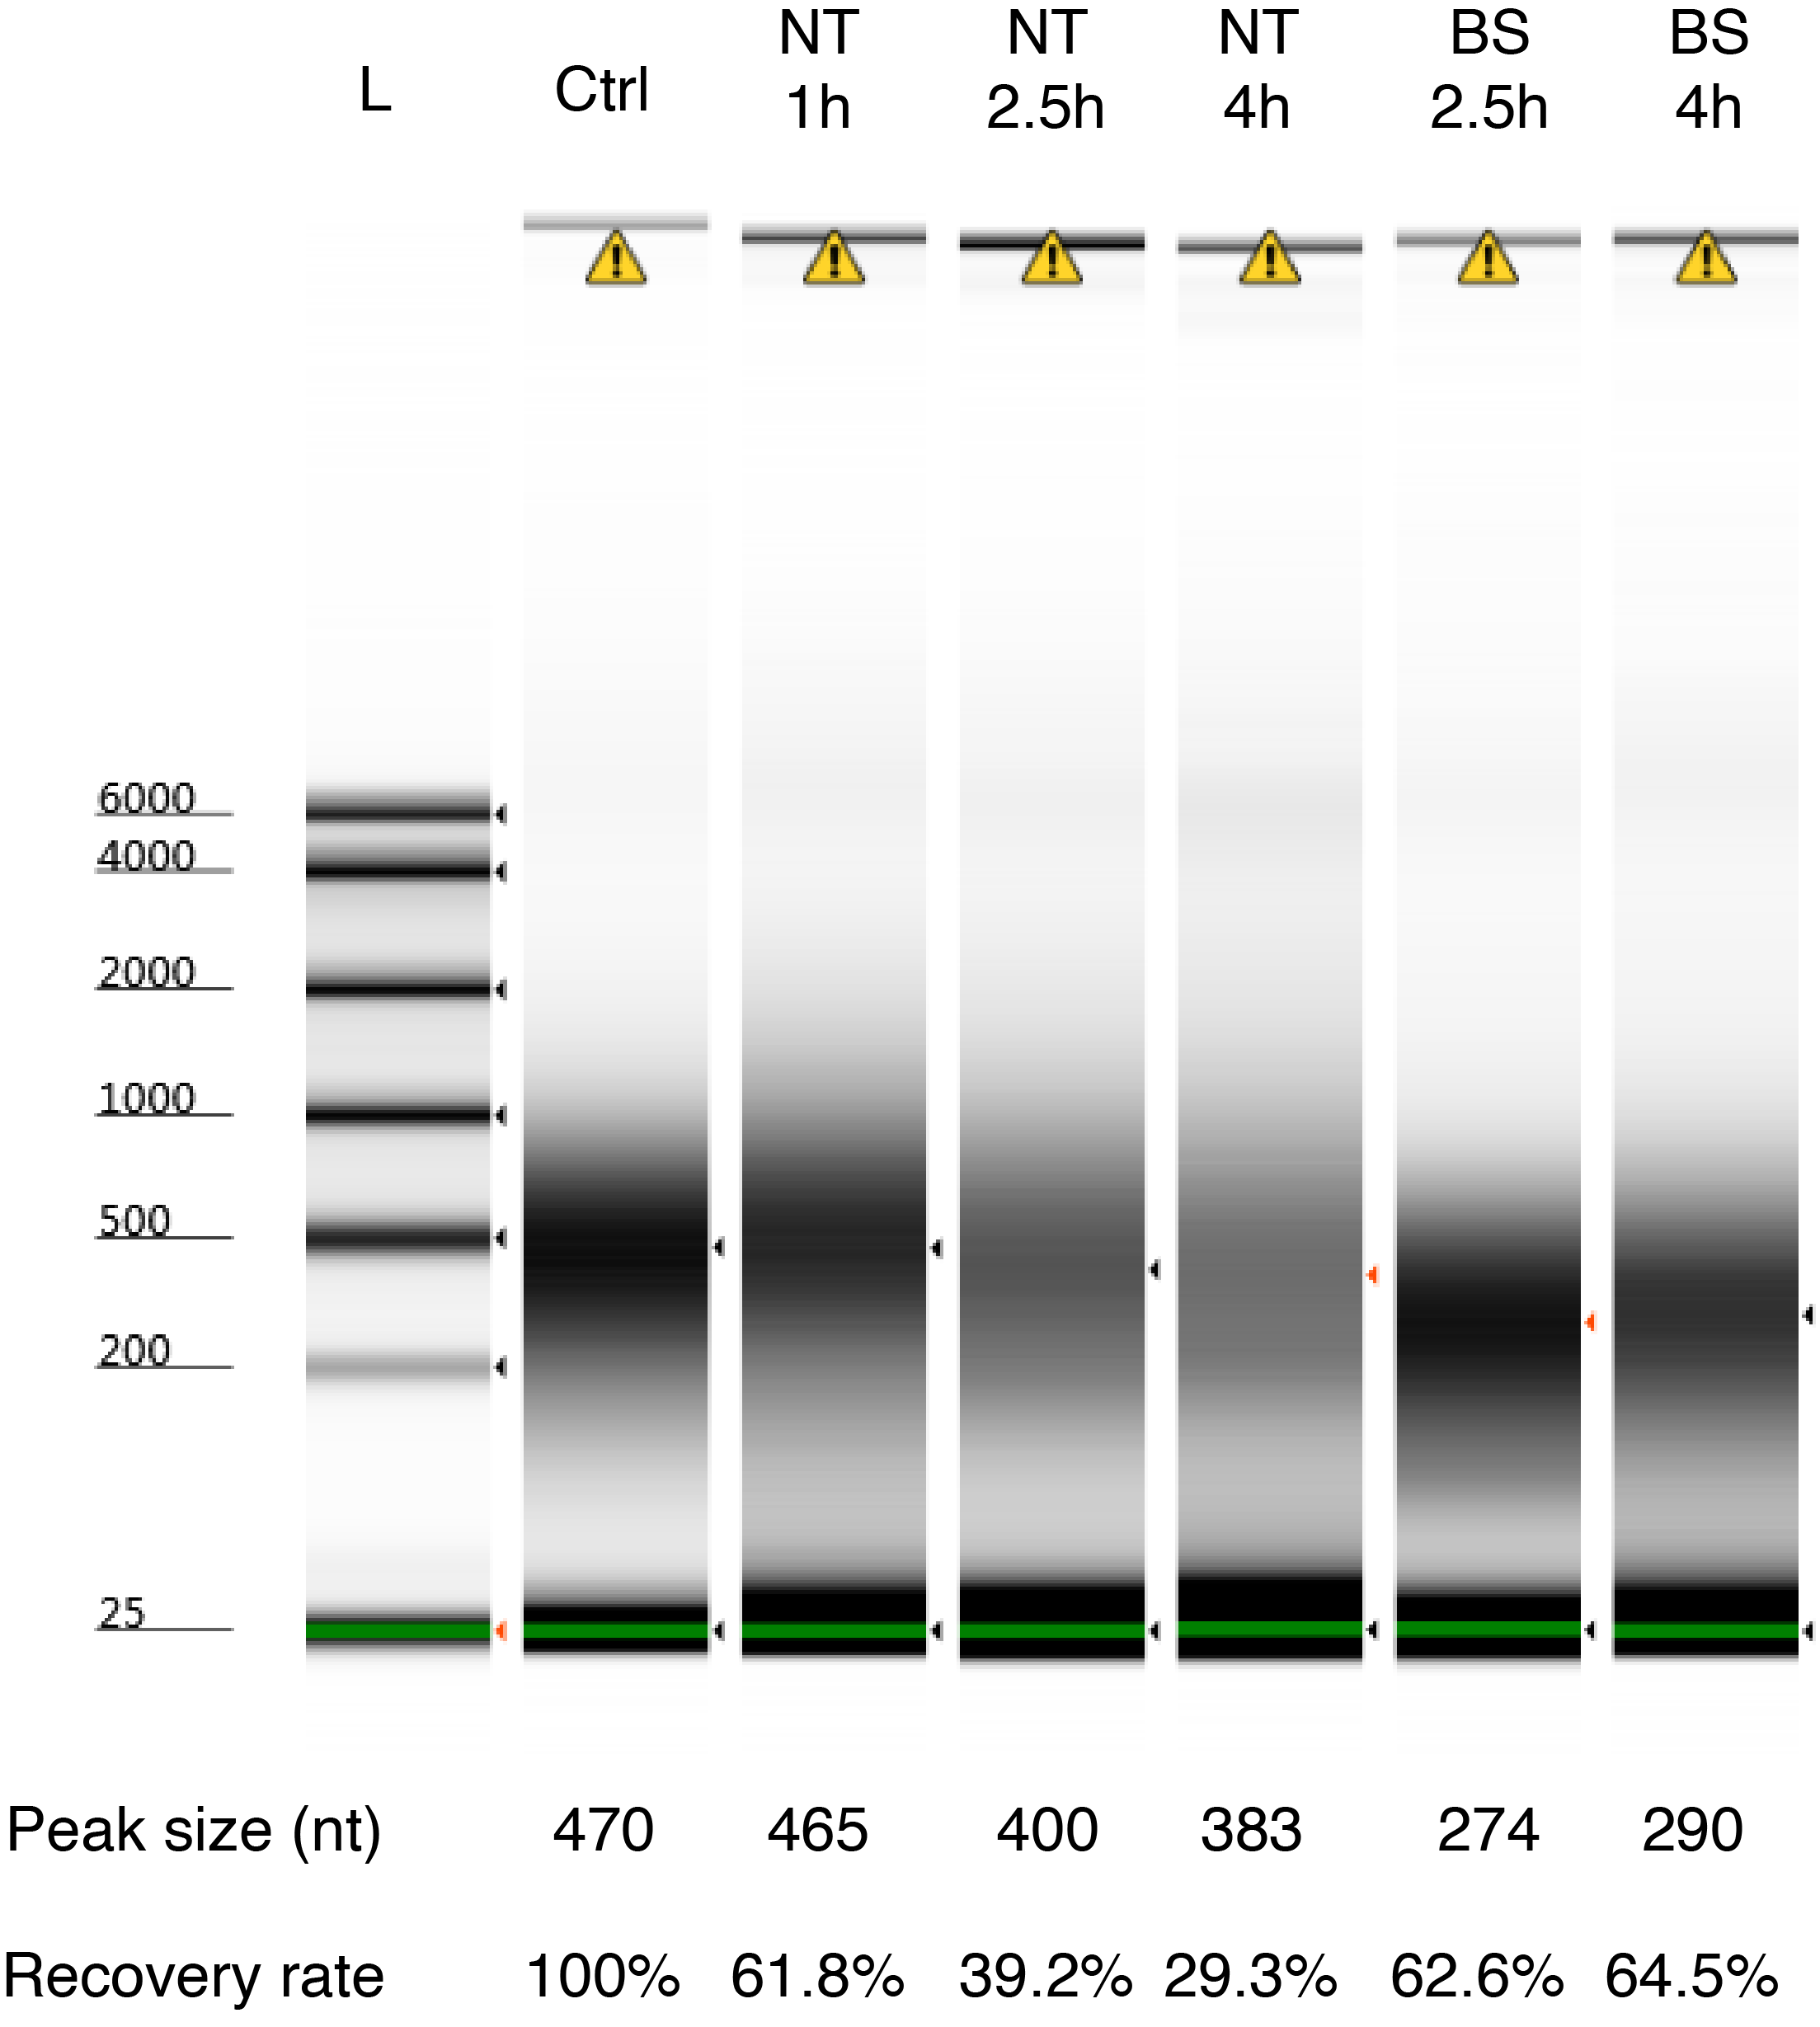

Fig. S10**. DNA degradation comparison between nitrite treatment and bisulfite treatment.** Tapestation RNA ScreenTape analysis of untreated (ctrl), nitrite treated (NT), and bisulfite treated (BS) 1μg ssDNA using sonicated (~500bp, ctrl) genomic DNA from 293T cells. ssDNA length distribution and recovery rate indicate that nitrite treatment causes less fragmentation but more DNA degradation than bisulfite treatment. Nitrite treatment: 1M NaNO_2_, 2.3% AcOH and incubate at 37 °C for 1, 2.5, or 4 hours; Bisulfite treatment was performed using EZ DNA Methylation-Gold kit (D5005) from Zymo Research (incubate at 64 °C for 2.5 or 4 hours).

**
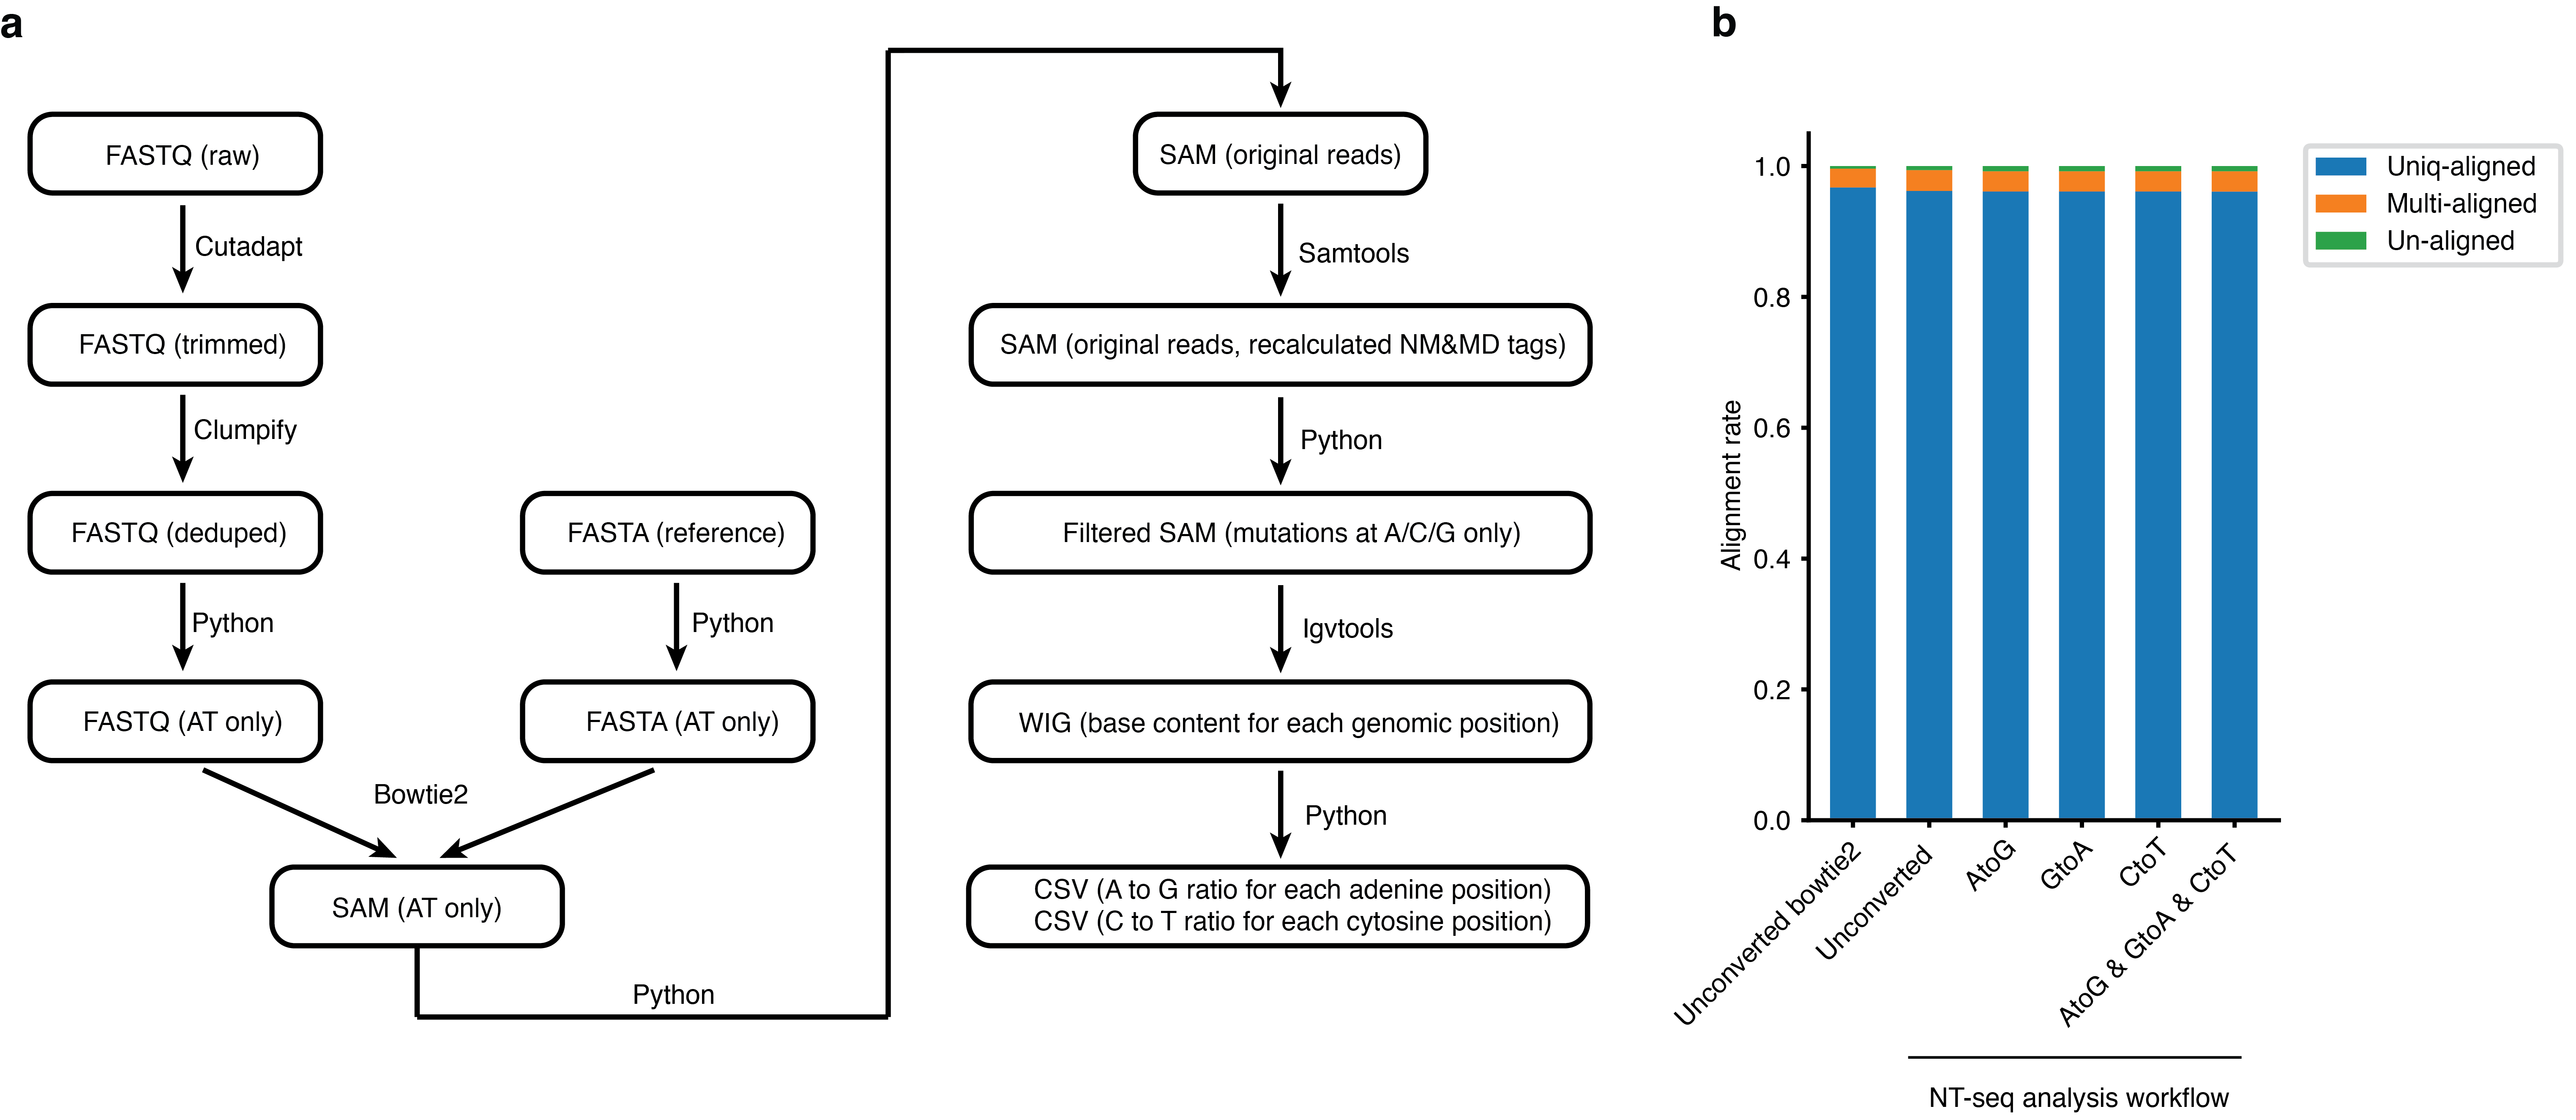
**

Fig. S11**. Analysis workflow for NT-seq. a**, PCR duplicates were removed to accurately calculate A to G or C to T ratio. To align nitrite converted DNA to the original reference genome, we converted the FASTQ reads and the FASTA reference to AT only format (A represents purine (A/G) and T represents pyrimidine (C/T)). AT only SAM files were converted back to original reads and filtered to make sure only reads with A to G or C to T mutations were preserved. Filtered SAM files were used to generate base content at each genomic position, which was used to calculate A to G and C to T ratio. **b**, Alignment results of *E. coli* MG1655 strand-specific WGS data (unconverted or artificially introduced AtoG/GtoA/CtoT base change for all FASTQ reads­­ (85bp)) indicate that NT-seq analysis workflow can tolerate all possible base conversions by nitrite treatment.

**
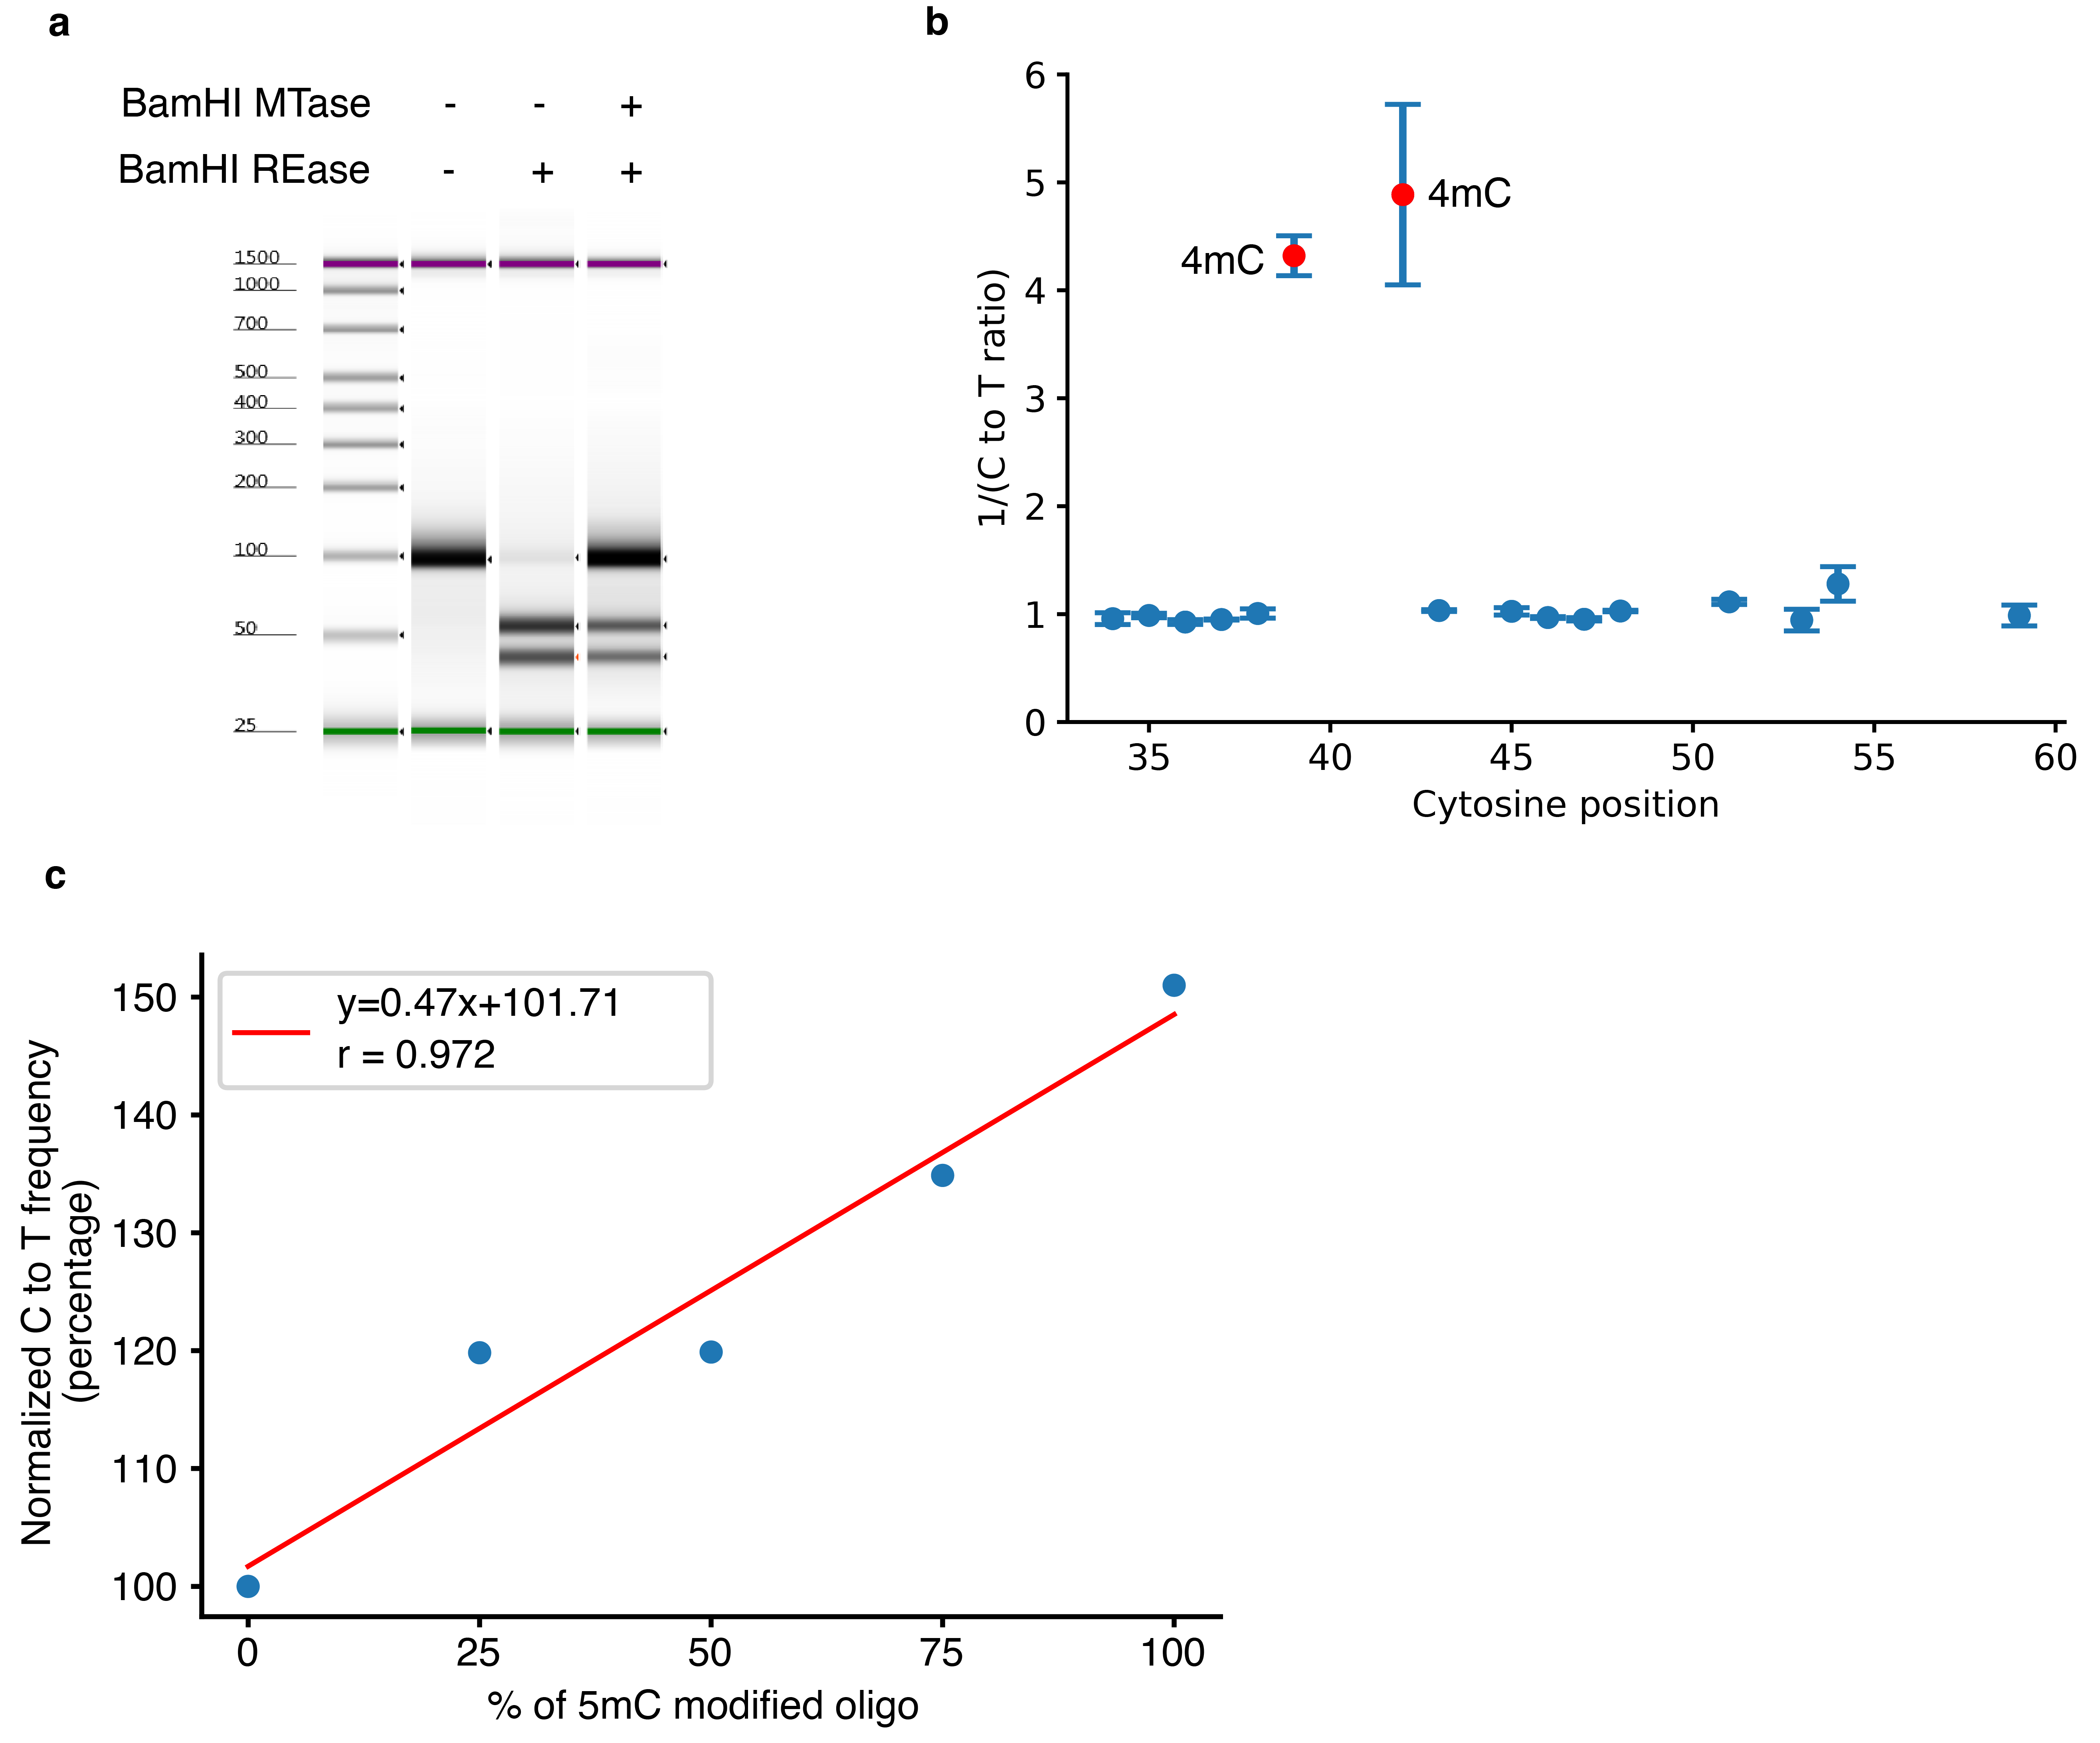
**

**﻿**Fig. S12**. Additional information for methylation detection in oligonucleotides by NT-seq. a**, Tapestation D1000 tape result indicates successful 4mC methylation by BamHI methyltransferase in oligo. **b**, The inverse of C to T ratio at cytosine sites between unmodified oligo and oligo modified by BamHI methyltransferase from another batch of the experiment. Both samples were treated and sequenced as triplicates. Dots represent the mean and error bars represent standard deviation. **c**, Correlation between normalized C to T frequency of 5mC site and the percentage of 5mC modified oligo.

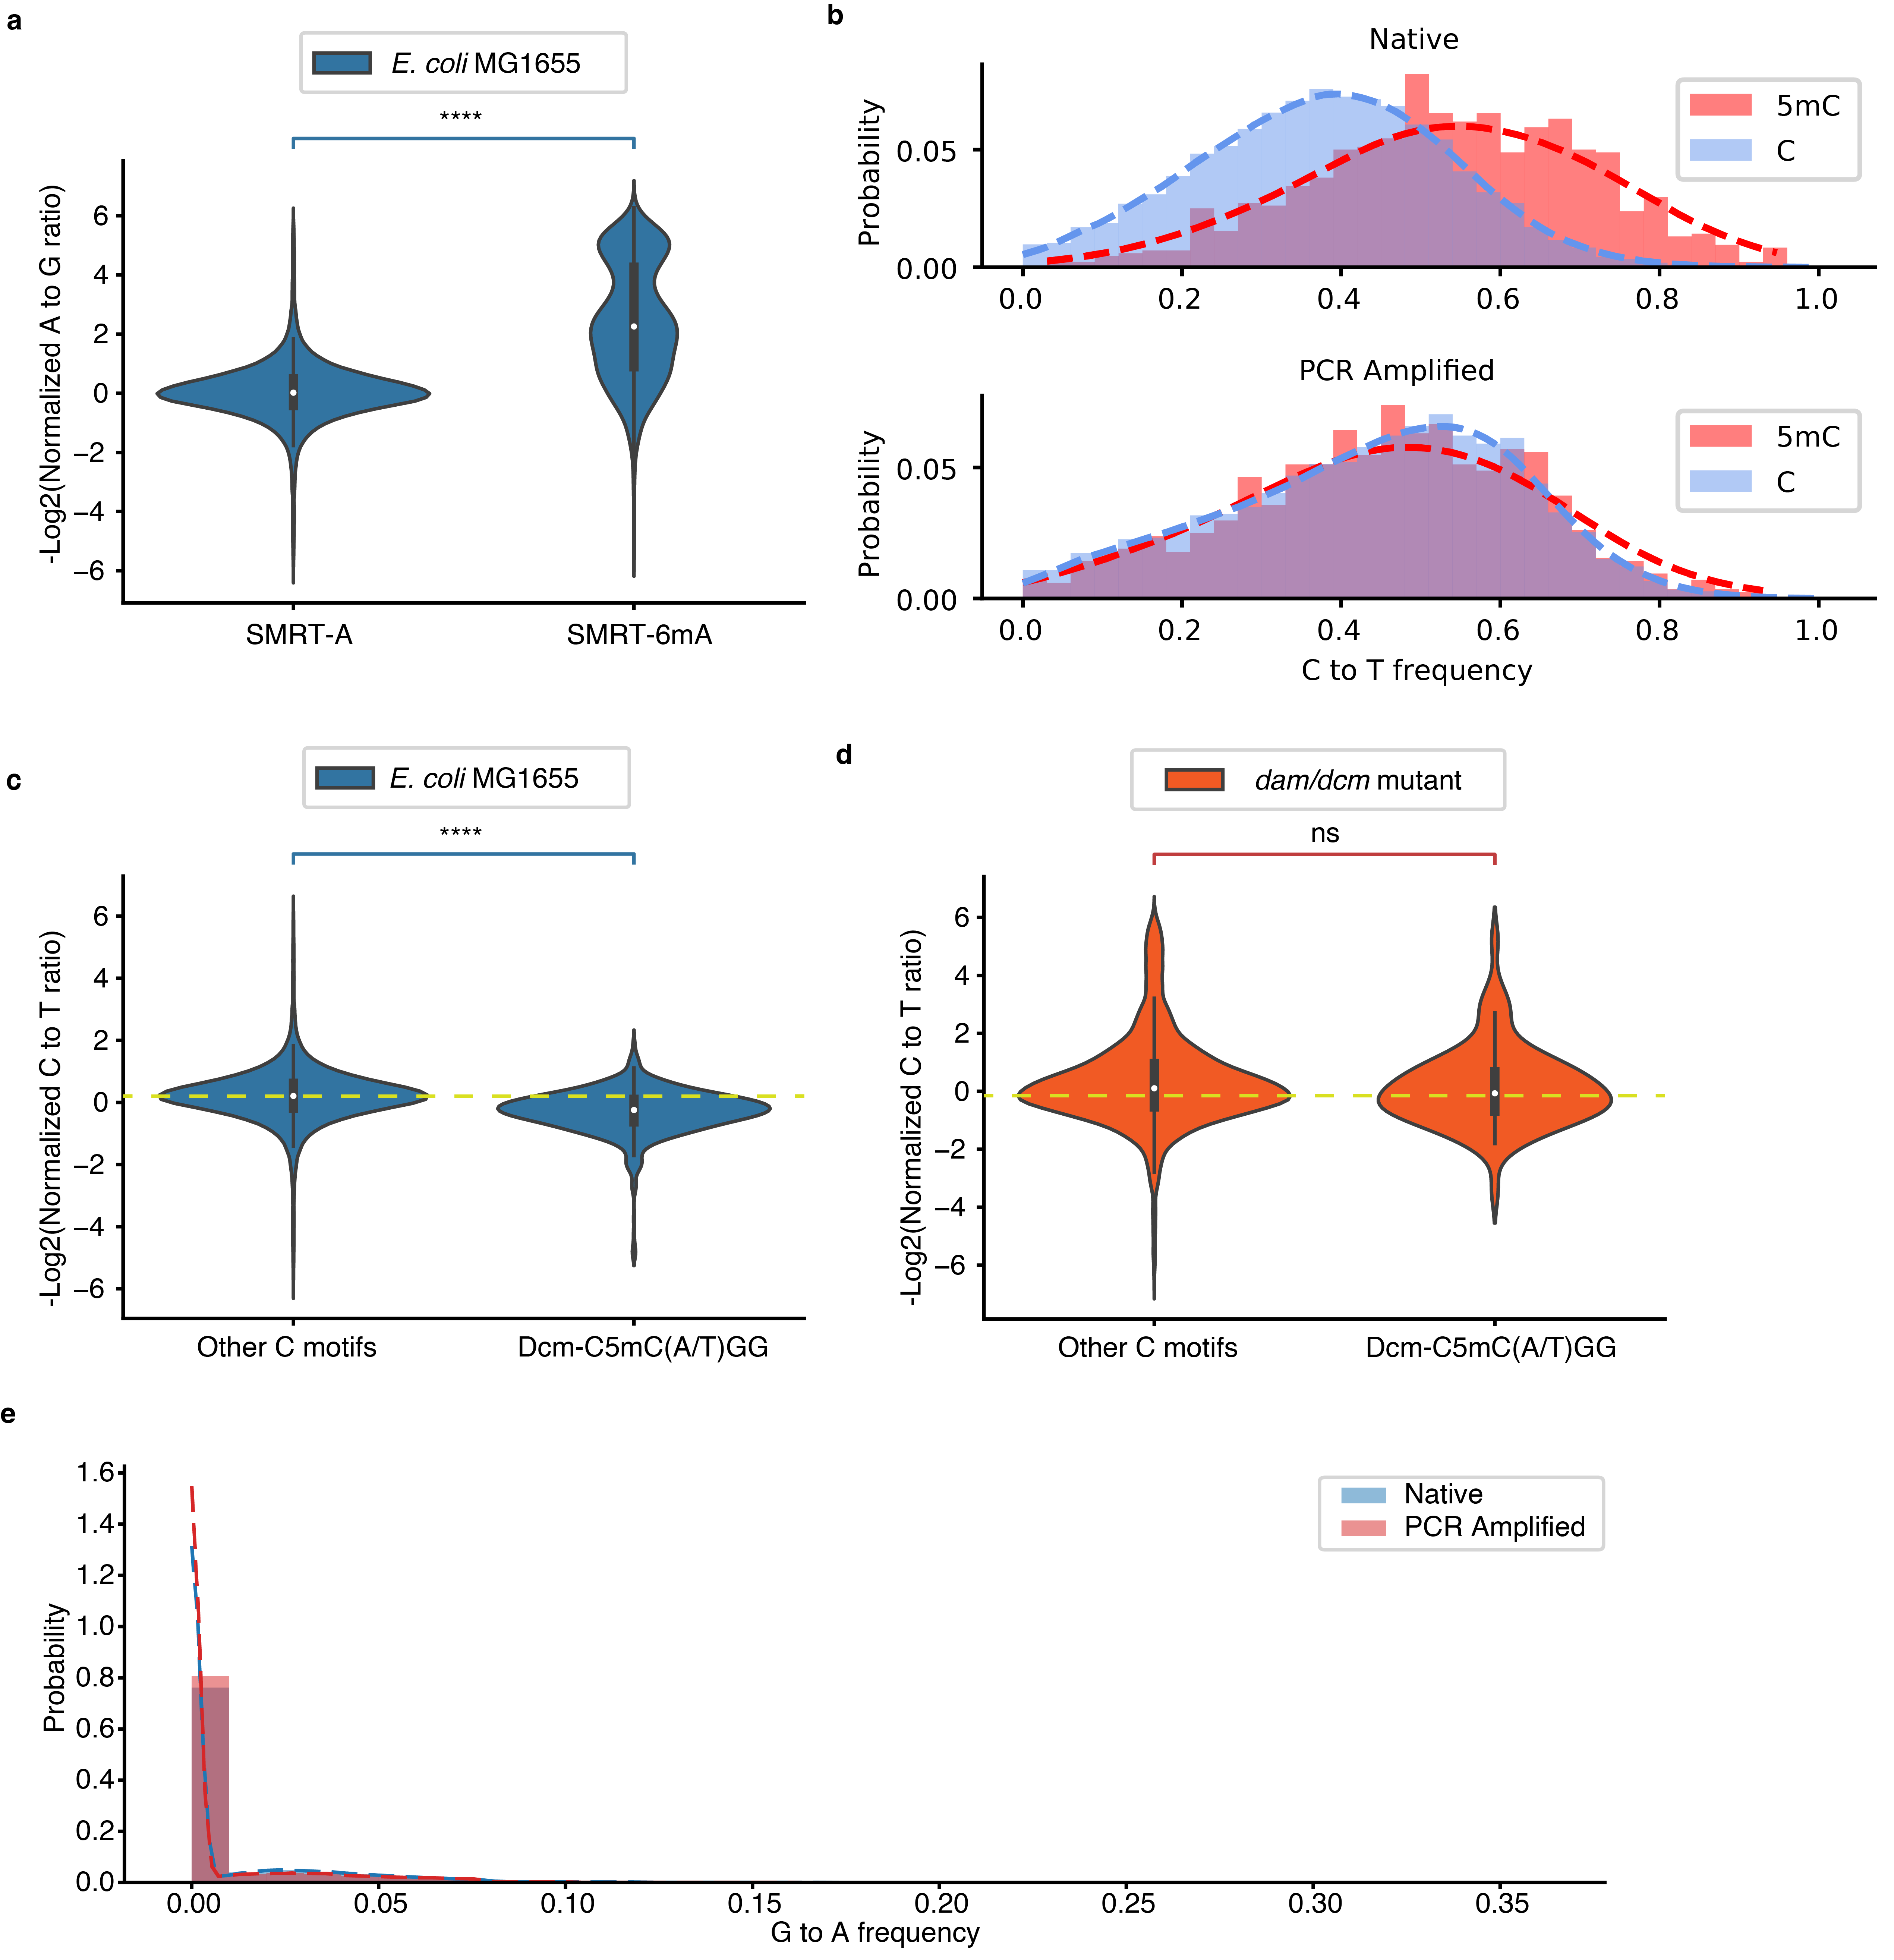

Fig. S13**. Additional information for methylation detection in *E. coli* genome by NT-seq. a**, Negative log normalized A to G ratio of 6mA sites identified by SMRT-seq in *E. coli* MG1655. **b,** C to T frequency at known 5mC sites (C5mCWGG) and unmethylated C sites in *E. coli* MG1655 genome from native and PCR amplified DNA. **c-d**, Negative log normalized C to T ratio of different 5mC motifs in *E. coli* strain MG1655 (**d**) and *dam/dcm/hsdR* mutated strain (**d**). **e**, G to A frequency at G sites in *E. coli* MG1655 genome from native and PCR amplified DNA. Only motifs with sequencing depth larger than 25X were considered for violin plots. Statistic test were performed by two-sided Mann-Whitney-Wilcoxon (MWW) test with Bonferroni correction (ns: *P* > 1.0e-3; ****: *P* <= 1.0e-6).

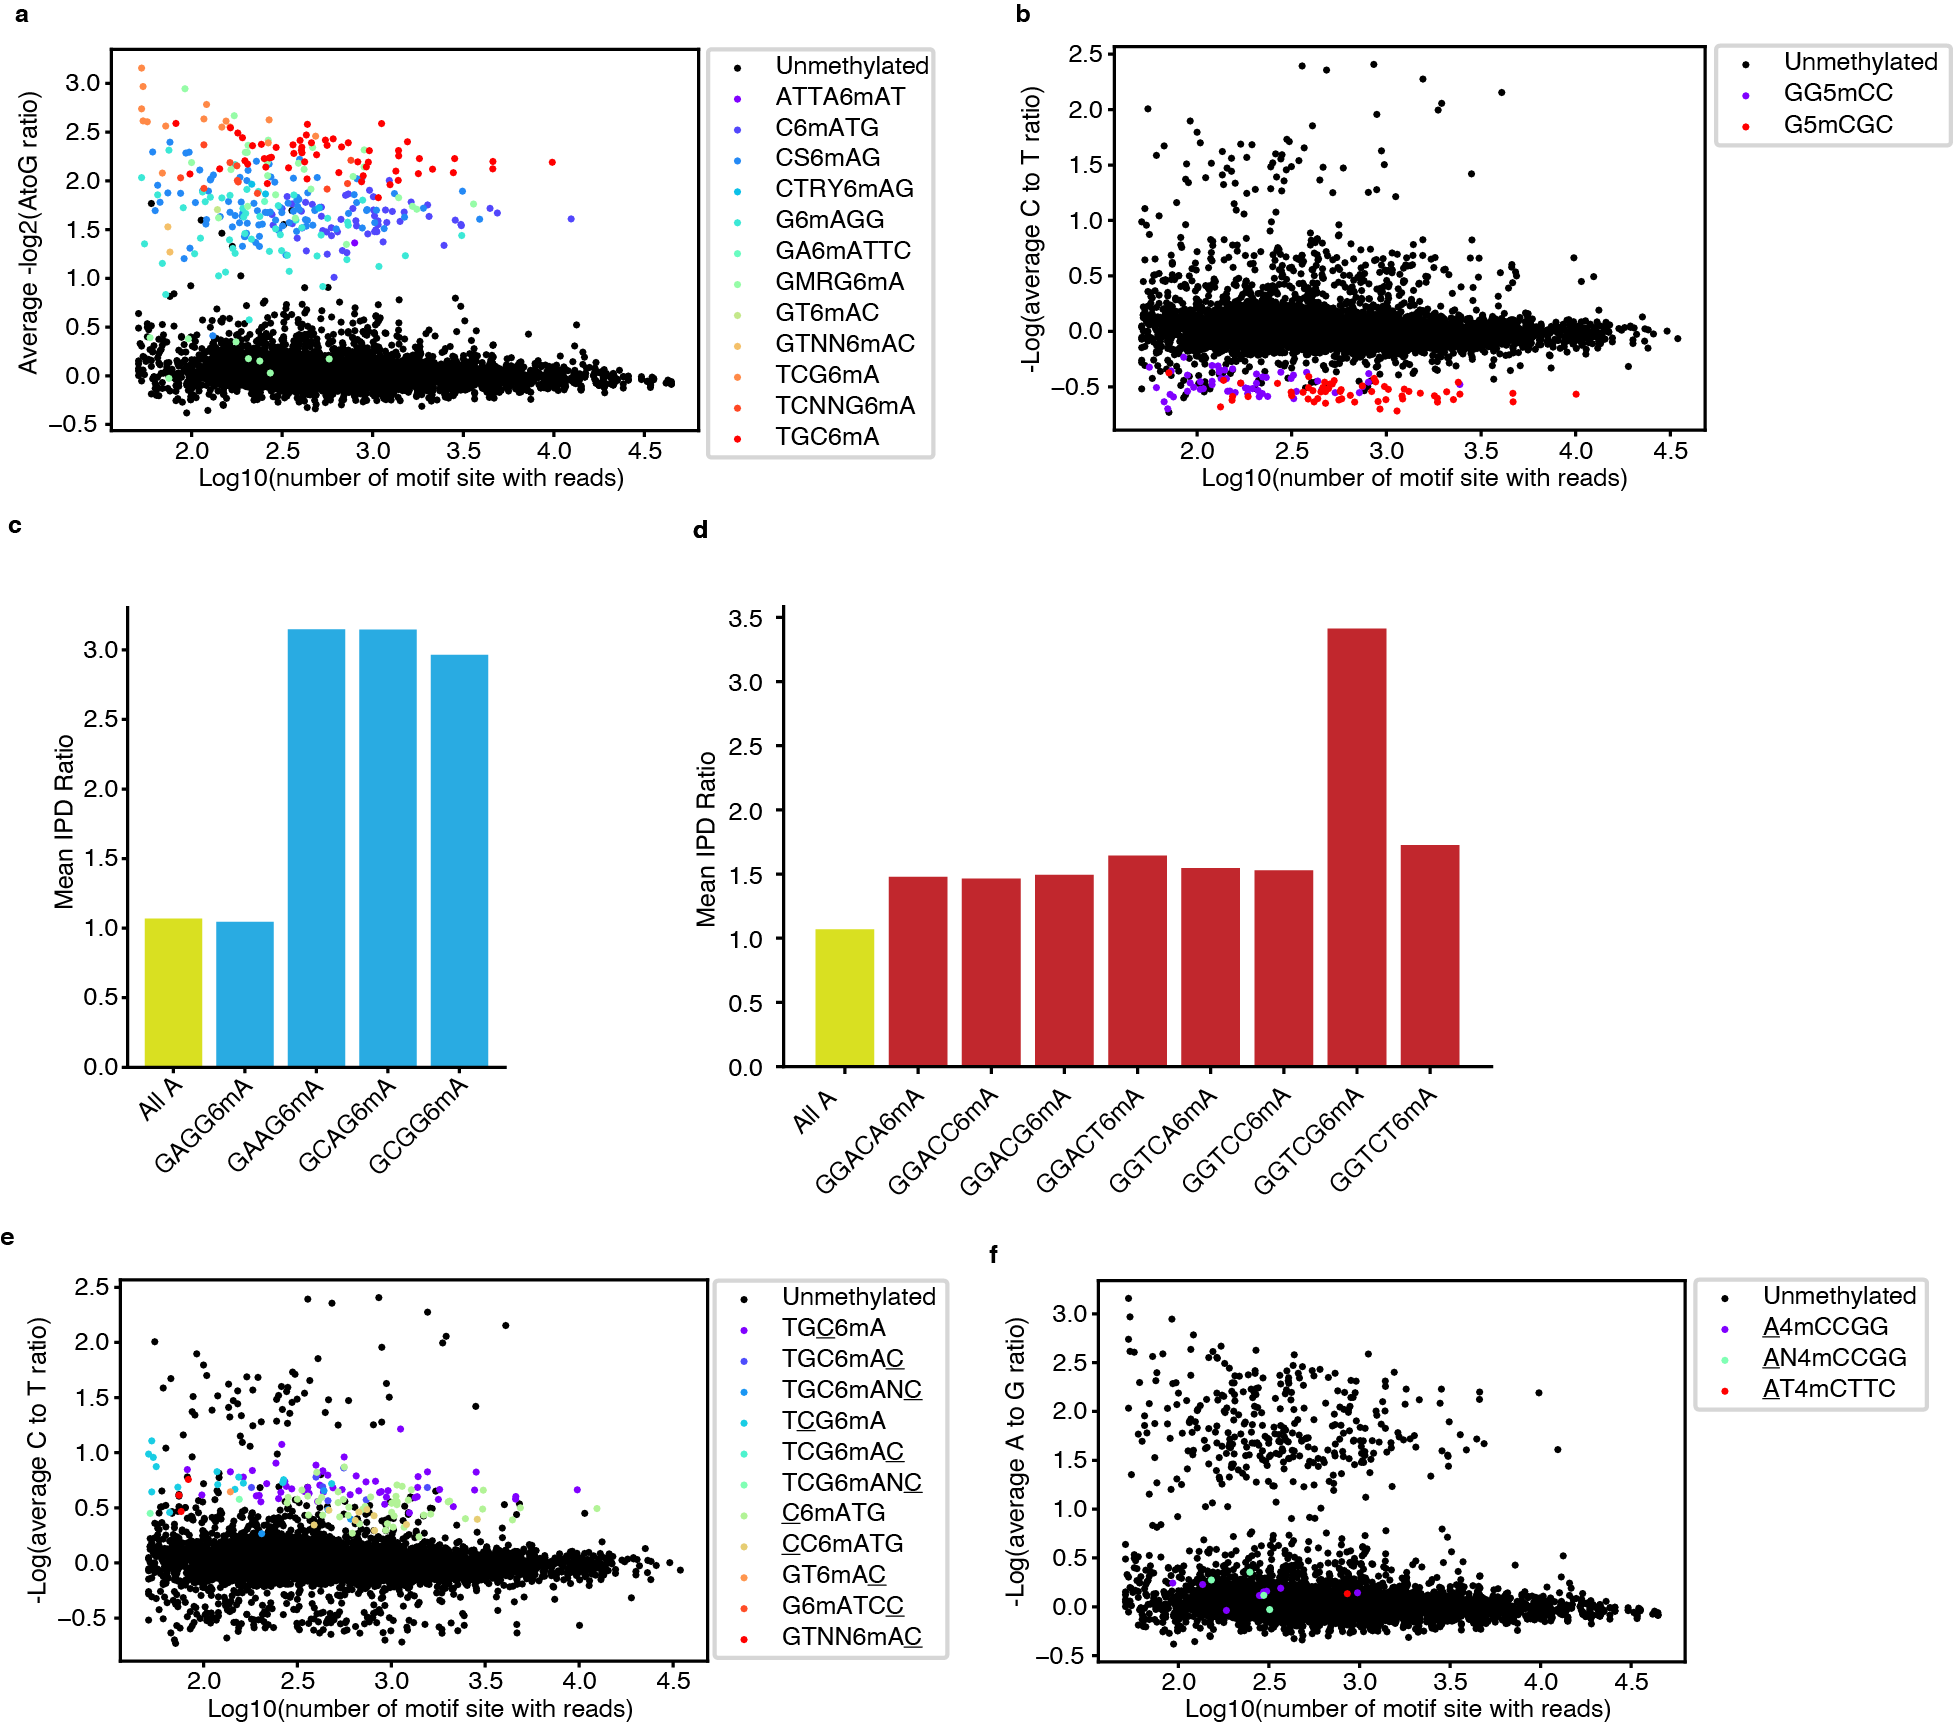

Fig. S14**. Additional information for De novo discovery of methylation motifs in *H. pylori* genome by NT-seq. a**, Scatter plot of the median difference of -Log2FC between any 4mer-6mer A motif and the remaining A sites (Previously reported 6mA motifs are labeled in color). **b**, Scatter plot of the median difference of -Log2FC between any 4mer-6mer C motif and the remaining C sites (reported 5mC motifs are labeled in color). **c**, Mean IPD Ratio of four sub-motifs of GMRG6mA from SMRT-seq. **d**, Mean IPD ratio of eight sub-motifs of GGWCN6mA from SMRT-seq. **e**, Scatter plot indicates nitrite treated 6mA can impact surrounding nucleotide incorporation. **f**, Scatter plot indicates nitrite treated 4mC does not impact surrounding nucleotide incorporation.

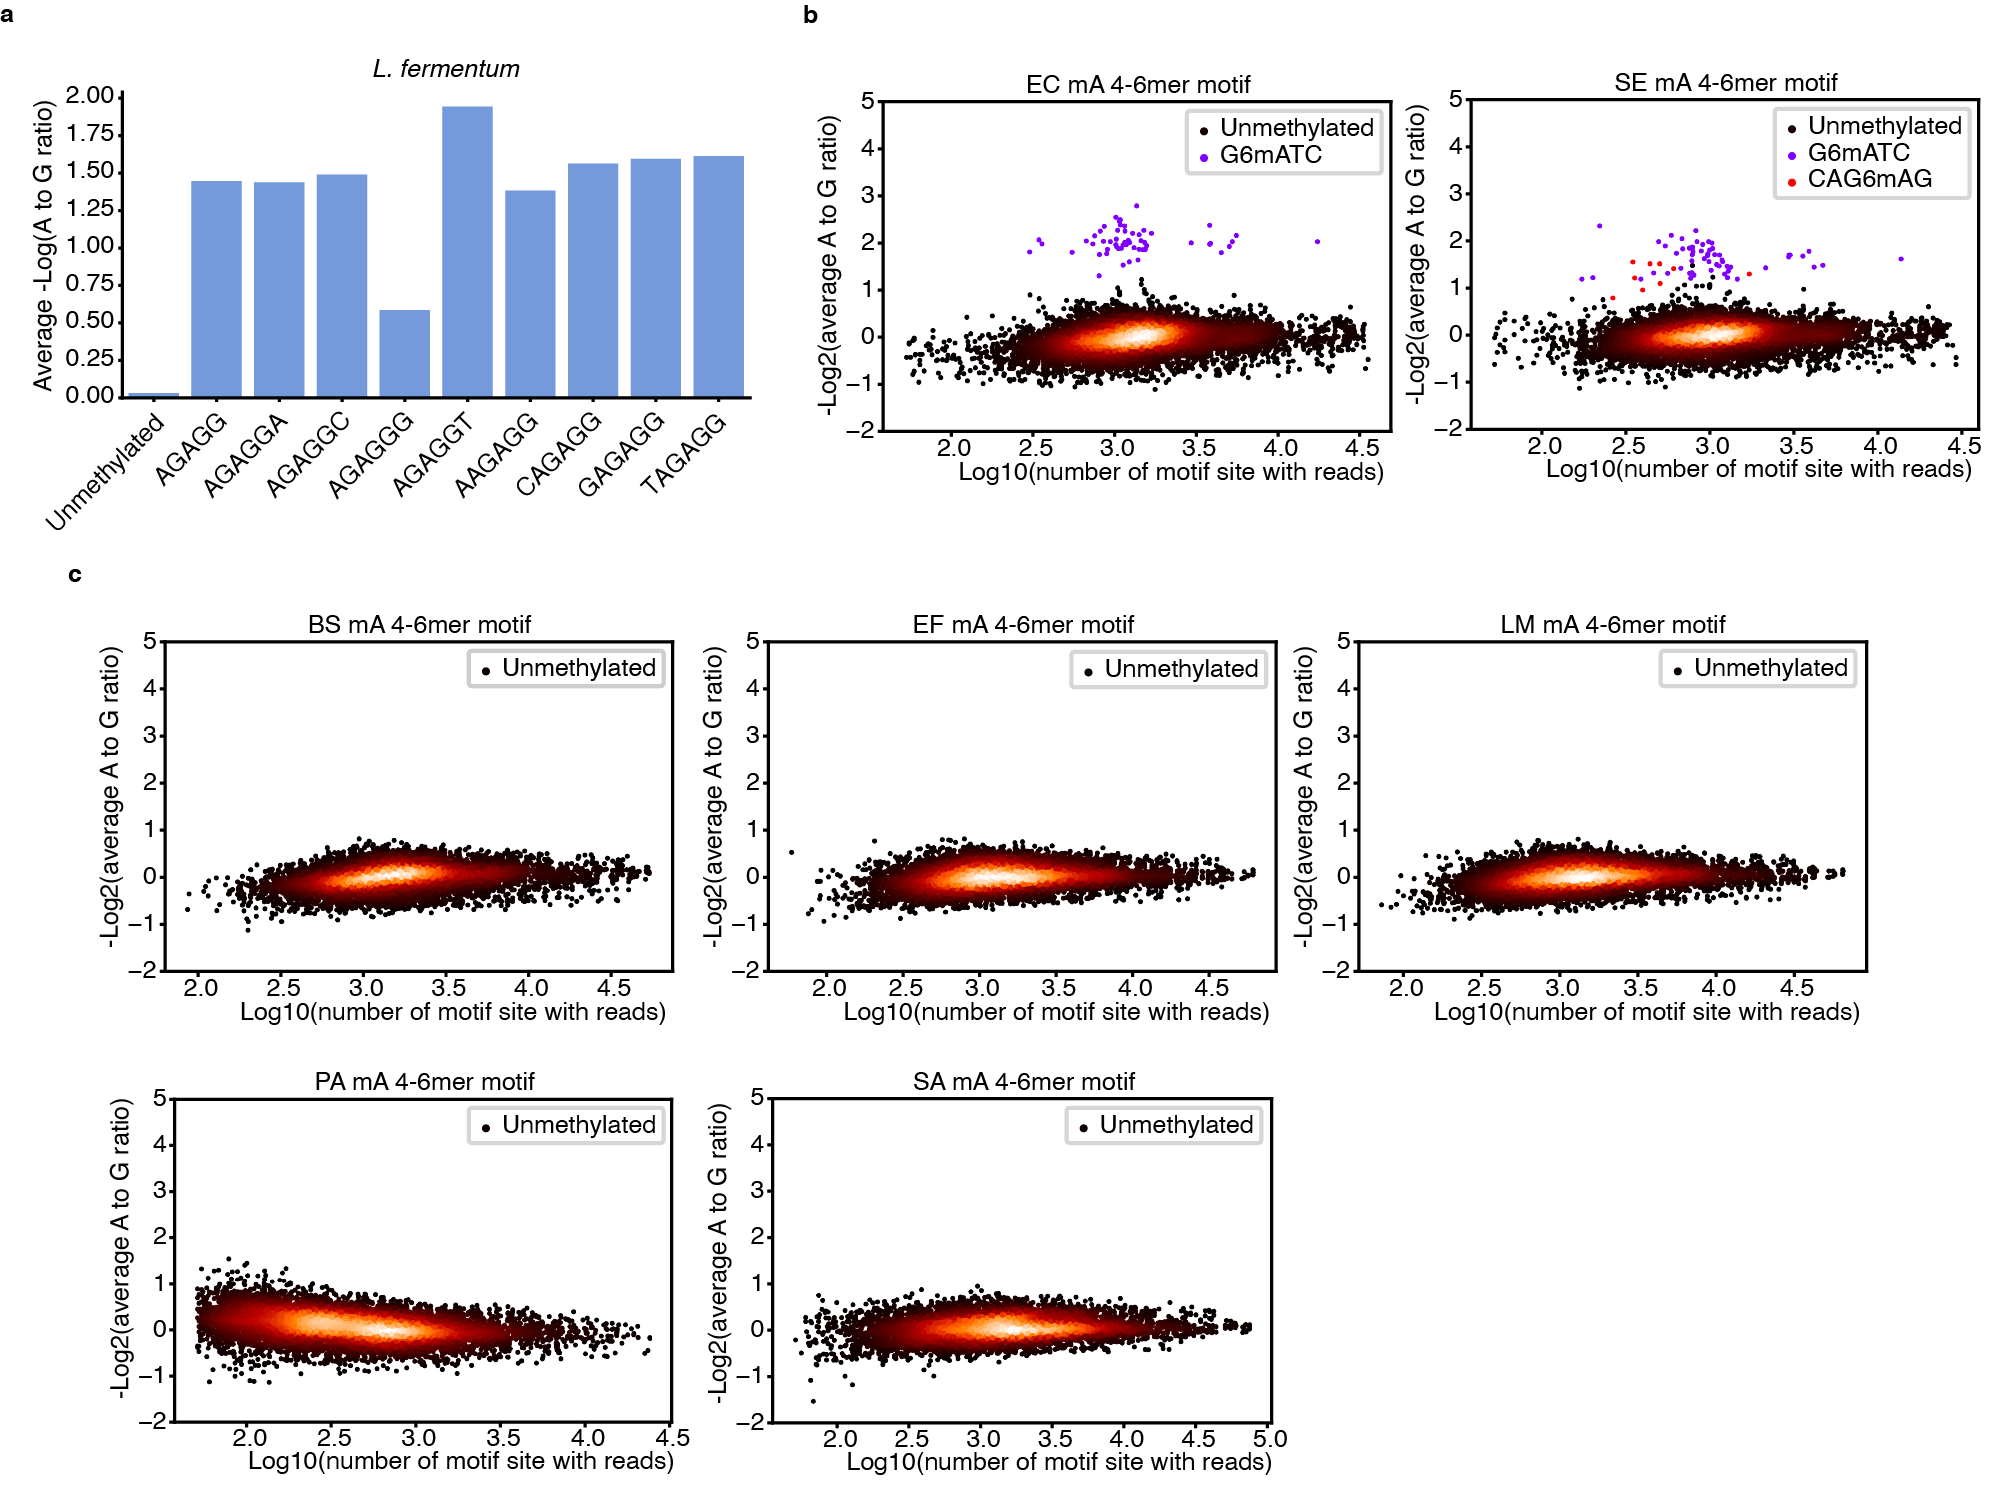

Fig. S15**. Additional information for NT-seq in microbial community reference.** **a**, Average A to G ratio at all 4-6mer sub-motifs of AG6mAGG in *L. fermentum*. **b**, Average A to G ratio of all possible 4-6mer adenine motifs in *E. coli* and *S. enterica.* **c**, Average A to G ratio of all possible 4-6mer adenine motifs in *B. subtili*, *E. faecalis*, *L. monocytogenes*, *S. aureus*, and *P. aeruginosa.*

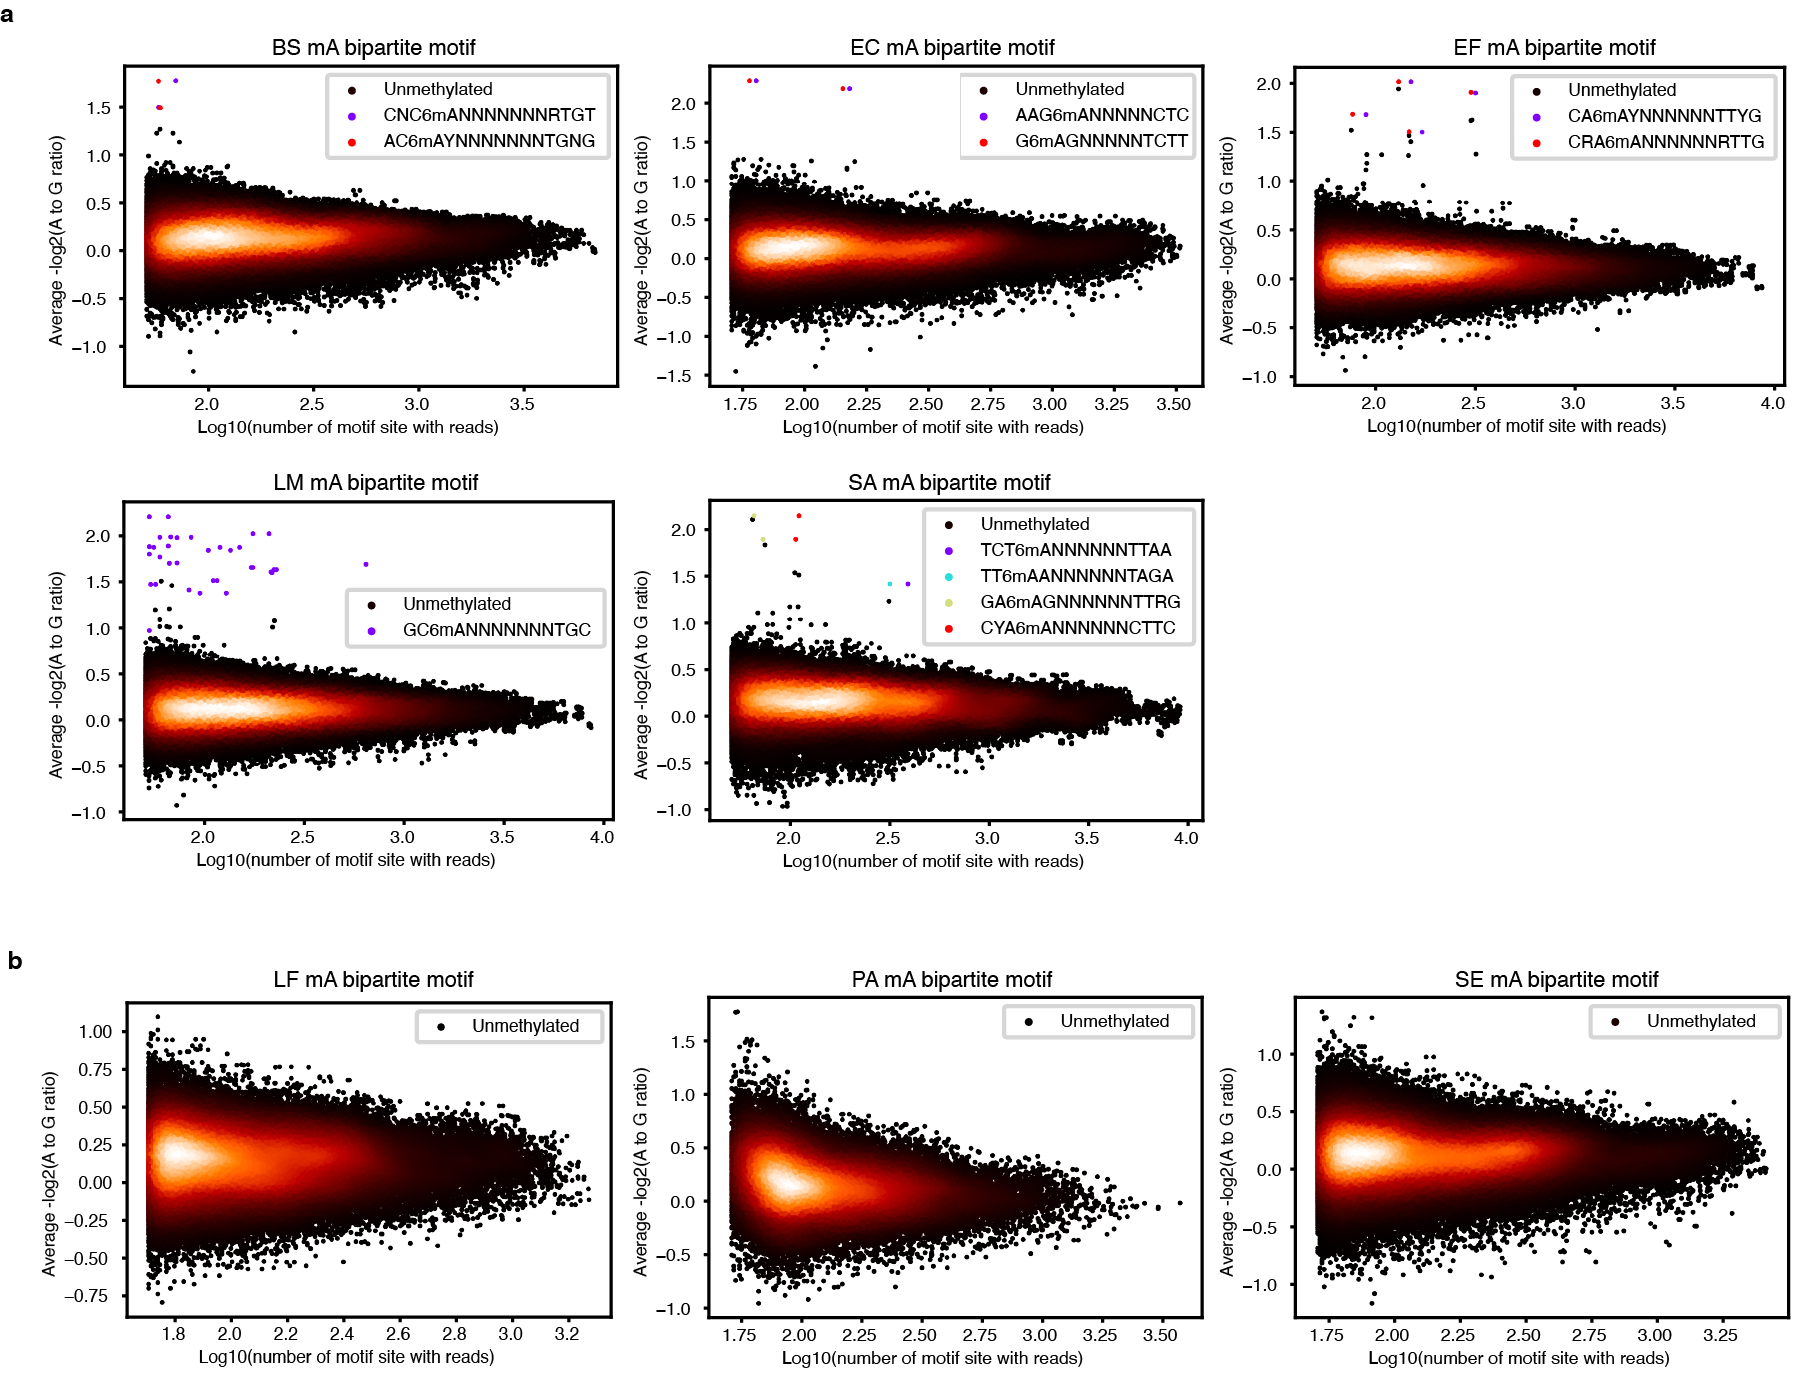

Fig. S16**. Additional information for NT-seq in microbial community reference.** **a**, Average A to G ratio of common type I RM motifs in *B. subtili*, *E. coli, E. faecalis*, *L. monocytogenes*, and *S. aureus.* **b**, Average A to G ratio of common type I RM motifs in *L. fermentum*, *P. aeruginosa*, and *S. enterica.*

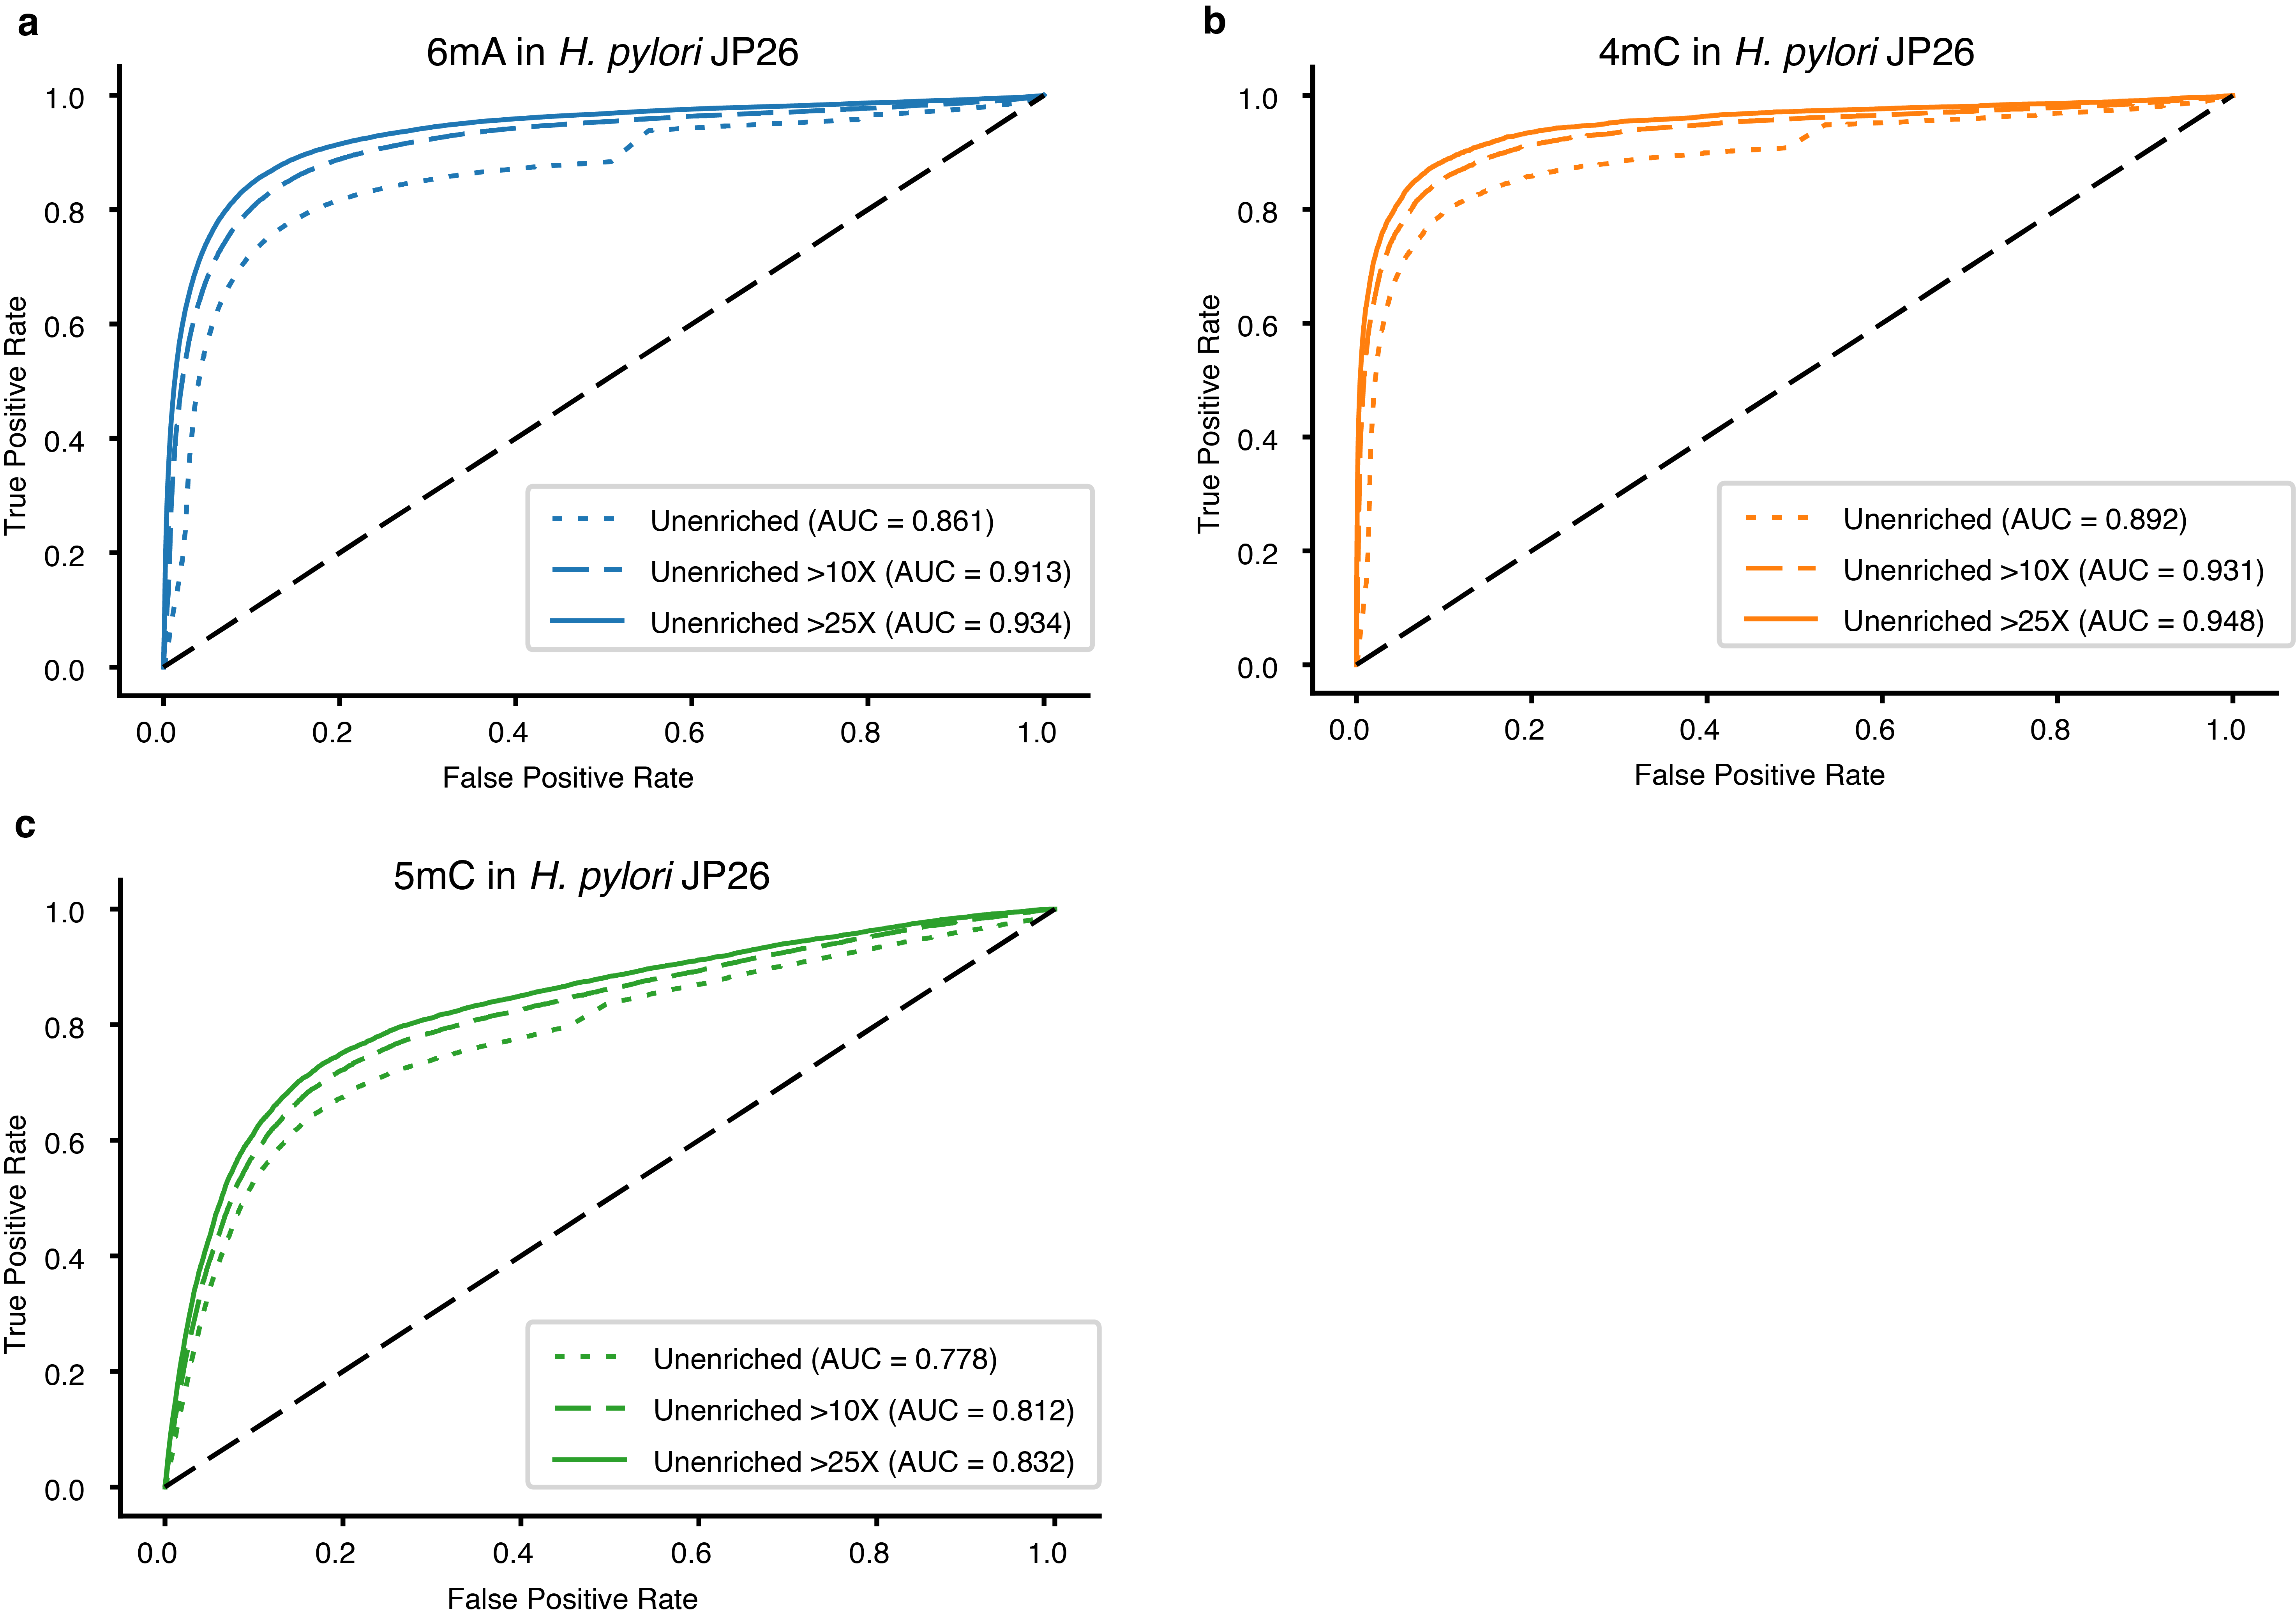

Fig. S17**. NT-seq performance in detecting 6mA, 4mC, and 5mC at single-base resolution in *H. pylori* JP26 genome**. **a**, ROC curves show the performance of NT-seq in detecting 6mA at single-base resolution using different sequencing depth filtering. **b**, ROC curves show the performance of NT-seq in detecting 4mC at single-base resolution using different sequencing depth filtering. **c**, ROC curves show the performance of NT-seq in detecting 5mC at single-base resolution using different sequencing depth filtering. Methylation sites within NT-seq and SMRT-seq detected methylation motifs are used as the golden standard.

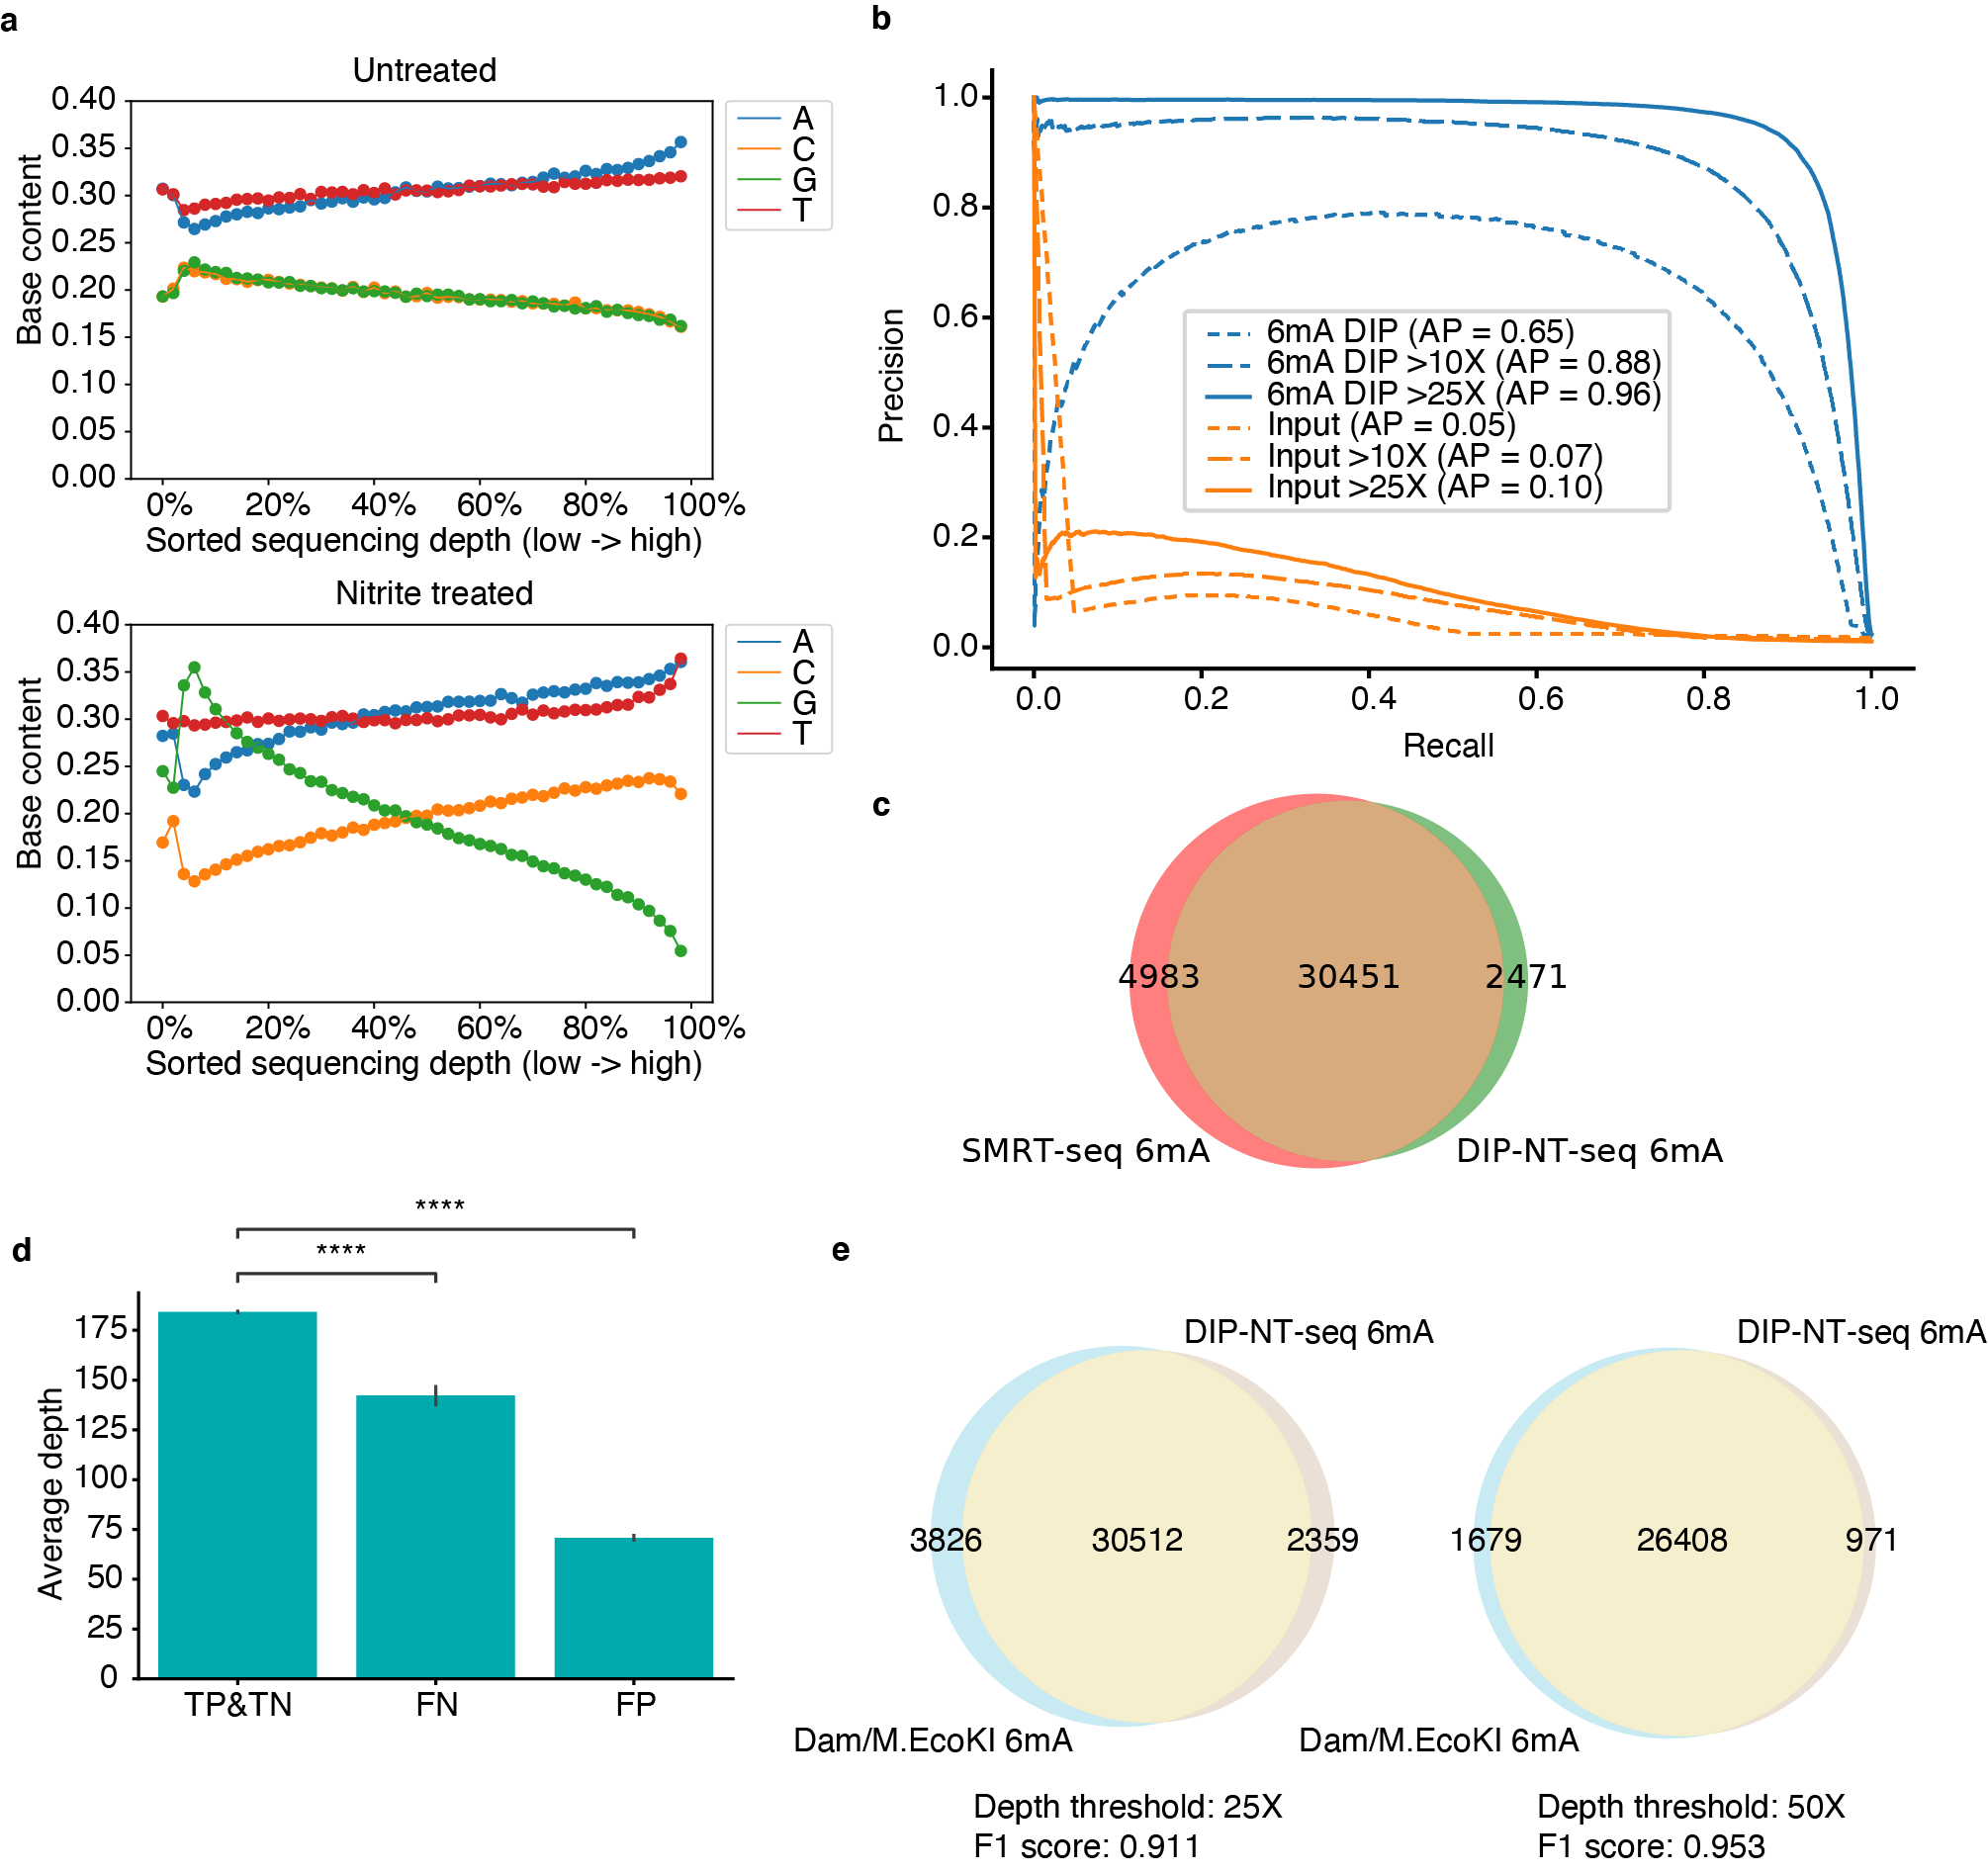

Fig. S18**. Additional information for single-base detection of 6mA by DIP-NT-seq in *E. coli*.** **a**, Correlation between base content and sequencing depth in *H. pylori* genome with or without nitrite treatment. **b**, Precision-Recall curve evaluation of DIP-NT-seq for 6mA detection in *E. coli* genome. **c**, Comparison between SMRT detected 6mA and DIP-NT-seq detected 6mA (Only 6mA sites with sequencing depth >25X in DIP-NT-seq are considered). **d**, Barplot shows that misclassified 6mA positions tend to have low sequencing depth. **e**, Overlap of DIP-NT-seq 6mA and Dam/M.EcoKI 6mA at different sequencing depth thresholds. Statistic tests were performed by two-sided Mann-Whitney-Wilcoxon (MWW) test with Bonferroni correction (****: *P* <= 1.0e-6).

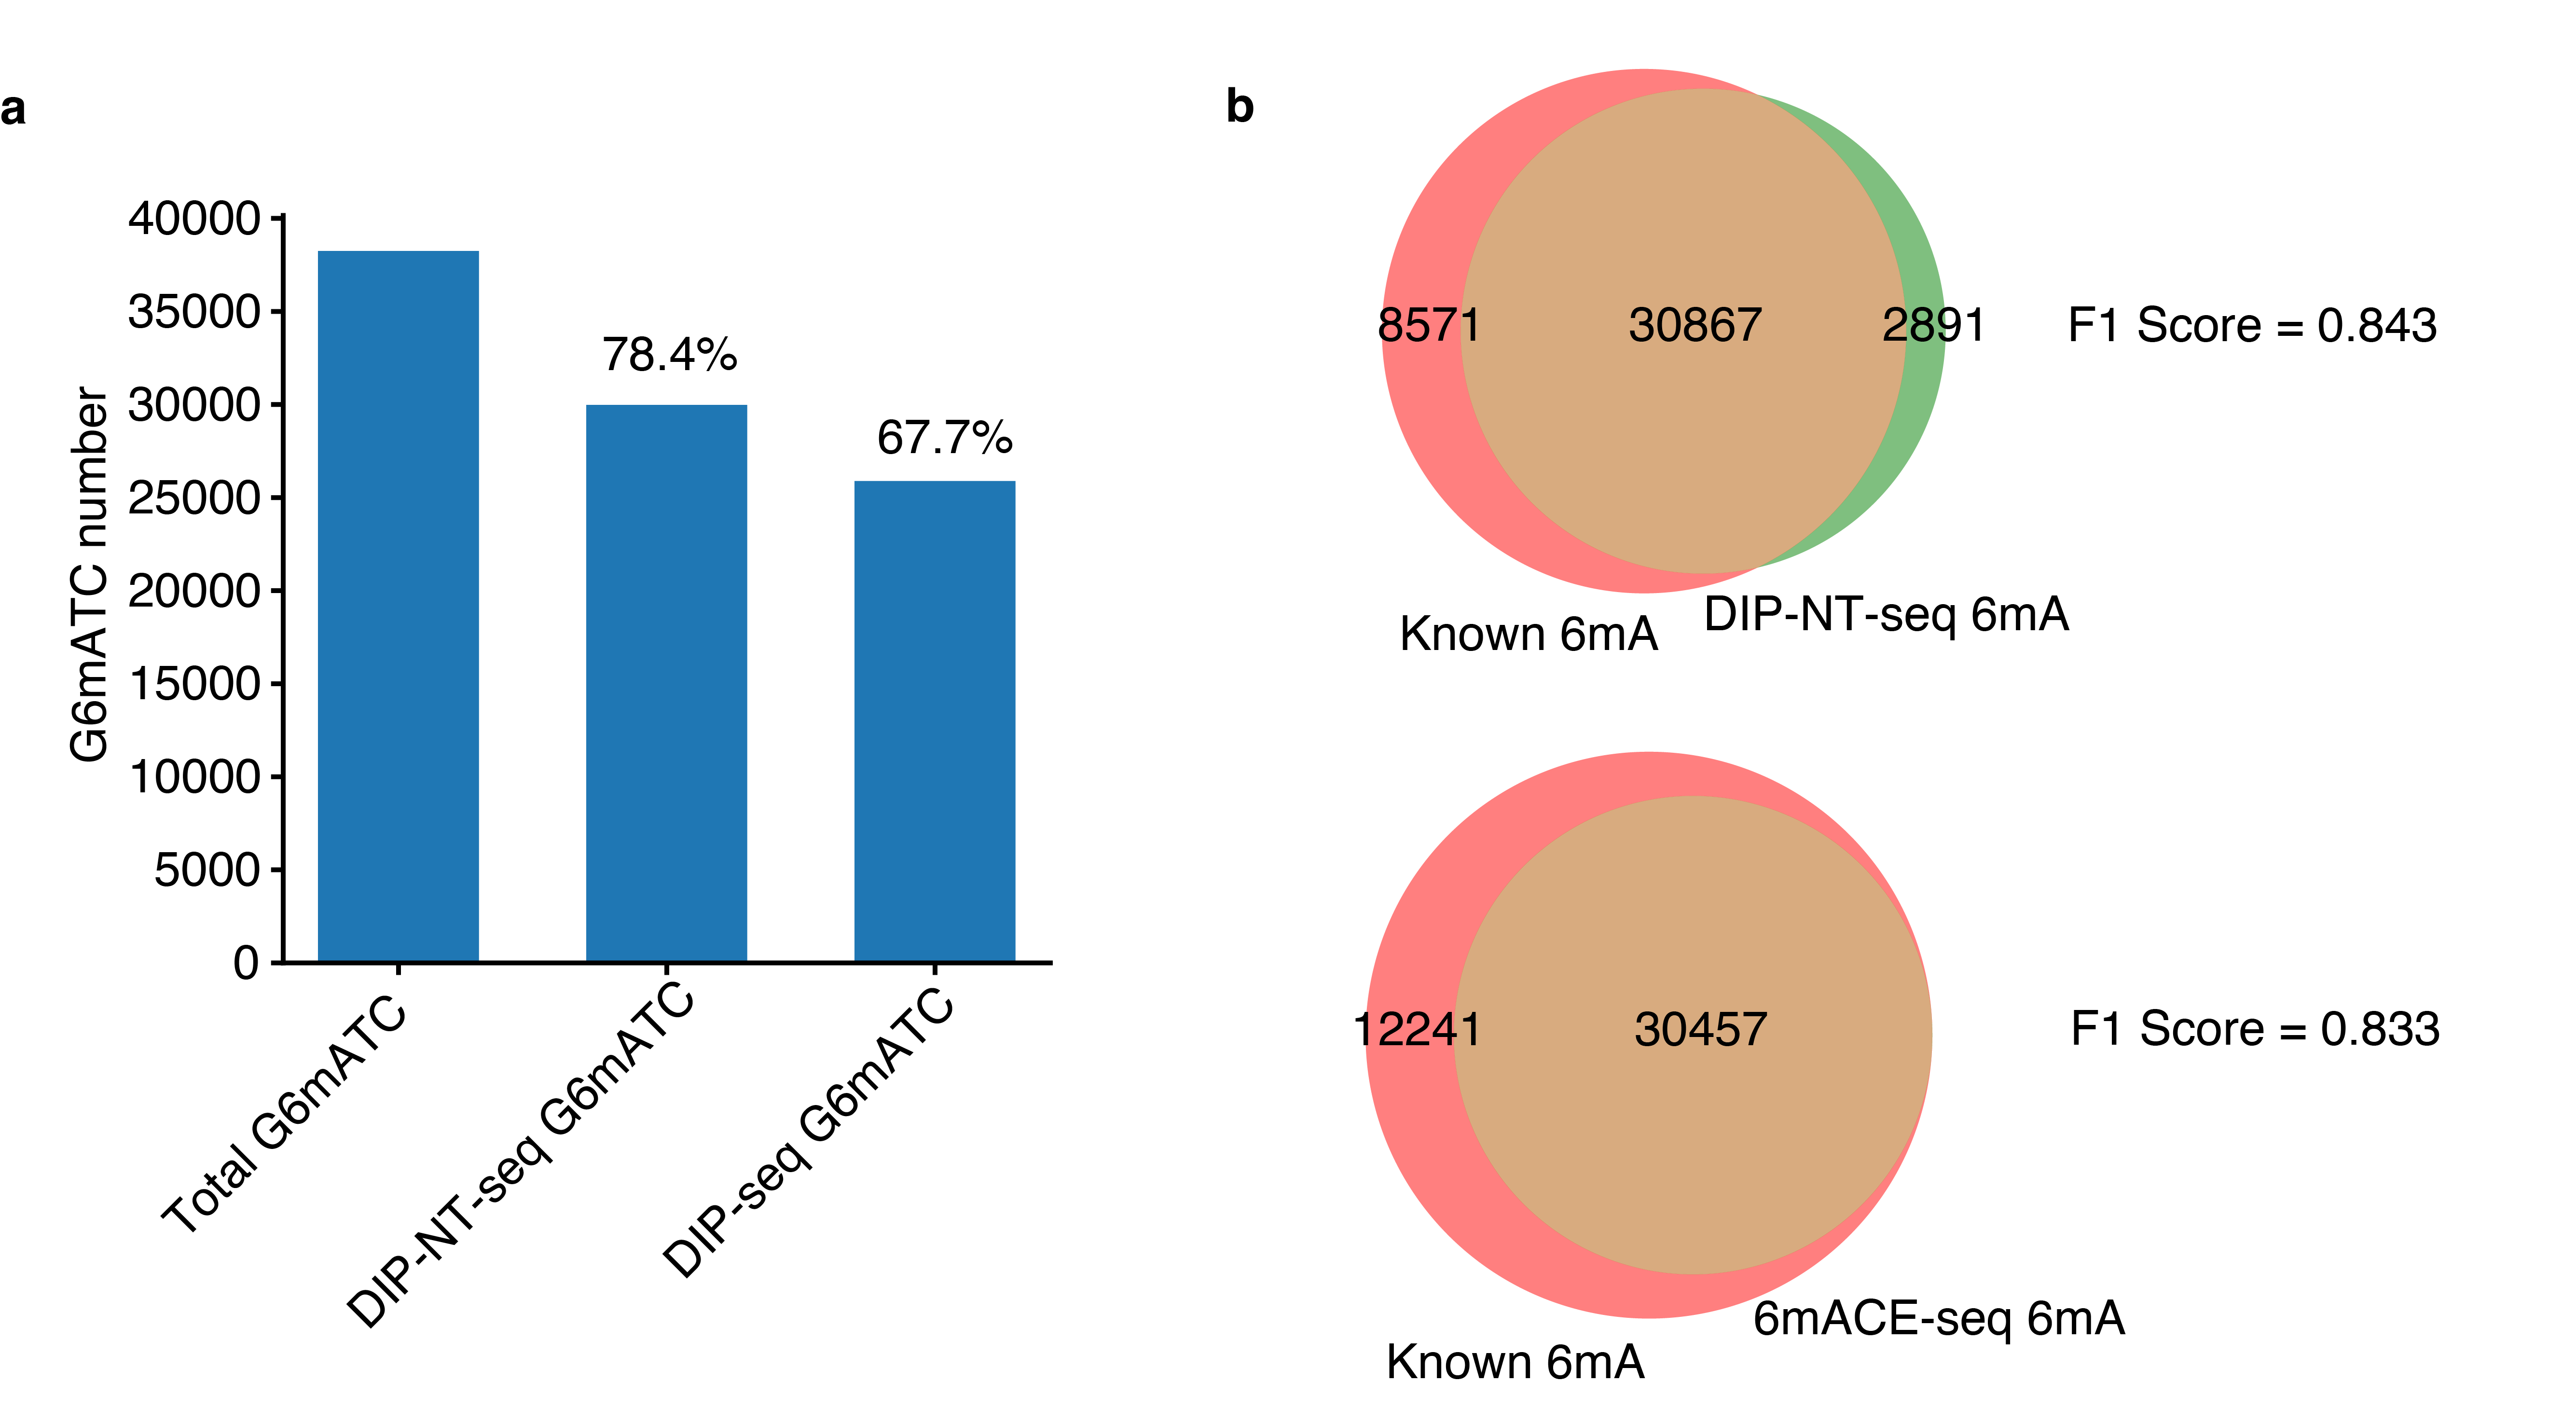

Fig. S19**. Performance comparison between DIP-NT-seq and DIP-seq/6mACE-seq for 6mA detection in *E. coli* genome. a,** Bar chart indicates DIP-NT-seq can detect 11% more 6mA sites within GATC motif in *E. coli* genome than traditional 6mA DIP-seq [18]. **b,** Venn diagrams indicate that DIP-NT-seq (*E. coli* MG1655) detects 6mA at a similar performance as previously reported 6mACE-seq (*E. coli* UTI89) [10] at single-base resolution in the *E. coli* genome.

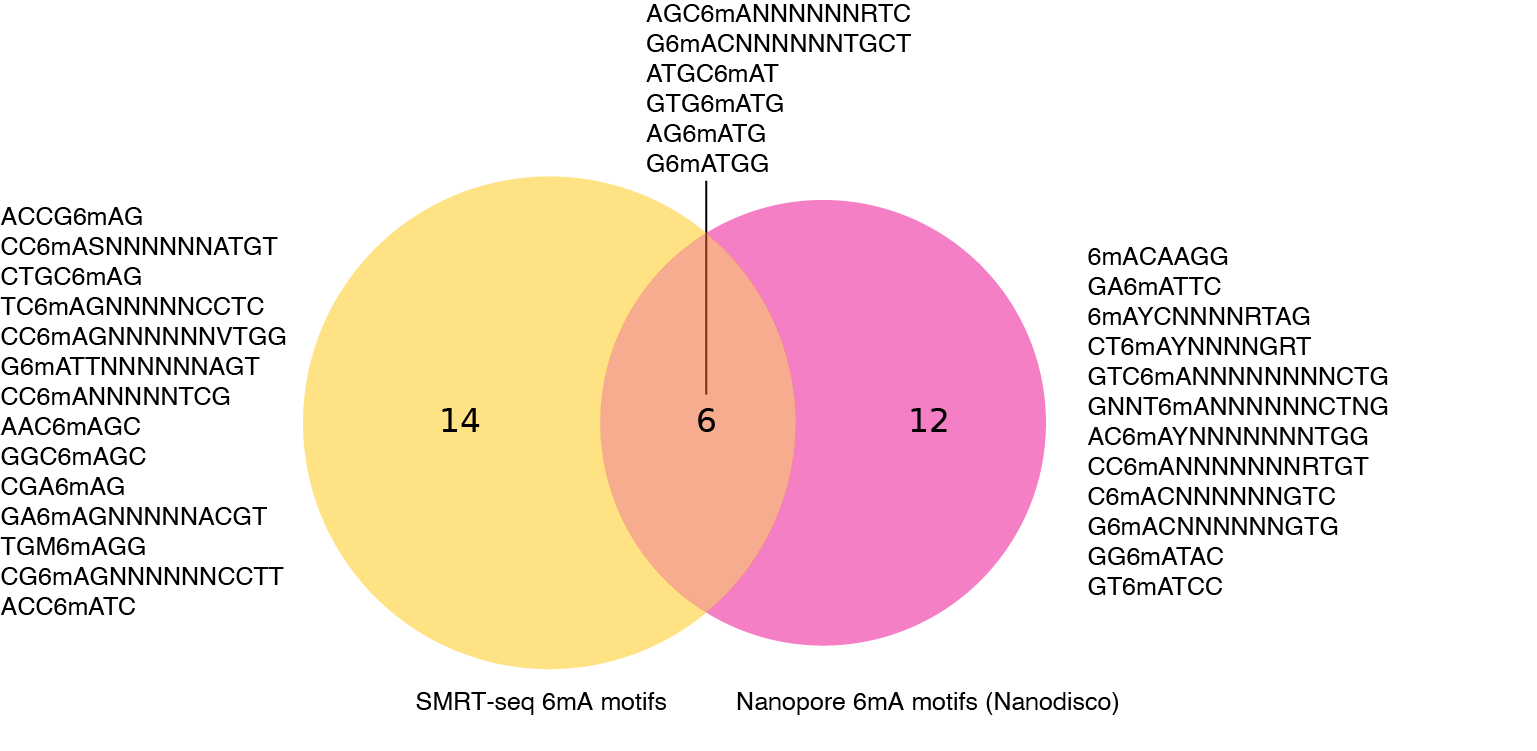

Fig. S20**. Comparison between SMRT-seq detected 6mA motifs and Nanopore sequencing detected 6mA motifs by nanodisco in a mouse gut microbiome sample.**

One-third of the 6mA motifs detected by nanodisco[17] overlap with more reliable SMRT-seq[9] 6mA motifs, indicating current computational tools for Nanopore sequencing are insufficient to reliably detect 6mA motifs from unknown samples.

How the deposited data were processed for this re-analysis (not part of the article)

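The samples analysed here are the 6mA-DIP part of the study, 10 libraries with 1 library per condition. *E. coli* MG1655 has a native and a PCR control library of DIP-NT-seq. *Oxytricha* WT and the MTA1 mutant each have a native and a PCR control library of DIP-NT-seq, a DIP-seq library and an input library. The unenriched NT-seq libraries, the SMRT-seq, 6mACE-seq and published DIP-seq calls, and the input libraries were not analysed here.

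For the DIP-NT-seq files, the authors trimmed reads with Cutadapt, removed duplicates with Clumpify, aligned reads reduced to purines and pyrimidines with Bowtie2, removed reads with little or unwanted conversion, and deposited the count of A, C, G and T at each position and strand. At every position the deposited base counts summed to the depth column. In the *E. coli* file the base on the reverse strand was the complement in 100% of positions. In the *Oxytricha* files, positions of the minus strand were found to use the letters of the plus strand, and were complemented. For the DIP-seq files, the authors aligned reads with Bowtie2 and called peaks with MACS3 at default settings. The deposited lists give for each peak a score, a fold enrichment and the −log10 of the p-value and q-value, which are the authors' values and are used here to describe and filter peaks within each list. Which library served as the control for the calls is not given in the sources used here.

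From the counts, an A to G frequency was computed for each adenine as the G count plus 0.5 over the A and G counts plus 1, and the ratio of native to PCR frequency was divided by the ratio of their means and put on the −log2 scale. Cytosines were treated the same way with C to T counts. A depth of at least 25 reads was required in both libraries. Known 6mA in *E. coli* is the adenine of GATC, the second adenine of AACN6GTGC and the adenine of GCACN6GTT on both strands, 39438 adenines in all. The AUC, the average precision and the highest F1 score over all cut-offs were computed against these, and the cut-off of the highest F1 score at 25×, 1.60, was applied to *Oxytricha*. *Oxytricha* bases were inferred from the pooled reads. A position on its own strand was called adenine where A and G made up at least 90% of reads and A at least 10%, and cytosine likewise. Where 30 reads or more covered both strands, the base inferred from each strand was the same at 96.4% of 48448 positions in WT and 95.4% of 2741 in the mutant. A G position with an A allele cannot be told from a converted adenine by this rule. An adenine with A in fewer than 10% of its reads is left out by it, so that the adenines kept are the less converted ones. The effect of this on the shares past the cut-off in *Oxytricha* was not tested.

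Depth limits precision. The median depth per position and strand was 103 and 32 reads in the *E. coli* native and PCR libraries, and 6 and 8 reads in the WT and 4 and 8 reads in the mutant *Oxytricha* libraries, so the analysis of *Oxytricha* rests on the few positions that reached 25 reads. Shares have exact 95% binomial intervals. The AUC, average precision, F1 score and median difference have intervals from 500 bootstrap draws of 10 kb segments, and *Oxytricha* ratios from 500 draws of contigs. All of these describe the libraries and not the variation between replicates. Reads without molecular identifiers are not independent molecules, even after duplicate removal.

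With 1 library per condition, no test was made across conditions. The paper's Mann-Whitney-Wilcoxon tests over sites were not repeated, since sites of 1 library are not replicates. Fisher's exact test per site on converted and unconverted counts, with Benjamini-Hochberg adjustment at 0.05, was run as an alternative way to call sites and compares 2 libraries. The other alternatives changed the minimum depth and the library it applies to, the amount added to counts, the known sites, the centring, the cut-off by 0.5, the adenines compared between strains, the depth after thinning and the thresholds and overlaps of peaks. In all, 58 alternatives were set before the data were examined and 15 were added after. The frequencies over total depth among the latter came from a search through 172 combinations of frequency definition, minimum depth, library and scored sites, made to find the settings behind the paper's F1 scores and counts, so their closeness to the paper's values is a result of that search. The code was tested on simulated data first. With counts drawn at the depths of 200000 *E. coli* adenines and a difference of 2.87 on the log2 scale, the median difference came out at 2.80. With 10% of WT and 5% of mutant *Oxytricha* adenines made 6mA, at 344865 and 91895 adenines, 9.48% and 4.87% were recovered, a ratio of 0.514. The cut-off there came from the simulated *E. coli* counts, and reads were drawn as independent molecules. In WT *Oxytricha*, the standard deviation of the normalized A to G ratio was 1.36, against 0.407 in counts drawn from 1 frequency per adenine. This wider variation was not simulated, so the simulation tests the code and not whether the observed shares measure 6mA.

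The sites named in the text follow a rule written before the data were examined. They are the 10 GATC palindromes with the highest smallest depth over libraries and strands among those with at least 100 reads in both libraries on both strands and neither adenine past the 25× cut-off, the 3 adenines with the highest smaller depth past that cut-off outside the motifs, the 2 peaks with the highest fold enrichment in each strain, the contig with the most adenines past the cut-off in WT, and each *E. coli* motif the paper names. GATC sites in the origin of replication were also part of the rule and were not reported, since no *E. coli* annotation was used here. Positions are 1-based. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.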

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

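All tests in this part were chosen after the results were seen. The paper reports no cytosines for the DIP-NT-seq libraries, and both results below come from these.

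In *Oxytricha*, 8.24% of WT cytosines and 4.66% of mutant cytosines with 25 reads in both libraries were past the cut-off set for adenines, so that they were read as T less often in native DNA than in the PCR control. This was picked out as a signal in data the paper did not analyse, above the level between the PCR controls. Variation that is equally present in amplified DNA is argued against at the 68486 cytosines covered in all 4 libraries. There the WT native library put 4.47% past the cut-off against its PCR control (exact 95% interval 4.31% to 4.62%), and the mutant PCR control, thinned to the same reads per site, put 0.648% past it (0.590% to 0.711%). For the mutant native library, the values were 3.95% and 1.13%. The share fell with depth, from 13.0% at 25 to 29 reads to 0.841% at 200 reads or more in WT. Counts drawn at the same depths from 1 frequency per cytosine put 0.202% of WT cytosines past the cut-off. This covers counting error of reads taken as independent molecules, and thinning has the same limit, so sampling of few template molecules cannot be told apart from other causes. Uneven conversion along fragments also stays open, since the cytosine nearest to an adenine past the cut-off, within 5 bases, was itself past it in 19.6% of cases in WT against 6.88% beside other adenines. Few template molecules would give this too. Amplification would remove a cytosine modification as well, but native against PCR DNA cannot tell this from other differences between these libraries. No strain of the design is known to change a cytosine modification, so no biological explanation was tested.

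In the *E. coli* DIP-NT-seq libraries, the second C of the Dcm motif CCWGG had a median normalized C to T ratio of −0.42 on the −log2 scale at 12405 covered sites, against 0.01 at cytosines outside CCWGG, CCSGG and GATC. It was picked out as a signal in data the paper did not analyse, since the paper shows this motif for libraries without DIP (Fig. S13). The median C to T frequency was 46.2% in native DNA and 44.6% in the PCR control at Dcm sites, and 32.1% and 41.6% at the other cytosines. The sequence pattern alone is argued against by the second C of CCSGG, which differs from the Dcm motif in the middle base and had a median of −0.022 at 9082 sites. The AUC of Dcm cytosines against other cytosines was 0.223, where a value under 0.5 means that they are the more converted. It is computed from the same values as the medians and restates their difference, so it is no separate test. For these libraries, the higher conversion leaves 5mC at the Dcm motif open as a hypothesis, since nitrite deaminates 5mC faster according to the paper. In libraries without DIP, the paper reports that the rise at this motif was diminished in a *dam/dcm* mutant, and attributes it to 5mC. The design holds no strain without Dcm in these libraries, so no biological comparison was tested.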

How the results depend on the processing

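The alternatives below were set before the data were examined, unless they are said to be chosen after seeing the data. A value is described as moved when it left the 95% interval of the main value. Of 73 values under alternatives, 20 stayed within that interval and 53 moved. The intervals are narrow because they come from many sites of 1 library. No result reversed, but under the Fisher test the WT and mutant shares in *Oxytricha* were nearly equal and their intervals overlapped. No paired analysis was possible because each condition has 1 library, and there was no replicate to leave out.

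For the *E. coli* sites covered at 25×, the share was 96% with depth counted in the native library alone and 86.3% with depth above 25. With the native library alone, the median difference was 2.7, the AUC 0.987, the average precision 0.819 and the F1 score 0.778. With depth above 25, the average precision was 0.948 and the F1 score 0.8997. At a minimum depth of 10 these measures were 2.69, 0.988, 0.872 and 0.822, in the same order, at 50 they were 2.77, 0.997, 0.979 and 0.944, and with no minimum 2.68, 0.983, 0.762 and 0.737. With 1 read added, the median difference was 2.61. Depth required in the PCR control alone moved neither the covered share nor these measures, and Dam adenines alone did not move the measures. A cut-off chosen on separate segments, run for the F1 score alone, did not move it. Centring on the median of unmethylated adenines shifts both medians alike and so cannot change their difference.

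Settings chosen after seeing the data gave the following. With frequencies over total depth and 0.01 added, the median difference was 2.66, the AUC 0.995, the average precision 0.954 and the F1 score 0.908. With nothing added they were 3.01, 0.995, 0.951 and 0.911. Calls at 25× scored against every known site had an F1 score of 0.834, and 0.844 with frequencies over total depth and 0.01 added. Over all Dam adenines, calls at 25× detected 76.8%, and 78% with the cut-off and frequency of the last of these settings.

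The Fisher test per site gave an F1 score of 0.127 in *E. coli*, since it puts 451879 adenines outside the motifs past its threshold. By construction it does not correct for the lower mean A to G frequency of native DNA. For Dam adenines, the share detected was 88.2% of those at 25×, 88.3% by the Fisher test and 56.2% for palindromes with both strands detected.

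The *Oxytricha* ratio of mutant to WT, 0.505 in the main analysis, stayed within its interval when reads were thinned, when scores were centred on the median and, chosen after seeing the data, with frequencies over total depth and 0.01 added. It was 0.691 at a minimum depth of 10, 0.363 at 50, 0.468 with the native library alone, 0.606 with the cut-off 0.5 lower, 0.432 with it 0.5 higher and 0.640 after subtracting adenines past the mirrored cut-off. It was 0.843 at adenines covered in both strains. For these adenines, it was 0.824 after thinning and 0.815 with the PCR control of the other strain, both chosen after seeing the data. The Fisher test per site gave 0.995, with 43.9% of WT and 43.7% of mutant adenines past its threshold, again without correction for the mean. Except for the Fisher test and the mirrored cut-off, the cause of these changes was not tested here.

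For DIP-seq peaks, the ratio of mutant to WT was 0.373 at a q-value of at most 1e-4, 0.190 at 1e-10, 0.106 at a fold enrichment of at least 3 and 0.258 for bases covered. The overlap of mutant with WT peaks was 62.5% when 50% of the mutant peak had to overlap and 26.4% when 50% of both had to. Mutant peaks are narrower, but whether this lowers the overlap was not tested. The cause of the changes in the ratio was not tested either.

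Depth limits the *Oxytricha* results. With a median native depth of 6 reads in WT and 4 in the mutant, 344865 of the WT and 91895 of the mutant adenines reached 25 reads, and 70811 did so in all 4 libraries.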

Differences from the paper's values

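Of 19 values of the paper set beside those computed here, 0 differed by more than 1.5 times in the main analysis, and the largest ratio was 1.25. That ratio belongs to the share of 6mA in the *Oxytricha* mutant, 5.74% here and about 4.6% in Fig. 6h, read by eye. In WT the share was 11.4% here and about 9.5% in Fig. 6h, read by eye. The paper's text does not name the cut-off behind these. With the cut-off 0.5 higher, set before the data were examined, the shares were 7.57% and 3.27%.

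The paper's F1 score for DIP-NT-seq beside 6mACE-seq is 0.843, and that of the main analysis over adenines of any depth was 0.737. Calls at 25× scored against every known site, covered or not, gave 0.834, and with frequencies over total depth and 0.01 added 0.844, both chosen after seeing the values. The paper's own list of called sites was not used here, so the sites these settings drop were not counted. At 25× and 50× the paper's F1 scores are 0.911 and 0.953, and the main values were 0.896 and 0.944. Frequencies over total depth with nothing added, chosen after seeing the values, gave 0.911 and 0.953. With 0.01 added they gave 0.908 and 0.952. This setting gave 30512 true positives, 2359 false positives and 3826 false negatives at 25×, and 26408, 971 and 1679 at 50×, and all of these match the counts printed in Fig. S18e. The F1 scores printed beside those counts are thus slightly higher than the F1 scores of the counts themselves. These settings were found by a search through 172 combinations of 8 frequency definitions with minimum depths, libraries and scored sites, made with the paper's values in view, so a match among them carries less weight than 1 from a setting fixed in advance.

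Without a minimum depth the average precision was 0.762 here and about 0.65 in Fig. S18b, read by eye, and frequencies over total depth with 0.01 added, chosen after seeing the values, gave 0.655. At 25× it was 0.945 here and about 0.96 in Fig. S18b, read by eye, and that setting gave 0.954. The share of Dam adenines detected was 74.4% here and about 78% in Fig. S19a, read by eye. Calls at 25× with that frequency, scored against every known site, gave 78%, also chosen after seeing the values.

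The paper states that the 6mA level of the MTA1 mutant is lower than that of WT by about 50%. The main analysis gave 49.5% less. Of the alternatives set before the data were examined, a minimum depth of 50 gave 63.7% less, the native library alone 53.2%, a cut-off 0.5 lower 39.4%, a cut-off 0.5 higher 56.8%, thinned reads 47.9% and centring on the median 49.0%. Further from the paper's value, a minimum depth of 10 gave 30.9% less, subtraction of the mirrored cut-off 36.0%, adenines covered in both strains 15.7% and the Fisher test 0.5%.

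The paper states that 6mA-DIP can eliminate reads from unmethylated regions poor in G. In the enriched native library, windows with a G content of 15% or under and no known 6mA had a median depth of 610.6 reads, higher than the 101.2 reads of windows with 25 to 30% G and a known 6mA. At equal G content, windows with a known 6mA were the deeper ones, 721.1 reads at 15% or under. The depth of these windows without enrichment was not analysed here.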

Other observations

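The comparison at adenines covered in both strains was set in advance, and the other tests in this part were chosen after the results were seen. Each pattern was found and tested on the same data, so every explanation below is a hypothesis.

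In *Oxytricha*, the share of adenines past the cut-off was lower in the mutant, with a ratio of 0.505. Loss of 6mA as the whole cause is argued against by cytosines, whose share past the cut-off fell alike, with a ratio of 0.566 (95% bootstrap interval 0.538 to 0.592). In *E. coli*, where 6mA lies 2 bases from the C of GATC, 0.0420% of 33355 such cytosines were past the cut-off, so 6mA at that distance did not put cytosines past it there. The number of reads per adenine is also argued against as the whole cause, since the ratio was 0.494 where the smaller depth was 25 to 29 reads in both strains. It was lower in every deeper bin, with 0.410 at 40 to 59 reads and 0.232 at 100 to 199, so its size changed with depth. What stays open is site-to-site variation in conversion that is not methylation, and different coverage. Adenines past the mirrored cut-off, which a block of conversion at the adenine itself would not give, fell to a ratio of 0.311, and at adenines covered in both strains the ratio was 0.843 (interval 0.800 to 0.891). A further fall of adenines beyond cytosines, which loss of 6mA would give, was seen at each strain's own sites, where the adenine ratio over the cytosine ratio was 0.893 (interval 0.851 to 0.938). It was not detectable at sites covered in both strains, at 0.957 (interval 0.888 to 1.03). The mutation of MTA1 stays among the explanations for part of the difference.

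The share of *Oxytricha* adenines past the cut-off fell as depth rose. Counts drawn at the same depths from 1 frequency per adenine put 0.415% of WT adenines past the cut-off against 11.4% observed. In *E. coli*, the same drawing gave 0.0970% of adenines outside the motifs against 0.203% observed. Such draws take reads as independent molecules and cover counting error alone, so sampling of few template molecules cannot be told apart from other causes. Uneven conversion along fragments may contribute. Beside WT adenines past the cut-off, 19.6% of the nearest cytosines within 5 bases were past it, against 6.88% beside other adenines, and in the mutant 12.4% against 3.56%. Native libraries differed more than PCR controls at equal read depth. At adenines covered in all 4 libraries, 6.06% were past the cut-off in WT native against mutant native DNA, at median depths of 64 and 37 reads, and 1.40% in the WT against the mutant PCR control thinned to the same reads per site. Of the 4099 adenines past the cut-off in WT and 3456 in the mutant at these sites, 421 were shared, where 200.1 would be if the calls were independent. Of WT adenines followed by T, 9.71% were past the cut-off, against 13.6% of those followed by A, 8.71% by C and 15.1% by G. For adenines followed by T, the mean A to G frequency in the PCR control was 60.9%. For A, C and G it was 49.8%, 61.5% and 47.0%. Conversion thus differed by the next base, so these shares cannot decide whether adenines followed by T stand out. No biological explanation was tested for the fall with depth.

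Adenines shifted more than cytosines between strains in WT DIP-seq peaks when frequencies were averaged instead of calling sites, over sites with 10 reads in all 4 libraries. The −log2 ratio of mean native to mean PCR frequency inside WT peaks, less that outside, was 0.079 for adenines and 0.041 for cytosines in WT, and 0.015 and 0.017 in the mutant. The adenine value less the cytosine value, WT minus mutant, was 0.040 (95% bootstrap interval 0.019 to 0.061). This argues against the base content of the peak regions as the whole cause, since the sites are the same in both strains. By the next base, WT minus mutant was 0.087 for adenines followed by T (interval 0.063 to 0.116), 0.063 for A (0.028 to 0.091), 0.032 for C (0.001 to 0.062) and 0.023 for G (−0.046 to 0.083). Adenines followed by T shifted more than those followed by C, by 0.055 (interval 0.018 to 0.090), but the difference from those followed by A was 0.024 (interval −0.009 to 0.060). Whether the shift belongs to adenines followed by T in particular thus stays open. Cytosines also shifted between strains, by 0.024 (interval 0.006 to 0.042), so 6mA reduced in the mutant cannot be told apart from another difference between the libraries of the strains with 1 library each. Over each strain's own sites with 10 reads in its libraries, the cytosine shift was larger, at 0.040 (interval 0.025 to 0.054). The adenine value less the cytosine value, WT minus mutant, was smaller there, at 0.026 (interval 0.012 to 0.044).

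In *E. coli*, 57 of 2998 deep GATC palindromes had neither adenine past the cut-off, where 30.8 would have if the strands were missed independently, a share below the interval of the observed one. A lower conversion difference in the region around them cannot be told apart from other causes. Other adenines within 20 bases had a median of −0.037 on the −log2 scale, against −0.049 around palindromes detected on both strands, but unmethylated adenines lie near 0 on this scale wherever they are. A low A to G frequency in the PCR control, which leaves less room for a decrease, may contribute, with a median of 29.2% at these palindromes against 36.7%. The native frequency was higher, with a median of 9.43% against 3.33%. Both frequencies enter the ratio by which these palindromes were picked, so neither difference can show a cause. Of the 57, 15.8% lay within 1 kb of another, against a median of 3.51% over 1000 random draws of deep palindromes and 14.0% at the upper end of the central 95% of draws. In 6 of them, both adenines were under 0.5 on the −log2 scale. Native against PCR DNA is the contrast that would show a lack of methylation, but these sites were picked by that ratio. These libraries hold no strain without Dam, so whether such sites lack methylation was not tested separately.

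Near known 6mA in *E. coli*, the native to PCR ratio of conversion at unmethylated bases was slightly higher than the average for that base. Other adenines 1 to 2 bases from a known 6mA had a median of −0.18 on the −log2 scale and those 51 to 100 bases away −0.03. The C of GATC had a median of −0.16 at 33355 sites. Its median C to T frequency was still lower in native DNA, at 36.8%, than in the PCR control, at 42.1%. The share of other adenines past the cut-off was 0.199% at 1 to 2 bases and 0.219% at 51 to 100 bases. The median PCR control depth was 120 reads at 1 to 2 bases and 55 at 51 to 100 bases. Since this share falls with depth, these values cannot decide whether it rises near 6mA.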
